# Early-phase impact of obesity-associated stress on murine vascular smooth muscle cells depends on EGFR and sex

**DOI:** 10.1038/s42003-025-09416-7

**Published:** 2025-12-22

**Authors:** Virginie Dubourg, Sindy Rabe, Narjes Nasiri-Ansari, Michael Kopf, Sigrid Mildenberger, Gerald Schwerdt, Barbara Schreier, Michael Gekle

**Keywords:** Vascular diseases, Vascular diseases

## Abstract

Obesity leads to vascular dysfunction mediated partially by the vascular smooth muscle cell (VSMC) EGF-receptor (EGFR). We investigate the impact of obesity-associated metabolic and humoral stress on primary murine VSMC with conditional EGFR knockout (KO) and wildtype (WT) VSMC, focusing on early-phase impact to test the hypothesis of an EGFR-dependent stressor synergism. Cells are exposed to three stress conditions (high glucose + free fatty acids; angiotensinII + noradrenaline; combined = all stressors) and bulk RNA-sequencing with bioinformatics analysis, followed by phenotypical assessment is performed. RNASeq-results show stressor synergy in male WT-VSMC but not in KO VSMC or endothelial cells (EC). Bioinformatic analysis predicts dysregulation of functions related to DNA-synthesis/cell cycle, lipid handling, contraction and motility for male WT-VSMC. Functional validation confirms synergy concerning DNA-synthesis and lipid accumulation in male WT-VSMC but not in female WT-VSMC. Altered contraction or motility are not confirmed. Male WT-VSMC show higher EGFR-expression than female WT-VSMC and respond with enhanced SRF^S103^-phosphorylation, a classical downstream target of EGFR, to the stressors. Obesity-associated metabolic and humoral stressors induce synergistic transcriptomic effects in male WT-VSMC, initiating proliferative and lipogenic dedifferentiation. This early-phase effect requires EGFR and was not observed in female VSMC.

## Abstract (web summary)

Comparative analysis of primary murine vascular cells sheds light on the roles of epidermal growth factor receptor, sex and the synergism of stressors for obesity-associated transcriptomic and phenotypic vascular alterations.

## Introduction

Obesity and diabetes mellitus type 2 (T2DM) are a global health concern, with prevalence rising^1^. T2DM significantly impacts vascular smooth muscle cells (VSMCs), contributing to increased cardiovascular risk: VSMCs from T2DM patients exhibit phenotypic alterations, including enhanced proliferation, adhesion, migration^2^ and display impaired function compared to non-diabetic controls^3^. This altered VSMC phenotype contributes to vascular complications and intimal hyperplasia, potentially leading to end-organ damage, e.g. renal failure. Understanding these mechanisms is crucial for developing targeted therapies to address vascular complications in T2DM patients.

The plasticity of VSMC, which can switch between contractile and various transdifferentiated states, plays a crucial role in vascular homeostasis and remodeling^4^. Furthermore, endothelial dysfunction, characterized by reduced nitric oxide bioavailability, impaired vasodilation, increased vascular tone, and a prothrombotic state contributes to functional and structural remodeling in diabetic patients^5^. Given the limited effect of blood glucose control on T2DM-associated cardiovascular risk, research has been focusing on alternative therapeutic strategies, such as targeting VSMC^4^. The metabolic milieu of T2DM, which includes insulin resistance, hyperglycemia, elevated plasma free fatty acids, overactive renin-angiotensin system and elevated sympathetic tone^6,7^, is supposed to contribute to vascular dysfunction through various mechanisms in different cell types. Notably, vascular dysfunction can occur already in prediabetic states, suggesting a continuum of cardiovascular risks as metabolism worsens^8^.

EGFR (ERBB1) is activated by epidermal growth factor (EGF) or heparin bound EGF (HB-EGF), modulating cell differentiation, migration and matrix homeostasis^9^. EGFR can also be transactivated, thereby contributing to cardiovascular dysfunction and remodeling^10,11^. Recently, the relevance of VSMC-EGFR for structural and functional vascular remodeling as well as for subsequent renal end organ damage was shown^12–14^. It has been suggested that VSMC-EGFR contributes to obesity- and T2DM-associated vascular alterations^11,15–19^, and that hyperglycemia is correlated with an enhanced vascular EGFR activity. There is also evidence for an impact of free fatty acids on EGFR^20–22^. In addition, systemic EGFR-kinase inhibitors improved vascular function in diabetic animals^16–19,23–25^.

In recent studies we showed that deletion of VSMC-EGFR mitigated T2DM/obesity-induced vascular functional, structural and transcriptome alterations drastically in vivo^26^, using a knock out mouse model with inducible deletion of the EGFR in VSMC^12,27^. These data strongly suggested VSMC-EGFR as prerequisite for HFD-induced transcriptome alterations followed by vascular remodeling. Furthermore, the protective effect of VSMC-EGFR-KO on vascular remodeling led to partial prevention of renal end-organ damage, normalizing glomerular function and reducing tubule-interstitial dyshomeostasis as well as the development of albuminuria.

At the cellular level transcriptional actions of EGFR were potentiated by glucose and pathway analysis identified the serum response factor (SRF) as an activated vascular transcription regulator during T2DM/obesity. It was concluded that VSMC-EGFR is required for comprehensive T2DM/obesity-induced functional vascular remodeling, endothelial dysfunction and renal end-organ damage. By contrast, the endothelial cell (EC)-EGFR has been shown to be of minor importance for basal vascular and renal function, as well as for T2DM/obesity-induced functional vascular remodeling, endothelial dysfunction and renal end-organ damage^28^.

These in vivo studies represented early phases of T2DM/obesity with mild vascular dysfunction and mild end-organ (kidney) damage. They also confirmed the systemic relevance of VSMC-EGFR for vascular pathophysiology during obesity with T2DM, already in the onset phase of the disease. But these studies do not allow to evaluate a direct impact of T2DM/obesity-associated stress factors on VSMC and EC.

The objective of our study is to investigate the direct early-phase effects of T2DM/obesity-associated stressors on vascular cells in order to gain more knowledge regarding pathophysiological events occurring before major phenotypic cellular changes and vascular structural alterations develop. Specifically, our study investigates the hypothesis that a stressor synergism acts on VSMC in an EGFR-dependent manner. For this purpose, we used ex vivo murine primary vascular cells ex vivo that we subjected to T2DM/obesity-associated metabolic (high glucose and free fatty acids) or/and humoral (angiotensin II and noradrenaline) stressors. Furthermore, we addressed the role of VSMC-EGFR for these early-phase events using EGFR-KO VSMC from a genetic mouse model. Better understanding of these initial events may support the development of preventive strategies.

## Results

### Cell viability

First, we investigated whether the humoral stressors (angiotensin II + norepinephrine; AII + NE), the metabolic stressors (high glucose concentration + free fatty acids; HG + FFA) or their combination (ALL) affected cell viability. For this purpose, the following parameters were determined: cell (nuclei) count, protein (per cell and per area), caspase-3 activity (as a marker for apoptosis) and LDH-release (as a marker for necrosis). Supplementary Fig. SF2 shows that the stressors did not affect cell viability.

### Gene expression analysis

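RNA-Seq counts of 69 libraries were analysed, 16 from WT VSMC, 15 from KO VSMC and 38 from EC. WT VSMC were primary smooth muscle cells from the murine thoracic and abdominal aorta, KO VSMC came from animals with SM22-driven Cre and a floxed Egfr gene, and EC were primary endothelial cells from the heart. Cells were kept under Control conditions or exposed for 24 h to HG + FFA, to AII + NA or to ALL stressors. HG + FFA stood for 20 mmol/l glucose with 100 µM oleate and 100 µM palmitate, and AII + NA for 30 nM angiotensin II with 300 nM norepinephrine. The sample labels differ from the paper in that they name 300 nM epinephrine and 100 µM free fatty acids. The samples formed 18 sets, each from a single animal and passage and treated at the same time, with sets 1 to 4 for WT VSMC, sets 5 to 8 for KO VSMC and sets 9 to 18 for EC. Every WT VSMC condition had n = 4. No counts were available for the ALL library of KO VSMC set 5, the Control library of EC set 10 and the AII + NA library of EC set 15. ALL therefore had n = 3 in KO VSMC, and Control and AII + NA had n = 9 in EC, where the legend of Fig. 1 gives 4 and 10. EC sets 17 and 18 came from the same animal, which leaves 9 animals for EC. The authors aligned the reads with HISAT2, assigned them to genes with featureCounts and deposited the number of reads per gene without normalization. Counts per library lay between 23626664 and 37801299 in WT VSMC, between 23238979 and 35120866 in KO VSMC and between 17166133 and 43240489 in EC, with medians of 30093006, 29812564 and 24355492. FPM was calculated from the library size after edgeR's TMM normalization. No pair of libraries of the same condition was a duplicate, as the smallest chi-square per gene between them was 51.8 where sampling noise alone gives about 1. In the GRCm39 annotation 56310 gene identifiers of the count tables were found, and the others held 0.024% of the counts. After edgeR's filterByExpr, 16905 genes were tested in WT VSMC, 17538 in KO VSMC and 17148 in EC. A DEG had an FDR under 0.05 in edgeR's quasi-likelihood test and in DESeq2, a |log2FC| of at least 0.64 and at least 3 FPM on average in one of the groups compared, with the set number as a block in both models. The log2FC, SE and FDR given for single genes are edgeR's.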

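Egfr (ENSMUSG00000020122, chromosome 11, 16702198 to 16868158 of GRCm39) was the gene targeted in KO VSMC. Averaged over the libraries of a set, its RNA amounted to 344 ± 84.7 FPM (SD, n = 4 sets) in WT VSMC and to 9.77 ± 17.0 FPM (SD, n = 4 sets) in KO VSMC, which is 2.84% of WT VSMC. The difference was -6.80 on the log2 scale (p = 0.0286 in a two-sided exact permutation test, the smallest p that 4 sets against 4 allow). KO VSMC sets 6 to 8 held 0.267% to 0.512% of the WT VSMC mean, and set 5 held 10.2%. Of the genes that differ between the sexes, Xist (ENSMUSG00000086503, chromosome X, 102503972 to 102537573) had set means of 0.0666 to 0.247 FPM in VSMC and of 0.0606 to 2.12 FPM in EC. The Y-linked gene Ddx3y (ENSMUSG00000069045, chromosome Y, 1260715 to 1286663) had set means of 12.4 to 83.2 FPM in WT VSMC, of 58.4 to 70.1 FPM in KO VSMC and of 88.7 to 211 FPM in EC, and the animals were male.

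**Figure D1:**
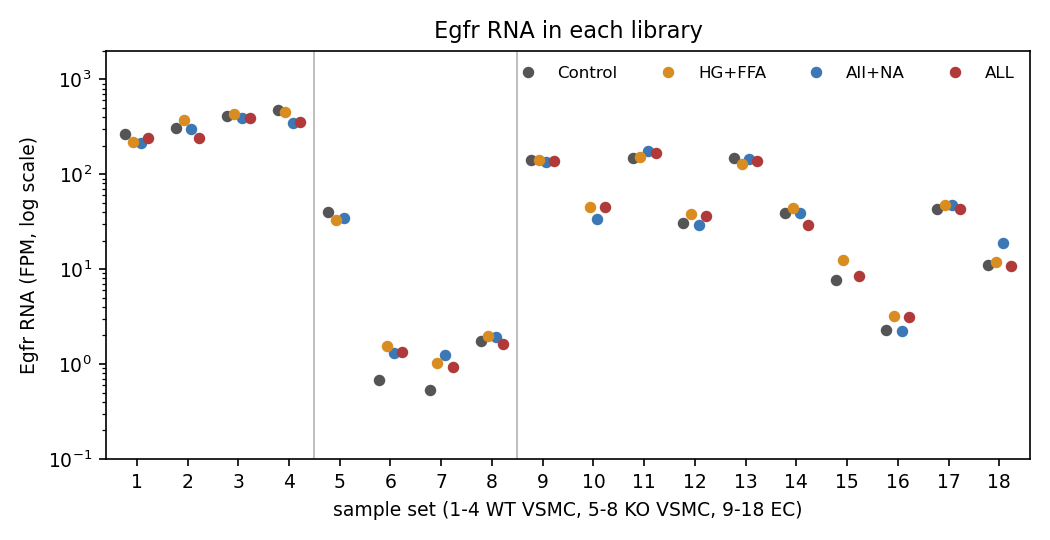
Egfr RNA in each of the 69 libraries, in FPM on a log scale, by sample set and with a colour for each stressor condition. Sets 1 to 4 are WT VSMC, sets 5 to 8 KO VSMC and sets 9 to 18 EC, and within KO VSMC the libraries of set 5 lie above those of sets 6 to 8.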

Bulk RNA-Seq was performed with samples from male animals. The variability of gene expression throughout the samples was assessed using the average relative standard deviation (with the relative standard deviation calculated as standard deviation(FPM)/mean(FPM) for each gene). It was similar for WT VSMC and KO VSMC and all four incubation conditions (Supplementary Fig. SF3). Thus, we could apply one threshold (calculated as 3 × average relative standard deviation) for the parameter fold-change ( | log_2_FC | > 0.64).

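Over all protein-coding and lncRNA genes with at least 1 count in the respective condition, the average relative standard deviation in WT VSMC was 0.594 for Control, 0.604 for HG + FFA, 0.607 for AII + NA and 0.592 for ALL stressors, each over n = 4 and 21826 to 22260 genes. In KO VSMC it was 0.681, 0.639 and 0.636 for the first 3 conditions (n = 4) and 0.559 for ALL stressors (n = 3). Genes with few reads made up much of this average, and the selection of genes moved it more than any other choice. Over the 11449 genes of WT VSMC with a mean of at least 3 FPM the values were 0.213, 0.228, 0.218 and 0.196 in the same order, and over the corresponding 11562 genes of KO VSMC they were 0.297, 0.236, 0.237 and 0.229.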

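Averaged over the 4 conditions, 3 times the relative standard deviation gave a log2FC threshold of 1.48 in WT VSMC and of 1.53 in KO VSMC over all expressed genes, and of 0.715 and 0.807 over genes with a mean of at least 3 FPM. Without any log2FC threshold, 1077 genes met the remaining criteria for DEG in WT VSMC exposed to ALL stressors, and with a |log2FC| of at least 1 their number was 128.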

First, we analyzed the RNA-Seq data in a directed approach, i.e. we investigated potential changes in RNA expression for genes known to be typically affected during pathological vascular alterations (biomarker genes)^29,30^. Because our experimental design provided strictly connected sets of samples for control, metabolic stressors, humoral stressors and combined stressors originating from the same animal, at the same cell passage, treated at exactly the same time, it allowed us to calculate the relative effects of the stressors in a paired way (stressor effect = expression_stressors_/expression_control_, with the expression levels corresponding to the FPM obtained for each corresponding set of paired samples). Subsequently, we calculated the 99% confidence intervals and tested the exclusion of the value = 1 (corresponding to a difference from controls with *α* < 0.01). Supplementary Fig. SF4 and Supplementary Data 0^1^ show the list of genes investigated and the effects of the stressors on their expression. 

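Of the biomarker genes listed in Supplementary Data 1, 106 were found in the count tables. For each gene the FPM under ALL stressors was divided by the FPM of the Control library of the same set, and a gene counted as affected when the 99% confidence interval of the mean ratio excluded 1 and the mean lay outside the limits given in Supplementary Data 1. In WT VSMC, 19 genes were affected by ALL stressors, 7 with a higher and 12 with a lower RNA abundance, and 4 of the 19 had less than 3 FPM in Control. With a quantile of the t distribution in place of the normal quantile, which is wider at n = 4, 4 genes were affected. Among the higher genes were Mylk (Ensembl ENSMUSG00000022836, chromosome 16, 34565580 to 34822790), with a mean ratio of 2.19 ± 0.476 (SD, n = 4, interval 1.57 to 2.8), and Agtr1b (ENSMUSG00000054988, chromosome 3, 20368609 to 20421348), with a ratio of 2.69 ± 1.1 (SD, n = 4). Among the lower genes, Agtr2 (ENSMUSG00000068122, chromosome X, 21350763 to 21355403) had a ratio of 0.343 ± 0.144 (SD, n = 4, interval 0.158 to 0.528) and Cd34 one of 0.428 ± 0.0326 (SD, n = 4). Of the contractile markers, Acta2 (2.65 ± 2.15), Cnn1 (2.01 ± 1.01) and Tagln (2.21 ± 1.23) had mean ratios above 1 with intervals that included 1, so that none of them counted as affected (SD, n = 4 each). Supplementary Fig. SF4 differs for Tagln, where its interval excludes 1. Its legend gives 4 replicates, while Supplementary Fig. SF1 lists more VSMC sets for RNA-Seq. Whether both calculations rest on the same samples is therefore open. In the paired test with edgeR and DESeq2, Tagln was a DEG, with a log2FC of 0.95 (SE 0.26, FDR 0.0361) and an increase in 4 of 4 sets, while Acta2 and Cnn1 were not. Exons of other genes covered 9.3% of the exonic bases of Acta2, 35.1% of those of Cnn1 and 66.7% of those of Tagln. The ratio of Myh11 (ENSMUSG00000018830, chromosome 16, 14012399 to 14109236) was 1.33 ± 0.255 with an interval of 1 to 1.66, and its mean did not reach the limit. Klf4, Vim and Spp1 had mean ratios of 0.667 ± 0.104, 0.887 ± 0.129 and 0.776 ± 0.209 (SD, n = 4 each), and none of these was called.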

The data show that only few of the biomarker genes were affected by all stressors in WT VSMC and the changes were not indicative of phenotypic switching. This concurs with our purpose to investigate early-phase effects. 

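In KO VSMC exposed to ALL stressors, 7 of the biomarker genes were affected, 2 of them higher (Agtr1a, Angptl4) and 5 lower (Adra2a, Col8a2, Lgals3, Mmp9, Mylip), over n = 3 sets. Of these, 3 genes had less than 3 FPM in Control. The ratio of Angptl4 (ENSMUSG00000002289, chromosome 17, 33992724 to 34000804) was 6.15 ± 3.1 and that of Mylip (ENSMUSG00000038175, chromosome 13, 45543215 to 45565501) was 0.527 ± 0.169 (SD, n = 3 each). The smooth muscle gene Mylk had a ratio of 1.15 ± 0.324 with an interval of 0.67 to 1.63, and Cd34 one of 0.863 ± 0.236 with an interval of 0.512 to 1.21, so that both intervals included 1. With a minimum of 1 FPM in Control for every set, the number of affected genes was 4.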

The changes in EGFR-KO VSMC were even smaller (only 5 genes were affected compared to 16 in WT VSMC), already indicating a possible contribution of EGFR. The effect in EC was also minor (5 genes affected).

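In EC, 5 of the biomarker genes passed the same limits under ALL stressors over the 9 sets with both libraries. Angptl4 was higher, with a mean ratio of 11.6 ± 8.55 (SD, n = 9), and Mylip (0.456 ± 0.137, SD, n = 9) and Col8a2 (0.52 ± 0.322, SD, n = 9) were lower. The remaining 2, Agtr1b and Agtr2, were lower and could be evaluated in 6 and 5 sets only, as Control held no count in the others. Sets without a count under ALL stressors were kept, which favours a lower mean ratio in genes with so few counts. These 2 calls therefore do not show a decrease, and Supplementary Fig. SF4 gives no value for either gene in EC. Of the 5 genes, 3 had less than 3 FPM in Control. Calculated as the mean of log2 ratios, 3 genes were affected.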

### *Unbiased gene expression analysis*

Next, we performed an unbiased gene expression analysis including all protein coding and lncRNA coding genes. Applying the |log_2_FC| threshold of 0.64, together with the double-significance criteria (i.e. differential expression DE indicated by DESeq2 AND edgeR) and an FPM threshold ( > 3 FPM) resulted in the detection of quantitative changes in RNA expression as shown in Fig. 1.

**Fig. 1:**
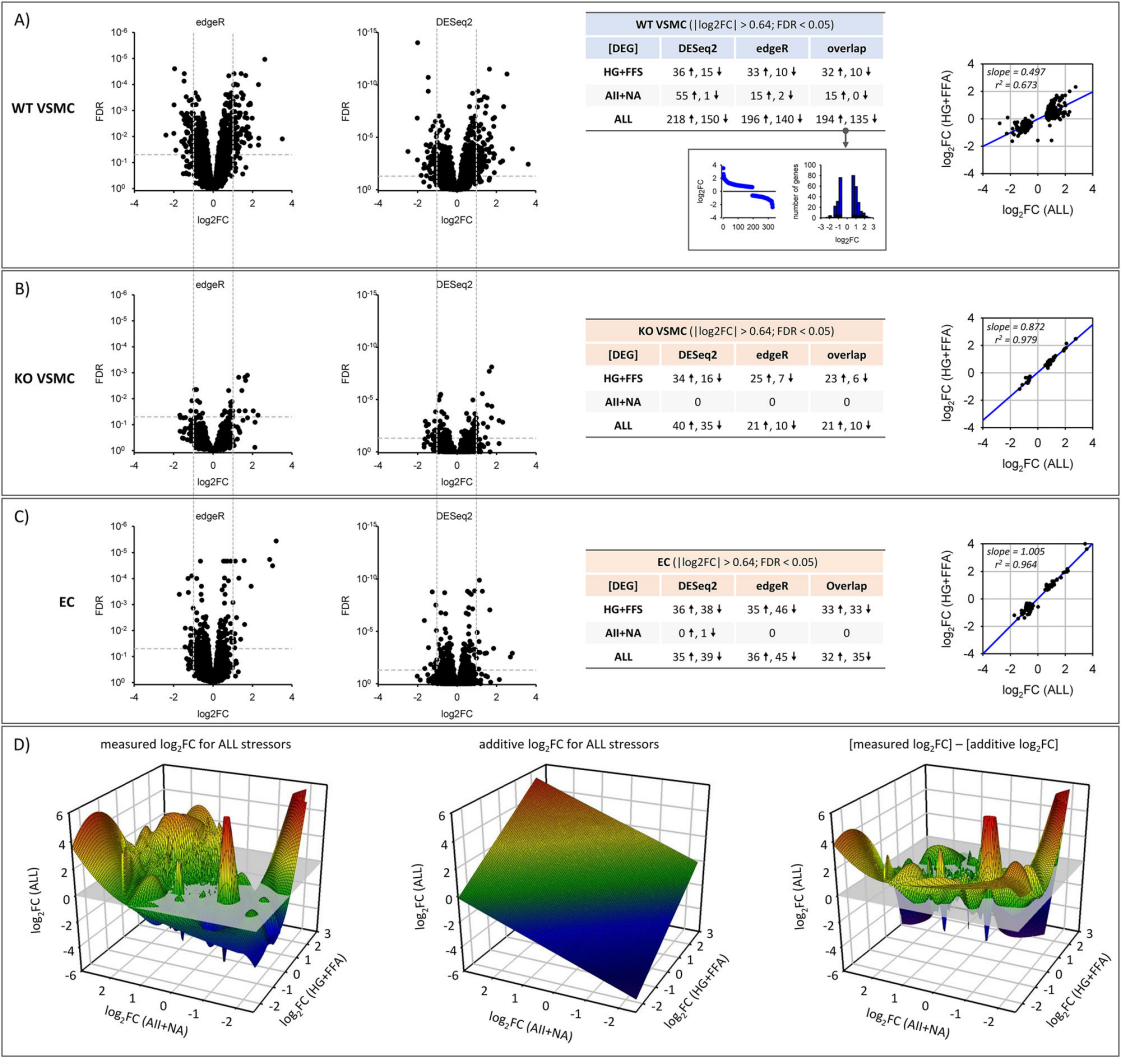
Differential gene expression analysis. Number of differentially expressed genes (DEG) after exposure to metabolic stressors (high glucose + free fatty acids, HG + FFA; humoral stressors (angiotensin II + noradrenaline; AII + NA) or the combination of both (ALL) in male wildtype VSMC (WT VSMC, **A**), EGFR-KO VSMC (KO VSMC, **B**) or endothelial cells (EC, **C**). For VSMC and each condition 4 independent biological replicates were included in the differential expression analysis, for EC 10 samples were included ( = total of 72 samples). The left panels show volcano plots for false discovery rates (FDR) and effect size (log_2_FC) determined either by edgeR or DESeq2 for cells exposed to all stressors. The tables to the right show the number of up (↑) or down (↓) regulated DEG after filtering for the log_2_FC and FDR thresholds. All FDR-, log_2_FC- and FPM-values for all three cell types are presented in Supplementary Data 16 and 17. **D** Three-dimensional mesh plot, generated by Sigma plot 14, combining the log_2_FC data for all protein coding RNA and lncRNA of WT VSMC for all three stressor conditions. The first plot shows the measured log_2_FC values for ALL stressors, the second plot the additive log_2_FC values (humoral effect + metabolic effect) and the third plot the difference of measured and additive values.

In WT VSMC the individual effect of HG + FFA was stronger than that of AII + NA (Fig. 1A) and the number of differentially expressed genes (DEG) in the presence of all stressors was much higher than the sum of genes regulated by HG + FFA or AII + NA (Fig. 1A). Thus, there is a quantitative over-additive (synergistic) action of the stressors concerning alterations of the transcriptome. 

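In WT VSMC, 48 genes were DEG after exposure to HG + FFA, 7 after AII + NA and 360 after ALL stressors, with n = 4 per condition. At an unadjusted p under 0.05 the numbers of genes were 1892, 1592 and 3673, where 845 are found by chance. The libraries of a set resembled each other, since the log2 expression relative to the mean of the condition correlated across 13788 genes with a mean Pearson r of 0.793 between libraries of the same set and of -0.272 between libraries of different sets. Without the set number as a block, the number of DEG was 0 for each of the 3 conditions. With DESeq2 alone, 61 genes passed for AII + NA. In all 4 sets, 349 of the DEG for ALL stressors changed in the same direction, as did every DEG of the single stressors. Of the DEG for ALL stressors, 42 were shared with HG + FFA, 6 with AII + NA, and 312 were DEG under neither. Of the 318 DEG that were not shared with HG + FFA, 307 had the same direction under HG + FFA. An unadjusted p under 0.05 under HG + FFA was found for 187 of the 318, counted in either direction. The Control libraries are the same for both effects, which favours this agreement.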

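Whether the effect of ALL stressors in WT VSMC departed from the sum of the log2 effects of HG + FFA and AII + NA was tested for each gene with edgeR. No gene of 16905 had an FDR under 0.05, with or without the set number as a block, and 290 had an unadjusted p under 0.05. DESeq2 called 80 genes in this contrast, of which 80 had a mean below 3 FPM. As the choice of DEG in the same libraries favours large ALL effects, genes were chosen in 3 sets and their effects measured in the remaining set. In the sets left out, the mean log2 ratio to Control in the direction of the call was 0.778 for ALL stressors, 0.406 for HG + FFA and 0.364 for AII + NA. The mean difference between ALL stressors and the sum of both was 0.01 on the log2 scale with an SD of 0.105 over the 4 sets, and it was positive in 2 of the 4 sets (p = 1 in a two-sided exact sign-flip permutation test, whose smallest possible p is 0.125). In a direct comparison of ALL stressors with HG + FFA, 5 genes passed an FDR of 0.05 and the thresholds for log2FC and FPM, while 1829 genes had an unadjusted p under 0.05. Without the set number as a block, none passed.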

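Of the WT VSMC DEG, 31 were higher and 17 lower after HG + FFA, which is 64.6% higher. After AII + NA all 7 were higher, and after ALL stressors 202 were higher and 158 lower, or 56.1% higher. With DESeq2's size factors in edgeR, 206 of 359 DEG were higher after ALL stressors. The largest increases that occurred in every set were those of the lncRNA gene Gm33228 (ENSMUSG00000117604, chromosome 18, 25971890 to 26401755), with a log2FC of 3.55 (SE 0.86, FDR 0.0203), and of Pcdh10 (ENSMUSG00000049100, chromosome 3, 45332833 to 45390058), with 2.54 (SE 0.26, FDR 6.62e-05). Among the largest decreases were those of the lncRNA gene H19 (ENSMUSG00000000031, chromosome 7, 142129262 to 142133957), at -2.33 (SE 0.37, FDR 0.0017), Aspn (ENSMUSG00000021388, chromosome 13, 49697609 to 49721057), at -2.02 (SE 0.29, FDR 0.000963), and Apod (ENSMUSG00000022548, chromosome 16, 31115010 to 31135355), at -1.97 (SE 0.15, FDR 6.97e-06), each lower in 4 of 4 sets. Under HG + FFA, Pdk4 (ENSMUSG00000019577, chromosome 6, 5483097 to 5496339) rose by 1.52 (SE 0.23, FDR 0.00667) and Apod changed by -1.67 (SE 0.15, FDR 9.88e-05). Under AII + NA, Ramp1 (ENSMUSG00000034353, chromosome 1, 91107540 to 91152918) had the largest log2FC, 2.84 (SE 0.45, FDR 0.0282). Exons of other genes covered 26.4% of the exonic bases of Apod, 9.1% of those of Aspn and 7.9% of those of H19.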

The number of up-regulated genes was slightly higher, but still in a similar range, as the number of down-regulated genes for all conditions (Fig. 1A). 

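In KO VSMC, 50 genes were DEG after HG + FFA (n = 4), 41 of them higher and 9 lower, and 55 after ALL stressors (n = 3), 38 higher and 17 lower. After AII + NA there were 0 DEG with a smallest FDR of 0.239, while 1711 genes had an unadjusted p under 0.05 where chance gives 877. The corresponding numbers for HG + FFA and ALL stressors were 2181 and 1842. The mean correlation between libraries of the same set was 0.789 against -0.282 between sets, and without the set number as a block all 3 conditions had 0 DEG. The count depended on single sets, since leaving out set 5 gave 293 DEG for HG + FFA and 124 for ALL stressors, and leaving out set 7 gave 0 for both. A test of ALL stressors against the sum of the single effects gave 0 genes with an FDR under 0.05 and 1155 with an unadjusted p under 0.05. Compared directly with HG + FFA, ALL stressors gave 0 DEG, with 510 genes at an unadjusted p under 0.05. Of the DEG, 34 were shared by HG + FFA and ALL stressors. Among those with the largest log2FC, Angptl4 rose by 2.13 (SE 0.36, FDR 0.0151) after HG + FFA and by 2.37 (SE 0.39, FDR 0.0176) after ALL stressors, and Stbd1 (ENSMUSG00000047963, chromosome 5, 92750891 to 92754438) by 1.90 (SE 0.35, FDR 0.0221) and 2.15 (SE 0.38, FDR 0.022). Dlk1 (ENSMUSG00000040856, chromosome 12, 109418749 to 109429262) changed by -1.53 (SE 0.28, FDR 0.0249) after ALL stressors and Ppp1r3c (ENSMUSG00000067279, chromosome 19, 36708523 to 36714070) by -0.92 (SE 0.18, FDR 0.0302) after HG + FFA.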

In KO VSMC, this quantitative synergistic effect was completely absent (Fig. 1B) and AII + NA exerted no effect, whereas the effect of HG + FFA was quantitatively comparable to WT VSMC. Thus, the quantitative synergism of HG + FFA and AII + NA as well as the effect of AII + NA require EGFR expression, whereas the quantitative effect of HG + FFA is largely independent of EGFR expression.

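The difference between the effects in WT VSMC and KO VSMC was tested for each of 18339 genes in a joint edgeR model. For HG + FFA, 0 genes had an FDR under 0.05 and 564 an unadjusted p under 0.05, where chance gives 917. For AII + NA, 0 genes passed with a smallest FDR of 0.395, and 2182 had an unadjusted p under 0.05. For ALL stressors, 2 genes passed, Anxa8 and Aldh3a1, which lie outside the genes set for reporting and were named after their values were seen, and 1361 genes had an unadjusted p under 0.05. Without the set number as a block, 0 genes passed for each. With DESeq2, 232 genes differed under ALL stressors, of which 166 had a mean below 3 FPM. The WT VSMC DEG for ALL stressors had a median log2FC of 0.869 in the direction of the call in WT VSMC and of 0.378 in KO VSMC, where 328 of them changed in the same direction, 161 of these at an unadjusted p under 0.05, and 26 were DEG. For the WT VSMC DEG of HG + FFA the medians were 0.901 and 0.764, all 48 had the same direction in KO VSMC, and 13 were DEG there. For AII + NA the medians were 1.44 and 0.697, with the same direction for 6 of 7. As these genes were selected in WT VSMC, their WT VSMC values are the larger ones by selection. From the DEG numbers in WT VSMC and KO VSMC, the paper concludes that EGFR is needed for the joint action of the stressors and for the AII + NA effect, and that the HG + FFA effect is mostly not dependent on it.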

The scatter plots in Fig. 1A, B show the comparative analysis of log_2_FC values in the presence of either ALL stressors or HG + FFA for the group of DEG induced by ALL stressors in WT VSMC and KO VSMC. 

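Across the WT VSMC DEG for ALL stressors, the line of the HG + FFA log2FC on the ALL log2FC had a slope of 0.51 and a Pearson r of 0.855 over genes, which are not independent replicates. Calculated from the ratios of single sets, the slope lay between 0.287 and 0.760 (SD 0.250, n = 4 sets). The slope of the AII + NA log2FC was 0.44, and that of the sum of both single effects was 0.954. The HG + FFA log2FC was less than 50% of the ALL log2FC for 183 genes, and for 264 genes it was below the threshold of 0.64, with a median share of 49.7% of the ALL log2FC. For the sum of both single effects the median share was 94.5%.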

The scatter plot in Fig. 1A, with a slope of 0.497 (and therefore much lower than 1), shows that most of the genes affected by ALL stressors are indeed not affected by HG + FFA in WT VSMC. 

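In KO VSMC, the corresponding slope over the 55 DEG for ALL stressors was 0.83 with a Pearson r of 0.980 across genes, and 0.860 to 0.896 in the 3 sets with both libraries (SD 0.0192). AII + NA had a slope of 0.03. The median HG + FFA log2FC was 88.2% of that for ALL stressors, and 18 genes had a HG + FFA log2FC below the threshold of 0.64. A line through the origin had a slope of 0.87.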

The scatter plot in Fig. 1B, with a slope of 0.87, shows that in KO VSMC most of the DEG are affected by HG + FFA and ALL stressors in a similar way.

Supplementary Figs. SF5A–C show Venn diagrams of DEG overlaps and lists with effect sizes and confidence intervals. The effect sizes elicited by the stressors and their confidence intervals were determined from the impact of the two stressor conditions in a paired manner (see Methods) relative to the respective controls of each experimental set, to rule out that genes were not included in one of the two lists due to the high stringency conditions (DESeq2 AND edgeR positive) applied. For KO VSMC the Venn diagram in SF05A show groups of DEG apparently affected by HG + FFA or ALL stressors only. However, the paired analyses (scatter plot in Fig. 1B with a slope of 0.87; lists II and III with the confidence interval limits in SF5A) show that most of the DEG are affected by HG + FAA and ALL stressors in a similar way in KO VSMC. Thus, KO VSMC respond to HG + FFA but not to AII + NA, also when ALL stressors are present.

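List II holds 16 genes, and 2 of them were matched through the paper's list of DEG for ALL stressors, 1 renamed since (Dusp27, now Styxl2) and 1 whose symbol is spelled differently there. In KO VSMC, 14 of these were DEG under ALL stressors and 3 under HG + FFA, and all 16 had the same direction under both. Their unadjusted p for HG + FFA was under 0.05 in all 16 genes, while 5 had an FDR under 0.05 over all genes and 16 when adjusted over the list alone. Cbs (ENSMUSG00000024039, chromosome 17, 31827868 to 31856646), for example, had a log2FC of -0.42 (SE 0.17, FDR 0.343) under HG + FFA and of -1.13 (SE 0.19, FDR 0.02) under ALL stressors. List III holds 15 genes, of which 14 were DEG under HG + FFA and 5 under ALL stressors, where 7 had an FDR under 0.05 over all genes and 15 when adjusted over the list alone. Slc25a42 (ENSMUSG00000002346, chromosome 8, 70636988 to 70664966) had a log2FC of 0.87 (SE 0.11, FDR 0.00234) under HG + FFA and of 0.71 (SE 0.12, FDR 0.021) under ALL stressors. Both lists are the paper's own calls on these libraries, so that the adjustment over the lists alone does not show stability. Among all DEG of KO VSMC, the 16 called for HG + FFA only had a median ALL log2FC of 0.848 times their HG + FFA log2FC. Each had the same direction with an unadjusted p under 0.05. The 21 called for ALL stressors only all had the same direction and an unadjusted p under 0.05 with HG + FFA. As both conditions are compared with the same Control libraries, such agreement is favoured here and in both lists. How much of it arises without an effect was not calculated.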

The results from these qualitative comparisons confirm the conclusion of an overadditive (synergistic) effect of HG + FFA and AII + NA in WT VSMC but not in KO VSMC. Furthermore, the list I in SF5A shows that all DEG affected by HG + FFA are also affected by ALL stressors in WT VSMC. 

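List I holds 7 genes that are DEG for HG + FFA but not for ALL stressors. In the libraries of WT VSMC, 5 of the 7 were DEG for HG + FFA and 0 for ALL stressors. Under ALL stressors, all 7 had the direction of the HG + FFA effect, which the shared Control libraries favour. An FDR under 0.05 was found for 6 over all genes and for 7 over the list alone. The list is the paper's own call, so that this shows no stability. Prss35 (ENSMUSG00000033491, chromosome 9, 86617045 to 86640606) had the largest difference between both conditions, with a log2FC of 1.21 (SE 0.17, FDR 0.00308) under HG + FFA and of 0.59 (SE 0.17, FDR 0.0477) under ALL stressors. Gm14403 (ENSMUSG00000094786, chromosome 2, 177189969 to 177204572) had a log2FC of 1.06 (SE 0.21, FDR 0.04) and 0.59 (SE 0.22, FDR 0.121), and Lgals3 (ENSMUSG00000050335, chromosome 14, 47605208 to 47623624) of -0.81 (SE 0.11, FDR 0.0024) and -0.63 (SE 0.11, FDR 0.00285).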

Figure 1D shows aggregate mesh plots, generated by Sigma plot 14, of the log_2_FC for all three stressor conditions for all protein coding RNA and lncRNA of WT VSMC and compares the measured values for ALL stressors with the calculated additive ones.

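Over the 15248 protein-coding and lncRNA genes tested in WT VSMC, the measured log2FC for ALL stressors correlated with the sum of both single effects with a Pearson r of 0.743 across genes, which are not independent replicates. The median difference between measured and additive values was 0.01, the quartiles were -0.09 and 0.09, and for 808 genes the difference exceeded 0.64 in either direction. Among the DEG for ALL stressors, the measured effect was larger than the additive one for 214 genes, by a median of 0.05 over all these DEG and by more than 0.64 for 7 genes. In the sets left out of the gene choice, ALL stressors gave 0.600, 0.984, 0.646 and 0.883 in sets 1 to 4, and the sum of both single effects gave 0.717, 0.874, 0.685 and 0.803.

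**Figure D2:**
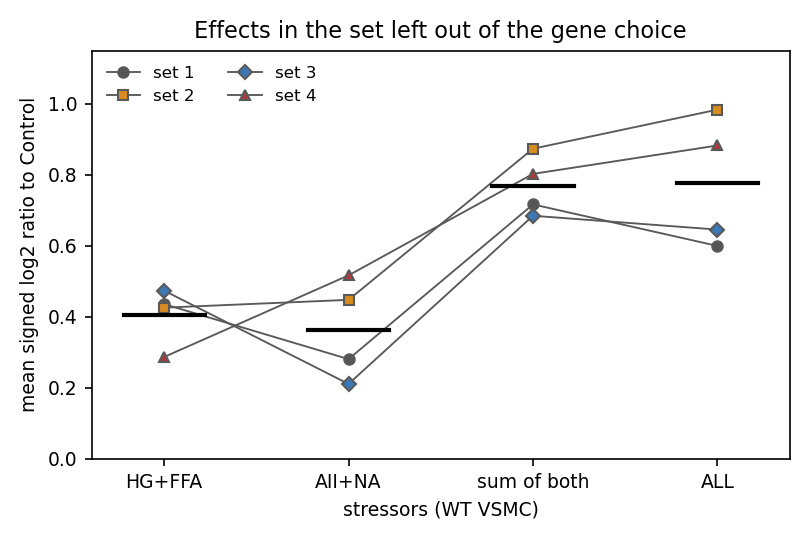
Mean log2 ratio to Control in the direction of the call in WT VSMC, for HG + FFA, AII + NA, their sum and ALL stressors, each measured in the set that was left out when the genes were chosen. Each symbol is a set and each bar is the mean of the 4 sets. The ALL values lie above the sum in sets 2 and 4 and below it in sets 1 and 3.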

In addition, we compared the DEG induced by HG + FFA in WT VSMC and KO VSMC (Supplementary Fig. SF5B). Again, the Venn diagram shows DEG apparently affected by HG + FFA in WT VSMC or KO VSMC only. 

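The DEG of HG + FFA in WT VSMC and KO VSMC formed a union of 85 genes, of which 84 were tested in both and 83 changed in the same direction. The slope of the KO VSMC log2FC on the WT VSMC log2FC was 0.93 with a Pearson r of 0.879 across genes. With the axes exchanged the slope was 0.83, and with KO VSMC restricted to its complete sets it was 1.34. Over the WT VSMC DEG for ALL stressors the same regression gave a slope of 0.49 with a Pearson r of 0.757.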

Yet, the paired analysis shows that most of the DEG are affected by HG + FFA in WT VSMC and KO VSMC in a similar way (see slope of the scatter plot = 0.918 and DEG lists with CI limits). 

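All of the genes Agtr1b, Cdkn2b, Cpb1, Fgl2, Fscn1, Gdf6, Gm5763, Gpr176, Hdac9, Mtus2, Nfil3, Ramp1, Rasl11b, Rgs3 and Tubb3 were higher in WT VSMC with AII + NA than in Control, in 4 of 4 sets each. Their log2FC ranged from 0.73 to 2.84. Agtr1b, Hdac9, Ramp1 and Rgs3 were DEG, the FDR of the others lay between 0.0869 and 0.167, and over the 15 genes alone all 15 had an adjusted p under 0.05. Since the 15 genes are the paper's own calls on these libraries, this does not show stability. Agtr1b rose from 2.87 ± 0.854 FPM (SD, n = 4) to 8.17 ± 4.18 FPM (SD, n = 4), a log2FC of 1.44 (SE 0.20, FDR 0.0229). For Hdac9 (ENSMUSG00000004698, chromosome 12, 34097579 to 34967094) the log2FC was 1.62 (SE 0.23, FDR 0.0229), and for Rgs3 (ENSMUSG00000059810, chromosome 4, 62478084 to 62622238) it was 0.82 (SE 0.12, FDR 0.0229), with 47 ± 2.7 FPM (SD, n = 4) in Control and 83.1 ± 13.9 FPM (SD, n = 4) with AII + NA. Fgl2 (ENSMUSG00000039899, chromosome 5, 21577640 to 21597055), which was not a DEG, had a log2FC of 1.31 (SE 0.25, FDR 0.0869). The number of the 15 genes that were called was 13 with DESeq2 alone, 13 without a count filter and 11 in a model with Control and AII + NA only. It was 0 without the set number as a block. With set 1, 2 or 4 left out it was 0 as well, and with set 3 left out it was 5.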

Supplementary Fig. SF5C shows the FPM values for the 15 genes affected by AII + NA in WT VSMC. These genes were not affected in KO VSMC.

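In KO VSMC, 0 of the 15 genes were DEG with AII + NA, and 12 had a log2FC above 0, with a range from -0.06 to 0.87. At an unadjusted p under 0.05 there were 7, and 6 when adjusted over the 15 genes alone. Hdac9 had a log2FC of 0.71 (SE 0.20, FDR 0.509), Rasl11b (ENSMUSG00000049907, chromosome 5, 74350057 to 74360143) one of 0.70 (SE 0.16, FDR 0.509) and Rgs3 one of -0.04 (SE 0.12, FDR 0.919). The effect in WT VSMC was larger than that in KO VSMC for all 15 genes, by 0.54 to 1.96 on the log2 scale. In the test of this difference 13 genes had an adjusted p under 0.05 over the 15 genes alone and 0 over all genes, where the smallest FDR was 0.395. As the genes were called in WT VSMC, the selection favours a difference in this direction.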

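In EC the average relative standard deviation over all expressed genes was 1.04 for Control (n = 9), 1.03 for HG + FFA (n = 10), 1.03 for AII + NA (n = 9) and 1.06 for ALL stressors (n = 10), which gave a mean threshold of 2.04 on the log2 scale. For the 11698 genes with a mean of at least 3 FPM the values were 0.409, 0.376, 0.396 and 0.387, with a threshold of 1.12. The common biological coefficient of variation that edgeR estimated with the sets as blocks was 0.210 in EC, 0.116 in WT VSMC and 0.143 in KO VSMC.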

The mean variability of gene expression in EC was higher compared to the one in VSMC but similar in all four incubation conditions (Supplementary Fig. SF3), resulting in a calculated threshold of 1.0 for the parameter fold-change. Supplementary Fig. SF6 shows the genes affected by ALL stressors in EC, after applying the log_2_FC threshold of 1.0. However, to make the results more comparable to those from VSMC, we also performed the analysis with the threshold |log_2_FC | > 0.64. 

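With a |log2FC| of at least 1 in place of 0.64, 32 genes were DEG for ALL stressors in EC, 15 of them higher and 17 lower, and 31 for HG + FFA. Of the 31 genes listed in SF6, 29 were DEG for ALL stressors and 30 for HG + FFA at the threshold of 0.64. Over the list alone, which is the paper's own, 31 had an adjusted p under 0.05 in each condition, without showing stability. The log2FC for ALL stressors ranged from -1.64 to 3.22. Angptl4 rose by 3.22 (SE 0.31, FDR 2.86e-08) and Prl2c2 (ENSMUSG00000079092, chromosome 13, 13170710 to 13179968) by 3.18 (SE 0.44, FDR 2.09e-05), in 9 of 9 sets each. Slc43a3 (ENSMUSG00000027074, chromosome 2, 84766862 to 84788865) rose by 1.15 (SE 0.09, FDR 4.91e-10) and Ech1 (ENSMUSG00000053898, chromosome 7, 28524036 to 28531674) by 0.95 (SE 0.07, FDR 5.54e-11). Abcg1 (ENSMUSG00000024030, chromosome 17, 31276649 to 31336969) changed by -1.64 (SE 0.20, FDR 4.18e-06), Mylip by -1.21 (SE 0.11, FDR 3.89e-09) and Scara5 (ENSMUSG00000022032, chromosome 14, 65903844 to 66002275) by -1.47 (SE 0.28, FDR 0.00188), each lower in 9 of 9 sets. Cspg4 (ENSMUSG00000032911, chromosome 9, 56772317 to 56807187) was not a DEG for ALL stressors, with a log2FC of -1.22 (SE 0.36, FDR 0.0573) and an increase in 3 of 9 sets.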

The results obtained for this log_2_FC threshold, together with the double-significance criteria (i.e. differential expression DE indicated by DESeq2 AND edgeR) and an FPM threshold ( > 3 FPM) resulted in quantitative changes of RNA abundance as shown in Fig. 1C. In contrast to WT VSMC there was no synergism of metabolic and humoral stressors (see slope of the scatter plot in Fig. 1C = 1.01 and DEG lists IV and V in SF5A). Furthermore, humoral stressors led to no change and the quantitative effect of metabolic stressors was comparable to the one in VSMC. Thus, EC behaved similar to EGFR-KO VSMC.

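In EC, 110 genes were DEG for ALL stressors, 38 higher and 72 lower, and 67 of them changed in the same direction in all 9 sets with both libraries. The excess of lower genes was not kept with the animal as the block, where 27 of 44 DEG were higher, or with complete sets, where 37 of 72 were. The mean correlation between libraries of a set was 0.848 against -0.0939 between sets, and without the set number as a block 2 DEG were left. The slope of the HG + FFA log2FC on the ALL log2FC was 0.96 with a Pearson r of 0.990 across genes, and 0.681 to 1.09 in single sets (SD 0.129, n = 9). For AII + NA the slope was 0.10. Of the DEG, 76 were shared with HG + FFA. The 34 for ALL stressors only all had the same direction and an unadjusted p under 0.05 under HG + FFA. Of the 35 for HG + FFA only, 32 had the same direction with an unadjusted p under 0.05 under ALL stressors. The shared Control libraries favour this agreement, and how much of it arises without an effect was not calculated. No gene departed from the sum of both single effects with an FDR under 0.05, while 1444 had an unadjusted p under 0.05 where chance gives 857. In a direct comparison of ALL stressors with HG + FFA, 0 genes passed and 881 had an unadjusted p under 0.05. Genes chosen without a set had a mean log2 ratio of 0.736 for ALL stressors and of 0.762 for the sum of both single effects in that set (difference -0.02, SD 0.157, n = 8 sets, p = 0.75 in a two-sided exact sign-flip permutation test). The sets 17 and 18 count as separate here although they share an animal.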

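With AII + NA, 0 genes were DEG in EC, the smallest FDR was 0.719, and 1143 genes had an unadjusted p under 0.05. With HG + FFA, 111 genes were DEG, 43 higher and 68 lower, 60 of them in the same direction in every set, and 2894 genes had an unadjusted p under 0.05. Without the set number as a block, the numbers of DEG were 0 and 2. As EC had more sets than VSMC, 4 complete EC sets were drawn at random 20 times, which gave a median of 20 DEG for HG + FFA with a range from 6 to 160. With the animal as the block the number was 49, of which 28 were higher, and with complete sets 46 of 91 were higher. A difference between the effects in EC and VSMC was not tested for single genes, as the cell types come from different organs and the sample batch separates them in the same way.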

Next, we performed functional enrichment analysis on the lists of regulated genes (results of the differential expression analyses) combining pathway analysis with the Ingenuity Pathway Analysis (Fig. 2A, IPA, Qiagen, Hilden, Germany) software (including Canonical Pathways, Upstream Regulator and Downstream Effects Analyses; that are features not included in g:Profiler) with gene ontology enrichment analysis with g:Profiler (http://biit.cs.ut.ee/gprofiler/;^31^) and protein interaction networks with STRING 12.0^32^.

**Fig. 2:**
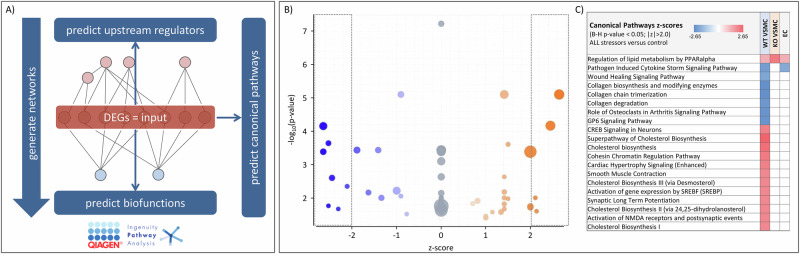
Pathway and function enrichment analysis by IPA. **A** Analysis scheme. The log_2_FC-weighted lists of DEG served as input for the analysis to predict involved canonical pathways, upstream regulators and biofunctions as well as the direction and extend of change (z-score; activation or inhibition). **B** IPA results for canonical pathways using DEG of WT VSMC induced by exposure to all stressors. **C** The results for the canonical pathways predicted to be regulated by all stressors in at least one cell type were aligned. Presented pathways were filtered for z-score > 2 or < −2 and B-H corrected *p* value < 0.05. The complete data sets are shown in Supplementary Data 02–05. The genes used for the different enrichment analyses are presented in Supplementary Data 18–23.

Figure 2 shows the IPA analysis results for canonical pathways (CP) of WT VSMC (Fig. 2B, C) and KO VSMC (Fig. 2C) as well as EC (Fig. 2C) exposed to all stressors. 

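The genes Cyp51, Fdps, Msmo1, Mvd and Sqle of cholesterol synthesis were DEG in WT VSMC under ALL stressors and higher in 4 of 4 sets each. Sqle (ENSMUSG00000022351, chromosome 15, 59186869 to 59203043) had a log2FC of 0.89 (SE 0.11, FDR 0.000436) and Cyp51 (ENSMUSG00000001467, chromosome 5, 4123416 to 4154751) one of 0.67 (SE 0.15, FDR 0.0106). Of the collagen genes, Col3a1, Col5a3, Col6a3, Col6a6, Col15a1, Col23a1 and Col27a1 were lower in 4 of 4 sets, with log2FC from -1.48 to -0.68, while the gene of the collagen cross-linking enzyme Lox (ENSMUSG00000024529, chromosome 18, 52649136 to 52663110) was higher, at 0.75 (SE 0.11, FDR 0.000891). Col5a3 (ENSMUSG00000004098, chromosome 9, 20681337 to 20726418) changed by -1.48 (SE 0.15, FDR 9.2e-05) and Col3a1 (ENSMUSG00000026043, chromosome 1, 45350698 to 45395840) by -0.68 (SE 0.15, FDR 0.00988). In KO VSMC 0 of the 8 collagen genes were DEG and 7 were lower, Col5a3 by -0.76 (SE 0.18, FDR 0.0987) and Col23a1 (ENSMUSG00000063564, chromosome 11, 51180566 to 51474745) by -0.88 (SE 0.23, FDR 0.139). The enrichment scores of IPA were not recalculated here.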

Exposure of WT VSMC to all stressors simultaneously is predicted an activation of lipid synthesis and a dysregulation of collagen homeostasis with no clear direction, because collagen biosynthesis and degradation are supposed to be reduced. 

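In KO VSMC under ALL stressors, the genes Angptl4, Ankrd1 and Cpt1a were DEG, higher in 3 of 3 sets. The log2FC was 0.99 (SE 0.18, FDR 0.0254) for Cpt1a (ENSMUSG00000024900, chromosome 19, 3371853 to 3437996) and 0.88 (SE 0.15, FDR 0.02) for Ankrd1 (ENSMUSG00000024803, chromosome 19, 36089352 to 36097506). Pparg (ENSMUSG00000000440, chromosome 6, 115337675 to 115468268) was higher in 3 of 3 sets as well but did not pass, with 0.88 (SE 0.22, FDR 0.123). In WT VSMC the log2FC was 0.53 (SE 0.14, FDR 0.0263) for Cpt1a and 0.36 (SE 0.14, FDR 0.155) for Pparg. All 5 genes followed for PPARalpha were higher under ALL stressors in both genotypes. Of these, 3 were DEG in WT VSMC, where the largest log2FC was 1.70 for Ankrd1, and 4 in KO VSMC. The difference between the genotypes had an adjusted p under 0.05 over the 5 genes alone for 0 of them.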

For KO VSMC only the CP “regulation of lipid metabolism by PPARalpha” was predicted (-log_10_(B-H *p* value) = 4.36; z-score = 2.24). The complete data sets are shown in Supplementary Data 02–05.

The results of the analysis for diseases and biofunctions (predictions of events downstream of the measured gene expression regulation) are shown in Fig. 3 and Supplementary Data 06–09. Exposure of WT VSMC to all stressors simultaneously is predicted to lead to enhanced proliferation and contraction of cells. 

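Of the 24 genes that Fig. 3 and SF12 assign to proliferation, 17 were higher and 7 lower in WT VSMC exposed to ALL stressors, and 23 of them were DEG. Tnc (ENSMUSG00000028364, chromosome 4, 63878014 to 63965443) rose by 1.49 (SE 0.17, FDR 0.000234) and Myh10 (ENSMUSG00000020900, chromosome 11, 68582385 to 68707470) by 1.15 (SE 0.16, FDR 0.000824). Lmcd1 (ENSMUSG00000057604, chromosome 6, 112250719 to 112307388) was not a DEG, with 0.97 (SE 0.29, FDR 0.054). Of the genes assigned to cell contraction, Agtr1b, Ankrd1, Edn1, Ednrb, F2r, Hspb6, Itgb3, Mylk, Plxnb1 and Tagln, all 10 were DEG, 9 higher and 1 lower, with log2FC from -0.94 for Itgb3 (ENSMUSG00000020689, chromosome 11, 104498826 to 104561302) to 1.70 for Ankrd1. Exons of other genes covered 24.3% of the exonic bases of Ankrd1 and 18.8% of those of Hspb6. Edn1 (ENSMUSG00000021367, chromosome 13, 42446301 to 42461466) rose by 1.59 (SE 0.35, FDR 0.0111) in 3 of 4 sets, and 22.5% of its exonic bases lay under exons of other genes. F2r (ENSMUSG00000048376, chromosome 13, 95737382 to 95755177) rose by 0.79 (SE 0.11, FDR 0.001) in 4 of 4 sets. As the lists consist of the paper's DEG on these libraries, an adjustment over each list alone, which 24 and 10 genes pass, shows no stability.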

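Dysf, Myl12b, Mylk and Tpm4 are the genes of smooth muscle contraction in Fig. 2, and all 4 were DEG in WT VSMC under ALL stressors, higher in 4 of 4 sets. Mylk, which encodes the myosin light chain kinase, had a log2FC of 1.11 (SE 0.18, FDR 0.00211), and 6.9% of its exonic bases lay under exons of another gene. Dysf (ENSMUSG00000033788, chromosome 6, 83985345 to 84188042) had 0.83 (SE 0.16, FDR 0.006) and Tpm4 (ENSMUSG00000031799, chromosome 8, 72884018 to 72906987) had 0.72 (SE 0.18, FDR 0.0226). Myl12b (ENSMUSG00000034868, chromosome 17, 71280119 to 71297959), which shares 8.9% of its exonic bases with Gm49909, had 0.80 (SE 0.16, FDR 0.00647). In KO VSMC none of the 4 was a DEG, with log2FC from -0.03 to 0.53, of which Mylk had -0.01 (SE 0.20, FDR 0.994).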

“Smooth muscle contraction” is also a predicted CP (Fig. 2).

**Fig. 3:**
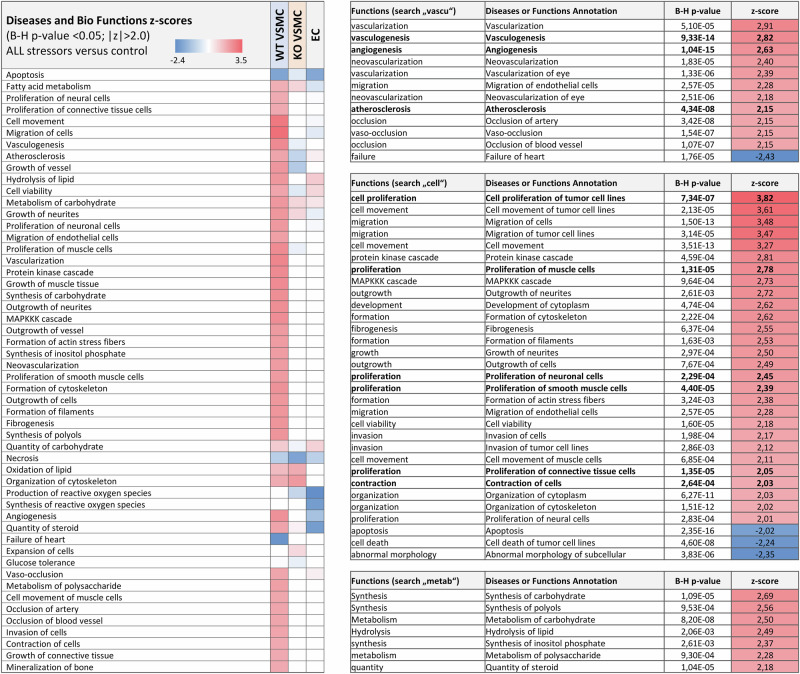
Diseases and biofunctions analysis. IPA results for diseases and biofunctions using DEG induced by exposure to all stressors. Presented functions were filtered for z-score > 2 or < −2 and B-H corrected *p* value < 0.05. Tables to the right show details of the analysis results for WT VSMC. The complete data sets are shown in Supplementary Data 06–09.

The results of upstream regulator analysis (URA - predictions of events upstream of the measured changes in gene expression) for WT VSMC exposed to all stressors simultaneously are shown in Fig. 4 and Supplementary Data 10–13. The fact that glucose and free fatty acids were identified is not surprising but can be taken as an indicator of IPA prediction fidelity. 

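Genes of the cell cycle that Fig. 4 links to upstream regulators were Aurkb, Ccnb1, Ccnb2, Iqgap3, Mki67, Prc1 and Top2a. In WT VSMC under ALL stressors all 7 were DEG and higher in 4 of 4 sets, with log2FC from 0.78 to 1.30. The largest was that of Mki67 (ENSMUSG00000031004, chromosome 7, 135291513 to 135318299), 1.30 (SE 0.17, FDR 0.000564), and Top2a (ENSMUSG00000020914, chromosome 11, 98883769 to 98915062) had 1.02 (SE 0.14, FDR 0.000737). With HG + FFA alone all 7 were higher in WT VSMC and 3 were DEG. In KO VSMC with HG + FFA all 7 were higher as well, with log2FC from 0.34 to 0.76, and 0 were DEG. The difference between the genotypes under HG + FFA had an adjusted p under 0.05 over the 7 genes alone for 0 of them. In KO VSMC 0 were DEG under ALL stressors, and the log2FC lay between -0.16 and 0.43, each with an FDR of at least 0.643. Of the genes of the regulators that could be tested, Hgf, Erbb2, Erbb3 and Nras, none was a DEG. Areg (ENSMUSG00000029378, chromosome 5, 91287451 to 91296291) had too few counts to be tested in WT VSMC. Hgf (ENSMUSG00000028864, chromosome 5, 16758041 to 16828178) had a log2FC of -0.25 (SE 0.29, FDR 0.689), Erbb2 of -0.05 (SE 0.06, FDR 0.752), Erbb3 of -0.14 (SE 0.28, FDR 0.833) and Nras (ENSMUSG00000027852, chromosome 3, 102965601 to 102976171) of -0.02 (SE 0.06, FDR 0.897).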

In the group of URA that may act from outside the cell or transduce outside signals amphiregulin (AREG), hepatocyte growth factor (HGF), receptor tyrosine kinases ERBB2 and ERBB3 are predicted. Together with regulator the NRAS they form a small cluster, indicative of signaling via the EGFR family.

**Fig. 4:**
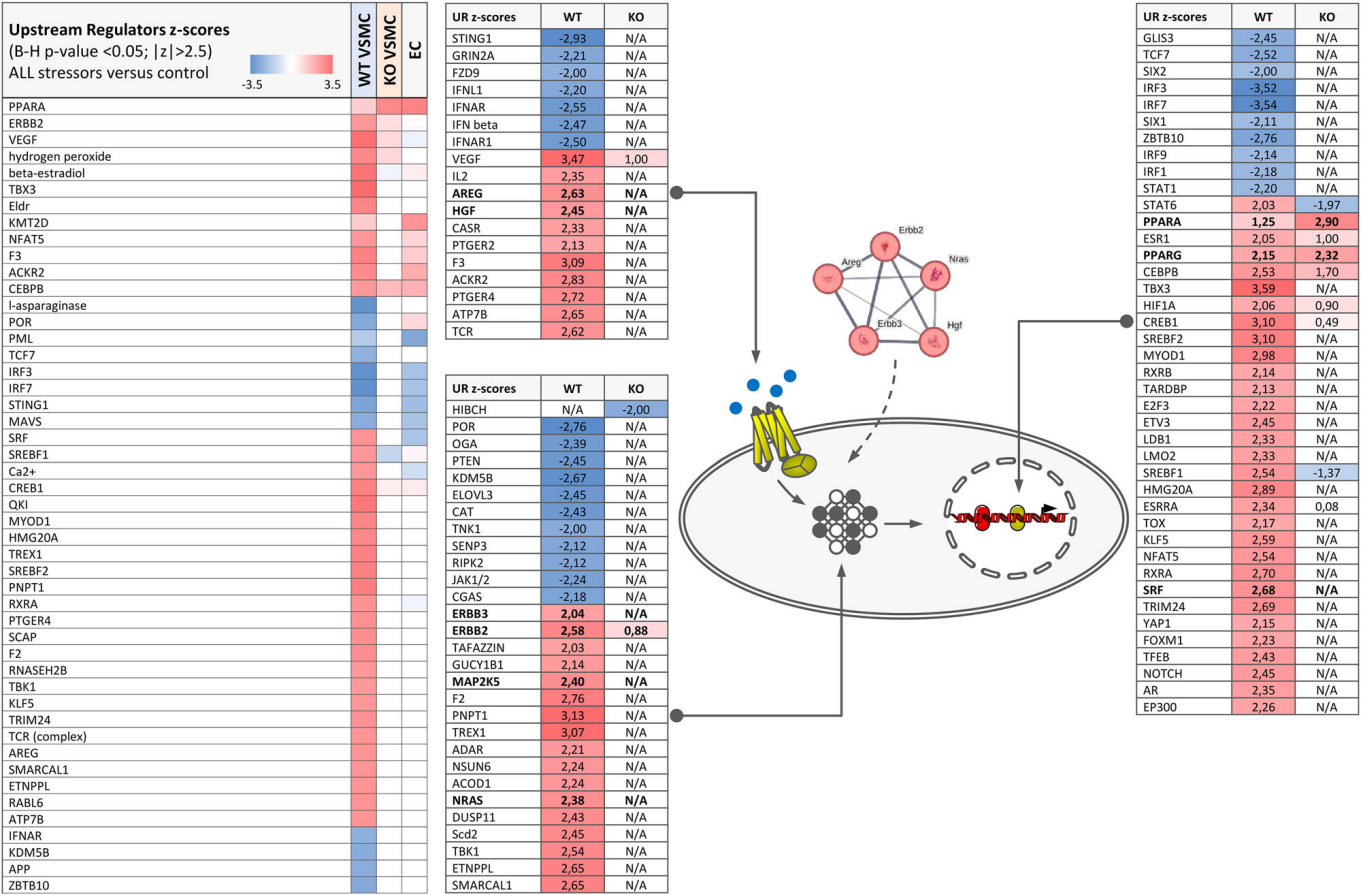
Upstream regulator analysis. IPA results for upstream regulators using DEG induced by exposure to all stressors. Presented functions were filtered for z-score > 2 or < −2 and B-H corrected *p* value < 0.05. Tables to the right show details of the analysis results for WT VSMC. The complete data sets are shown in Supplementary Data 10–13.

Finally, Supplementary Fig. SF7 shows regulator effects networks (RE) set up by IPA, based on the results obtained for WT VSMC exposed to all stressors. These networks link the considered regulated genes with predicted upstream regulators and associated downstream events. The ones shown in SF7, which were filtered for high consistency scores (measure of the coherence of the links between the different levels of the networks and the database annotation), all converge on cell proliferation, or in other words, to cell cycle.

Results of gene ontology enrichment analysis with g:Profiler also comprised terms related to proliferation, cholesterol biosynthesis and extracellular matrix (Supplementary Data 14 and15). Protein network analysis of predicted associations by STRING confirmed the predictions of the IPA analysis (Supplementary Fig. SF8), identifying clusters a.o. for cell proliferation, vessel contraction and sterol biosynthesis. On the other hand, the KO of EGFR in VSMC clearly prevented the dysregulation of pathways and functions according to the IPA analysis (Figs. 2–4).

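Whether the effect of ALL stressors on these genes differed between WT VSMC and KO VSMC was tested as the difference of the log2FC. Over all genes none of them had an FDR under 0.05, and the smallest were 0.144 for Sqle and 0.188 among the genes of proliferation and contraction. With the adjustment over each list alone, the difference had an adjusted p under 0.05 for 2 of 8 genes of collagen homeostasis, 8 of 24 of proliferation, 8 of 10 of cell contraction and 4 of 7 of the cell cycle. These lists were called in WT VSMC on the same libraries, so that the adjustment over the list alone shows no stability and the selection favours larger effects in WT VSMC. The sign was the same in both genotypes for 22 of 24 genes of proliferation and 8 of 10 genes of cell contraction. DEG in KO VSMC were 3 genes of proliferation (Dlk1, Dusp1, Tgm2) and 1 gene of cell contraction (Ankrd1).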

Supplementary Fig. SF9 shows the results of IPA analysis on DE genes during exposure to all stressors in EC, which predict in principle only the expected cellular reaction to metabolic stressors and no effect of humoral stressors (IPA analysis with DE genes during exposure to metabolic stressors gave similar results). Thus, the response of EC to all stressors is similar to the one of EGFR-KO VSMC.

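In EC, the genes Abca1, Angptl4, Cpt1a and Plin2, which are linked to fatty acids and PPARalpha, were DEG both under ALL stressors and under HG + FFA, in the same direction in 9 of 9 sets. Abca1 (ENSMUSG00000015243, chromosome 4, 53030787 to 53159900) was lower, with a log2FC of -1.25 (SE 0.16, FDR 7.99e-06) under ALL stressors and of -1.10 (SE 0.16, FDR 5.4e-05) under HG + FFA. Plin2 (ENSMUSG00000028494, chromosome 4, 86565912 to 86588459) had 0.91 (SE 0.14, FDR 0.000104) and 0.91 (SE 0.14, FDR 9.88e-05). With AII + NA the log2FC was 0.06 (SE 0.16, FDR 0.948) for Abca1 and -0.03 (SE 0.14, FDR 0.977) for Plin2, and neither was a DEG. IPA was not used here.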

Supplementary Fig. SF10 shows the comparison of the three cell types (WT VSMC, EGFR-KO VSMC and EC) exposed either to all stressors or to metabolic stressors for canonical pathways, disease and biofunctions and upstream regulators. WT VSMC exposed to all stressors differ clearly from the other 5 groups.

### Cell cycle, proliferation

First, we compared nuclear DNA synthesis rate (BrdU-incorporation) and the relative cell cycle distribution of WT and EGFR-KO VSMC under control conditions as well as in the presence of a positive control (48 h 10% fetal calf serum, FCS). Figure 5B shows a slightly reduced BrdU-incorporation in EGFR-KO cells but no differences in the presence of FCS. The cell (nuclei) density was lower for EGFR-KO cells under control conditions, but increased to a similar extend as wildtype cells in the presence of FCS. Cell fraction in G2 phase was ∼20% for both cell types and increased in the presence of FCS (Fig. 5A, B). Under control conditions the fraction of BrdU-positive cells in G1 and G2 was higher in WT VSMC (Fig. 5), indicating slower cell cycling of KO VSMC cells. In the presence of FCS the fractions increased substantially to values similar for both cells types. The results for EC are also shown in Fig. 5.

**Fig. 5:**
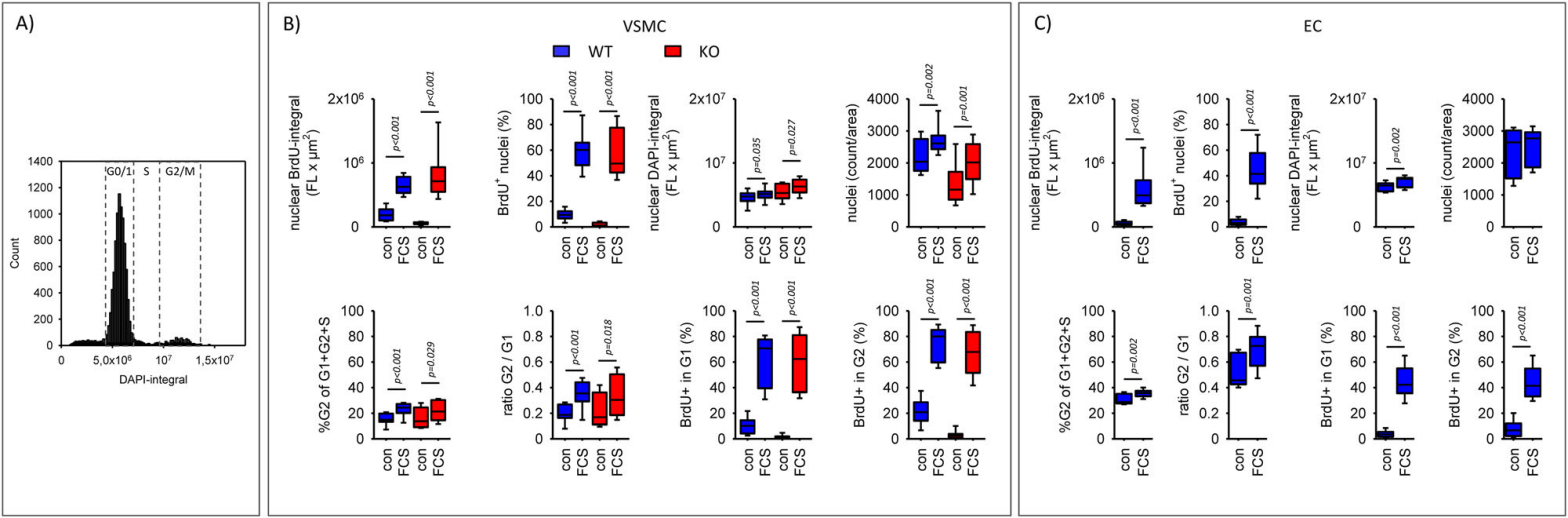
Cell cycle analysis. **A** Representative example of the nuclear DNA content ( = integral of DAPI fluorescence) distribution. **B** Baseline parameters and responsiveness to 10% FCS of WT VSMC and KO VSMC. *N* = 6 plates with 6 wells for each condition and each cell type. **C** Baseline parameters and responsiveness to 10% FCS of EC. *N* = 5 plates with at least 3 wells for each condition. Error bars above and below the box indicate the 90th and 10th percentiles.

Next, the impact of obesity-associated stressors (48 h incubation) on BrdU-incorporation and cell cycle were assessed (Fig. 6). Metabolic or humoral stressors alone induced only slight increases in BrdU incorporation in both VSMC types. However, the combination of both stressors strongly stimulated BrdU-incorporation in WT VSMC but not in KO VSMC. BrdU-incorporation was enhanced by the combination of metabolic and humoral stressors in G1 and G2 phases (Supplementary Fig. SF11), indicating accelerated cell cycling. Consequently, cell distribution in the three phases were not affected (Supplementary Fig. SF11). 

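With the single stressors, 5 of the 24 genes of proliferation were DEG under HG + FFA in WT VSMC and 0 under AII + NA, where 15 had an unadjusted p under 0.05. The log2FC under ALL stressors had a median size of 0.95 in WT VSMC and of 0.39 in KO VSMC. Ccnb1 (ENSMUSG00000041431, chromosome 13, 100915153 to 100923116) had 2.56 ± 2.15 FPM (SD, n = 4) in Control and 4.62 ± 2.99 FPM (SD, n = 4) under ALL stressors in WT VSMC, a log2FC of 0.95 (SE 0.18, FDR 0.00439). In KO VSMC it had 11.3 ± 12.8 FPM (SD, n = 4) and 13.2 ± 12.5 FPM (SD, n = 3), a log2FC of 0.23 (SE 0.29, FDR 0.808). Cdkn1c (ENSMUSG00000037664, chromosome 7, 143012069 to 143014806), of whose exonic bases 29.0% lay under exons of other genes, was lower in both genotypes, with a log2FC of -0.85 (SE 0.11, FDR 0.000493) in WT VSMC and of -0.91 (SE 0.23, FDR 0.122) in KO VSMC. Fgfr2 (ENSMUSG00000030849, chromosome 7, 129763471 to 132725079) changed by 0.80 (SE 0.17, FDR 0.00942) in WT VSMC and by -0.18 (SE 0.14, FDR 0.671) in KO VSMC. Tnc and Myh10 changed by 0.32 (SE 0.18, FDR 0.559) and 0.08 (SE 0.17, FDR 0.9) in KO VSMC.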

Supplementary Fig. SF12 shows the genes of the IPA terms related to proliferation and their relative expression changes in WT VSMC and KO VSMC cells. Endothelial cell cycle distribution or BrdU-incorporation were not affected by the stressors (Fig. 6 and Supplementary Fig. SF11). The data confirm the synergistic effect of the combination of stressors on RNA expression (Fig. 1A) and the predicted altered proliferation. Additionally, we observed that EGF exerted a synergistic effect with HG + FFA in WT VSMC but not in KO VSMC (Fig. 6). Furthermore, the EGFR inhibitor AG1478 prevented the effect of the combined stressors.

**Fig. 6:**
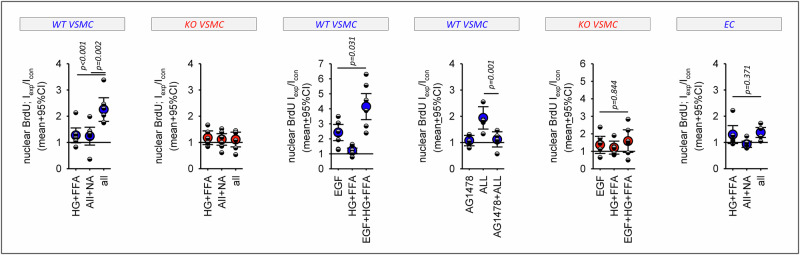
Analysis of DNA synthesis. Effect of the stressors on nuclear BrdU-incorporation ( = DNA synthesis) in WT VSMC, EGFR-KO VSMC and EC. In addition, the effect of EGF and of its combination with metabolic stressors on BrdU-incorporation were determined in WT VSMC and KO VSMC. Finally, the impact of the pharmaceutical EGFR-blockade (with AG1478) on the effect of all stressors was measured. *N* = 6 plates with 5 wells for each condition and each cell type. Error bars represent 95% confidence intervals.

### Lipid accumulation

Figure 7 shows the effect of stressors on the storage of neutral lipids by the cells. Exposure of WT VSMC to metabolic stressors led to an increase of stored neutral lipids whereas exposure to humoral stressors exerted no effect. Exposure to the combination of all stressors led to a significantly larger increase in lipid storage compared to metabolic stressors alone, i.e. metabolic stressor sensitize WT VSMC for humoral stressors regarding lipid accumulation. KO VSMC did not show such a synergistic effect but only the expected effect of the metabolic stressors. Likewise, in EC lipid accumulation was enhanced by metabolic stressors but there was no synergism with humoral stressors (Fig. 7). For WT VSMC we performed an additional subanalysis regarding the subcellular localization of lipids, because we observed accumulation in the perinuclear area and as speckles in the periphery (Fig. 7). In both compartments we observed the synergistic action of the stressors. 

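Idi1 (ENSMUSG00000058258, chromosome 13, 8935537 to 8942487), Mvd (ENSMUSG00000006517, chromosome 8, 123160336 to 123170324), Fdps (ENSMUSG00000059743, chromosome 3, 89000888 to 89019213) and Msmo1 (ENSMUSG00000031604, chromosome 8, 65170603 to 65186830) encode enzymes of cholesterol synthesis. Under ALL stressors in WT VSMC, Mvd rose from 10.5 ± 4.15 FPM (SD, n = 4) to 18.8 ± 7.14 FPM (SD, n = 4), a log2FC of 0.85 (SE 0.17, FDR 0.00749), Fdps from 30 ± 17.9 FPM (SD, n = 4) to 63.7 ± 32.3 FPM (SD, n = 4), and Msmo1 from 29.4 ± 17.7 FPM (SD, n = 4) to 52.8 ± 25.2 FPM (SD, n = 4). Each of these genes increased in 4 of 4 sets. Idi1 was higher in 4 of 4 sets as well but not a DEG, with a log2FC of 1.06 (SE 0.30, FDR 0.0434) in edgeR and an FDR of 0.112 in DESeq2. With HG + FFA alone, all 8 genes followed for Supplementary Fig. SF13 were higher in WT VSMC as well, and 1 was a DEG. Their log2FC lay between 0.36 and 1.24, with a median size of 0.75 against 0.98 under ALL stressors. With AII + NA alone the median size was 0.35, with 7 genes higher and 1 lower. In KO VSMC the log2FC under ALL stressors was 0.29 (SE 0.19, FDR 0.6) for Mvd, 0.28 (SE 0.18, FDR 0.603) for Fdps and 0.12 (SE 0.15, FDR 0.798) for Msmo1.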

Supplementary Fig. SF13 shows the genes of the IPA terms for lipid metabolism and their relative expression changes in WT VSMC and KO VSMC cells. The data confirm the synergistic effect of the combination of stressors on RNA expression and the predicted altered lipid storage. We also assessed the involvement of EGFR in this synergistic effect. The EGFR inhibitor AG1478 prevented the effect of the combined stressors regarding lipid accumulation in WT VSMC.

**Fig. 7:**
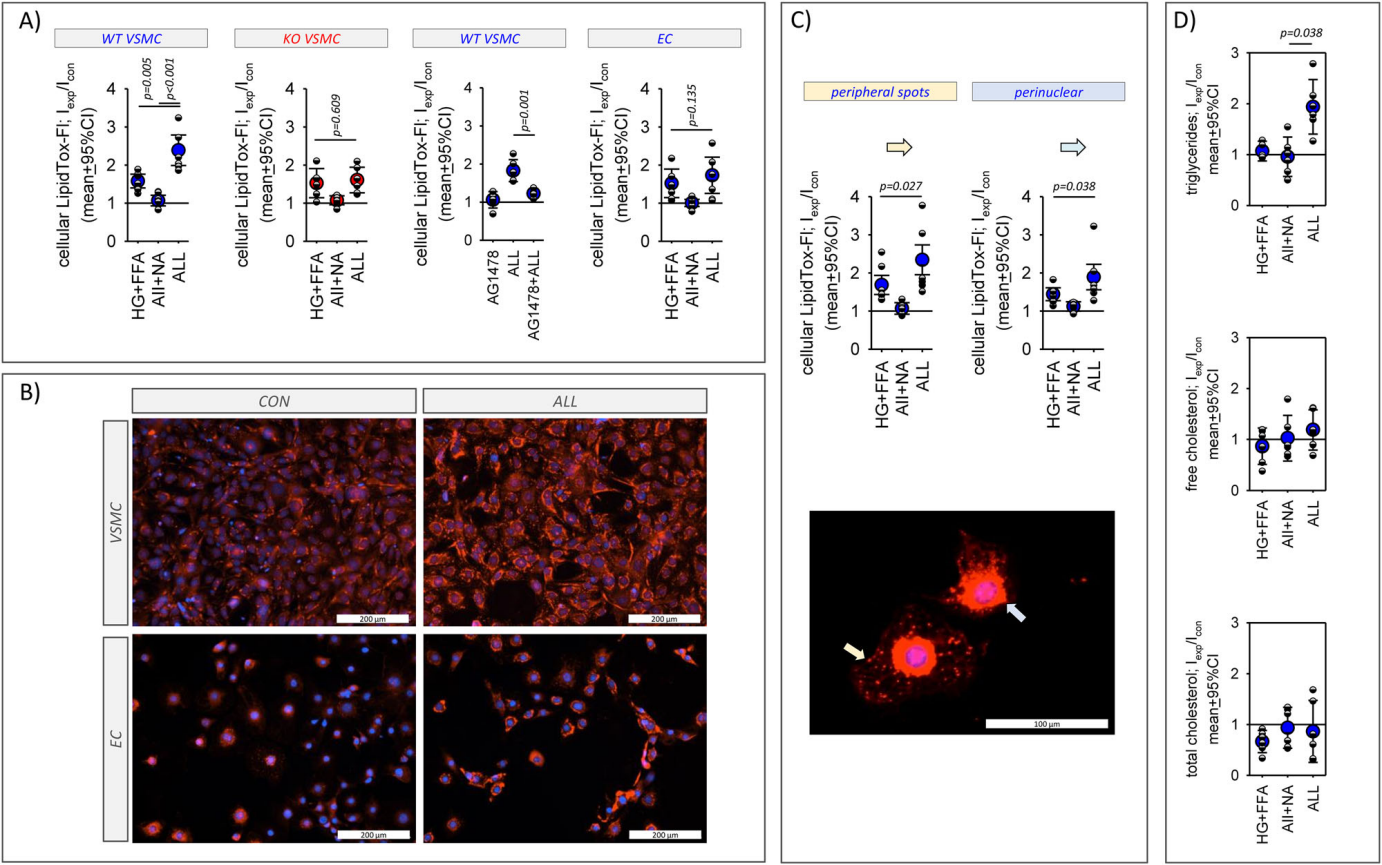
Effect of the stressors on cellular accumulation of neutral lipids. **A** Results of the stressors impact analysis for cellular lipid content in WT VSMC, KO VSMC and EC. **B** Exemplary microscopy images of VSMC and EC stained with LipidTox under control conditions and after exposure to all stressors. **C** Results of the stressors impact analysis for subcellular lipid content in WT VSMC, KO VSMC and EC. Spot-like lipid accumulation in the cell periphery (yellow arrow) and perinuclear accumulation were analyzed separately. *N* = 6 plates with 6 wells for each condition and each cell type. **D** Increased cellular lipid content resulted from triglyceride accumulation. *N* = 6. Error bars represent 95% confidence intervals.

Further analysis showed that the increase in cellular lipid content resulted from the accumulation of triglycerides but not of cholesterol (Fig. 7D).

### Mitochondrial function (OCR)

As free fatty acids are known to affect mitochondrial respiration, we investigated a possible synergism concerning mitochondrial function. Figure 8 shows mitochondrial function assessed by the oxygen consumption rate (OCR). Basal respiration (BR), proton leak (PL) and maximal respiration (maxOCR) were not different between WT and EGFR-KO VSMC. Metabolic stress, but not humoral stress, led to an increased proton leak in WT and EGFR-KO cells, followed by an enhanced utilization ratio (BR/maxOCR) and a reduced coupling efficiency (ATP-OCR/BR) in both cells types. There was no significant differences between the effect of metabolic stressors alone or in combination with humoral stressors.

**Fig. 8:**
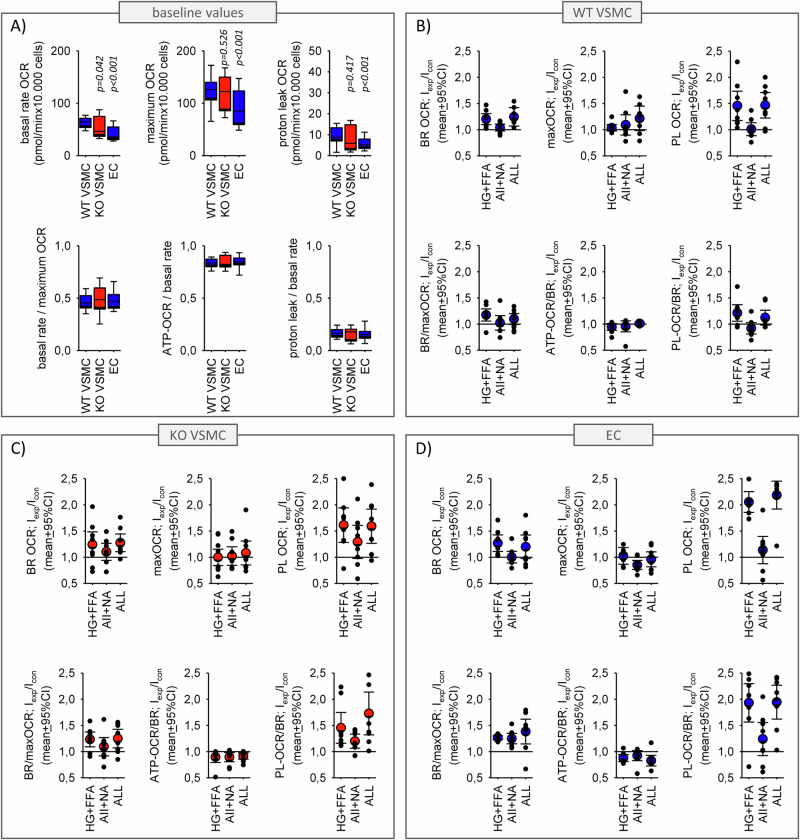
Analysis of mitochondrial function. **A** Baseline mitochondrial function in WT VSMC, KO VSMC and EC determined from the oxygen consumption rate (OCR). **B**–**D** Effect of the stressors on mitochondrial function. BR = basal respiration rate, PL = proton leak, ATP-OCR = ATP-synthesis dependent OCR, maxOCR = maximum OCR. *N* = 8 plates with up to 6 wells for each condition and each cell type. Error bars for scatter plots represent 95% confidence intervals. Error bars above and below the box indicate the 90th and 10th percentiles.

Mitochondrial function in EC was affected in the same way as in VSMC (Fig. 8), i.e. humoral stress led to reduced coupling efficiency.

### Glucose consumption and lactate production

Supplementary Fig. SF14 shows glucose consumption and lactate production for wildtype VSMC, EGFR-KO VSMC and EC. Neither for glucose consumption nor for lactate production a synergistic effect of the stressors was observed.

### Ca^2+^-induced contractility

We assessed the Ca^2+^-induced contractility of VSMC on the basis of their circularity and its changes due to a rapid increase in intracellular Ca^2+^, elicited by the Ca^2+^-ionophore ionomycin. When VSMC contract, the length decreases and the width increases, leading to a more circular shape and therefore to an increase in circularity. Circularity does not depend on the precise measurement of length and width, because it is derived from the perimeter and the area of the cell, and is therefore more robust (see methods).

Figure 9A, B show that VSMC react with a substantial acute increase in circularity in response to the addition of the Ca^2+^-ionophore ionomycin. Because circularity is not normally distributed (Fig. 9A) the median circularity per sample was used as measure for the statistical analysis. In the absence of ionomycin, circularity was slightly smaller in the HG + FFA group of WT VSMC compared to the control group (Fig. 9C, D). The AII + NA and the ALL groups were not different from control. The same situation was observed in the presence of ionomycin. WT VSMC Ca^2+^-induced contractility - estimated from the acute increase in circularity after the addition of ionomycin - was similar in all four groups of WT VSMC. These data are consistent with early phase events, when transdifferentiation has most probably not yet reduced contractility to a substantial extend. In EGFR-KO VSMC no differences in circularity between the four conditions were observed, neither in the absence nor in the presence of ionomycin (Fig. 9E). In addition, we observed a reduced maximum Ca^2+^-induced contractility in KO VSMC compared to WT VSMC (Supplementary Fig. SF15). 

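Under AII + NA alone, Dysf, Myl12a, Myl12b and Mylk were all higher in WT VSMC, with log2FC from 0.52 to 1.09. Mylk was a DEG, with 1.09 (SE 0.18, FDR 0.0441) and an increase from 17.4 ± 7.93 FPM (SD, n = 4) to 38.7 ± 24.9 FPM (SD, n = 4), and over the 4 genes alone, the paper's own list, 4 had an adjusted p under 0.05 without showing stability. Under HG + FFA alone their log2FC lay between 0.12 and 0.24, and none was a DEG. Myl12a (ENSMUSG00000024048, chromosome 17, 71299231 to 71310871) had a log2FC of 0.75 (SE 0.16, FDR 0.00889) under ALL stressors in WT VSMC and of 0.47 (SE 0.14, FDR 0.205) in KO VSMC, and Dysf had 0.53 (SE 0.14, FDR 0.131) in KO VSMC. In KO VSMC under AII + NA, Mylk had a log2FC of 0.60 (SE 0.17, FDR 0.509), and the difference from WT VSMC was not significant over all genes (smallest FDR 0.395).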

Supplementary Fig. SF15 shows the genes of the IPA terms for cell contraction and their relative expression changes in WT VSMC and KO VSMC.

**Fig. 9:**
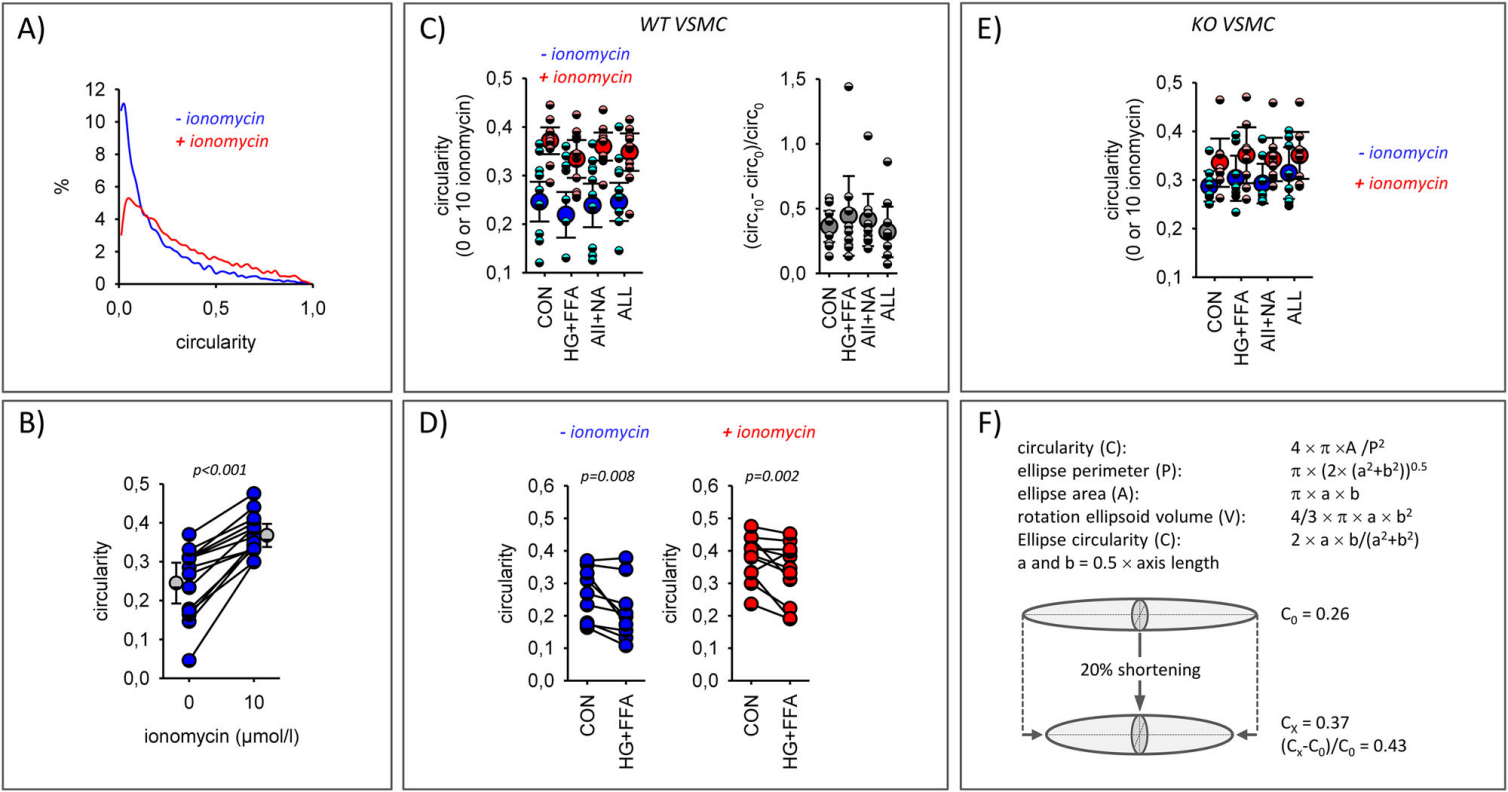
Ca^2+^-induced cell contractility. **A** Representative example VSMC circularity distribution under control conditions and after acute addition of ionomycin. **B** Increase in median VSMC circularity after acute addition of ionomycin. Results from 10 independent experiments. **C** WT VSMC circularity after exposure to the stressors before and after acute addition of ionomycin. Ca^2+^-induced contractility was estimated from the ionomycin-induced change in circularity relative to the baseline circularity. *N* = 10 plates with 6 wells for each condition. **D** Direct comparison of the cellular circularities before and immediately after addition of ionomycin from cells exposed to control conditions or metabolic stressors. **E** KO VSMC circularity after exposure to the stressors before and after acute addition of ionomycin. *N* = 8 plates with 6 wells for each condition. **F** Modeling changes in cellular circular due acute cell shortening ( = contraction) assuming an ellipsoid shape. In this case a 20% shortening leads to a change in circularity from 0.26 to 0.37, similar to the values observed in VSMC. Error bars represent 95% confidence intervals.

### Spontaneous random motility

Under control conditions spontaneous random motility of WT VSMC (Supplementary Fig. SF16) was in the range of published values^33^. Motility of KO VSMC was lower. Exposure to the stressors did not affect spontaneous random motility.

### Comparison of female and male VSMC

Finally, we determined the observed synergistic impact of the stressors on lipid accumulation, BrdU-incorporation and circularity in female VSMC and compared them to the hereinabove results for male VSMC. As shown in Fig. 10 there is no synergistic action of metabolic and humoral stressors in female VSMC or EC. Thus, female WT VSMC behave similar to male KO VSMC. Supplementary Fig. SF18 shows that female WT VSMC express less EGFR compared to male VSMC. There for we analyzed some important components of downstream signaling from EGFR to the nucleus (Supplementary Fig. SF19). Our data show that female VSMC are less responsive regarding the phosphorylation of an important EGFR downstream target, serum response factor. Incubation with stressors or EGF enhanced SRF^S103^ phosphorylation in male VSMC but not in female VSMC (SF19D). By contrast, we could not detect differences in stressor effects regarding phosphorylation of ELK1 or nuclear-to-cytosol distribution of ELK1, MRTF-A or MRTF-B. However, we observed that the default distribution of ELK1 differed between male and female cells (SF19B-C). Supplementary Figs. SF14 and SF17 show that the stressors did not affect glucose handling nor exerted non-specific damage.

**Fig. 10:**
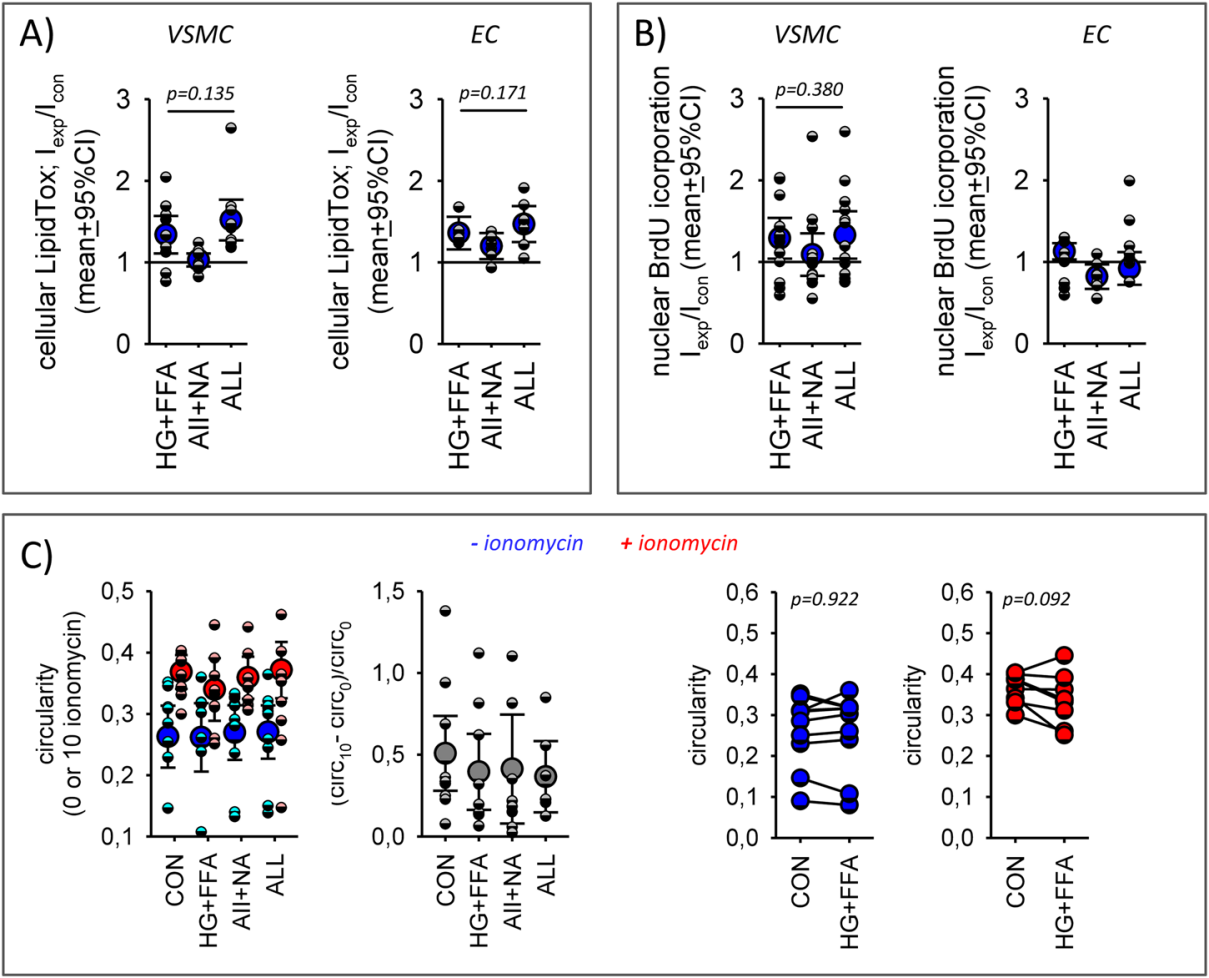
Comparing male and female cells. Effect of the stressors on (**A**) lipid accumulation in female WT VSMC and EC (*N* = 10 and 7 plates with 6 wells for each condition and each cell type), (**B**) DNA-synthesis in female WT VSMC and EC (*N* = 13 and 8 plates with 6 wells for each condition and each cell type) and (**C**) circularity (*N* = 9–10 plates with 6 wells for each condition) in female WT VSMC. Compare with the results from male VSMC in Figs. 6, 7 and 9. Error bars represent 95% confidence intervals.

## Discussion

As described in the introduction, in vivo studies provided substantial evidence for a role of vascular EGFR in T2DM/obesity-associated functional and structural vascular remodeling. Data from genetic mouse models indicate that VSMC EGFR is significantly more important than endothelial EGFR^28^. These in vivo studies represented early phases of T2DM/obesity with mild vascular dysfunction and mild end-organ (kidney) damage. The in vivo data confirm the systemic relevance of VSMC-EGFR during obesity with T2DM for vascular pathophysiology but they do not allow to answer the questions concerning a direct impact of T2DM/obesity-associated stress factors on VSMC or EC.

Two important categories of T2DM/obesity-associated stress factors are (i) metabolic stressors (mainly elevated blood glucose and free fatty acid levels) and (ii) humoral stressors. Two major upregulated humoral stressors are angiotensin II and norepinephrine that represent the overactivation of the renin-angiotensin-system and the enhanced sympathetic tone, both well-known events in patients suffering from T2DM/obesity^6,7^. Therefore, we set up a study where primary vascular cells were exposed directly to metabolic or/and humoral stressors. We used murine primary WT VSMC, KO VSMC and WT EC. The stress conditions resemble the early phases of T2DM/obesity, because it is important to gain knowledge concerning initial events for a mechanistic understanding of the initial pathophysiology to support the development of preventive strategies.

Our present results, which concur with pharmacological findings^34–38^, support the hypothesis that VSMC-EGFR is involved in VSMC responses to T2DM/obesity-associated stressors, because the effects were much stronger in WT VSMC compared to EGFR-KO VSMC. Furthermore, our data show that the combination of metabolic and humoral stressors exerts a synergistic effect on WT VSMC. This synergism can be easily perceptible since humoral stressors alone elicited only minor effects but enhanced the changes in the presence of metabolic stressors substantially. In other words, the humoral stressors are pathophysiological effective only in a pathological metabolic environment. In KO VSMC, this synergism was completely absent, i.e., VSMC did not respond to humoral stressors despite the pathological metabolic environment. Thus, VSMC-EGFR seems to be required for the complete impact of T2DM/obesity-associated stress factors on VSMC because it is necessary for the synergistic action of humoral and metabolic stressors. The impact of metabolic stressors alone on murine VSMC was similar between WT and KO cells, indicating that it is, at least to a substantial part, independent of EGFR. The response of EC to T2DM/obesity-associated stress factors was comparable to KO VSMC, possibly reflecting the low EGFR expression level in endothelial cells (Supplementary Fig. SF18).

After excluding non-specific cell damaging effect of the stressors (no induction of necrosis, apoptosis or cell protein loss), we started our study with a comparative analysis of transcriptome alterations in two dimensions, (i) regarding the different stressor conditions (metabolic stressors, humoral stressors, combined stressors) and (ii) regarding the different cell types (WT VSMC, KO VSMC and EC).

The initial screening for biomarker genes of phenotypic switching showed only little impact on WT VSMC and therefore no indication of major dedifferentiation. This result confirms that our setup represents early-phase conditions of the exposure to T2DM/obesity-associated stressors. Given the relative short period of exposure, this is quite appropriate. We even observed an enhanced RNA expression for TAGLN, MYLK and MYL12B, biomarkers for the contractile phenotype of VSMC. Additionally, there was an effect on two adrenergic receptors and angiotensin II receptors, i.e., cell signaling. Of note, the observed transcriptome alterations were mainly EGFR-dependent, because only 4 of the 18 genes were also affected in EGFR-KO VSMC. Concerning a possible interaction of metabolic and humoral stressors we observed no synergism regarding these 18 genes.

Next, we performed an unbiased analysis of transcriptomic changes to predict potentially affected canonical pathways, upstream regulators of gene expression and downstream cell biological effects that might occur in the early phase of exposure to T2DM/obesity-associated stressors. At the quantitative level, there was a strong synergism of metabolic and humoral stressors concerning the number of affected genes in WT VSMC. This was true for upregulated as well as for downregulated genes. These results show that the simultaneous action of various T2DM/obesity-associated stressors leads to a strong over-additive effect that most probably represents to a certain extend the in vivo situation. Hence, it is very difficult or nearly impossible to predict the response to more than one simultaneous stimulus on the basis of their individual impacts.

Deletion of the EGFR affected the response to metabolic stressors only to a minor extend but reduced the response to humoral stressors and prevented the synergistic action completely. These results strongly indicate that VSMC-EGFR serves as an important information integration hub^39^ for the different stressors at the cellular level. This observation concurs very well with in vivo data that demonstrated the important role of VSMC-EGFR for pathophysiological vascular alteration during T2DM/obesity^26^. In combination with our current data, it is conceivable that VSMC-EGFR is indeed a primary target mediating deleterious vascular effects during the initial phase of T2DM/obesity. EC responded in a similar manner as EGFR-KO VSMC.

The qualitative analysis (functional enrichment analysis, ingenuity pathway analysis) of the transcriptome data concerning canonical pathways, upstream regulators of gene expression and downstream cell biological effects predicted processes related to proliferation/cell cycle, lipid metabolism and contraction as activated in WT VSMC exposed to metabolic and humoral stressors only. Thus, these pathological relevant and T2DM/obesity-associated processes^3,6,40^ were predicted to result from the synergistic, EGFR-dependent action of metabolic and humoral stressors.

Subsequently, we performed functional analyses related to these three predicted processes, using the three cell types for confirmation. Concerning proliferation, we used BrdU incorporation as a marker for DNA-synthesis. All three cell types showed a strong and comparable response to FCS as positive control. However, the responses to our stressor conditions differed. There was a clear synergistic effect of the stressors HG + FFA and AII + NA in WT VSMC from male but not from female animals and also not in KO VSMC or EC. Regarding lipid metabolism we determined lipid accumulation with a neutral lipid specific dye as a first rough approach. Of course, we are aware of lipid metabolism complexity and the necessity to address this process in more detail in future studies. Nevertheless, the results of this initial functional study show a synergistic effect of the stressors in WT VSMC from male but not from female animals and also not in KO VSMC or EC. In all three cell types metabolic stressors led to an expected increase in lipid accumulation, whereas the humoral stressors per se exerted no effect. In male WT VSMC humoral stressors intensified lipid accumulation induced by metabolic stressors in the perinuclear area as well as in the periphery significantly. This was not the case in WT VSMC from female animals, and also not in KO VSMC or EC. Possibly, the observed alterations in DNA-synthesis and lipid metabolism are the precursors of VSMC phenotypic switches that are observed in later stages of vascular damage^29,30^.

The results from contractility assessment are more difficult to interpret. Basal circularity, as a rough surrogate of the contractile state, was affected slightly only by metabolic stressors in WT VSMC of male animals but not of female animals. The acute increase of cytosolic calcium, which can be assumed to be similar in both cell types with the ionomycin concentration used, resulted in a significant increase of circularity as a consequence of contraction in WT and KO VSMC, in which the response of KO VSMC was significantly smaller. This observation corresponds well to the hypotonic phenotype of the respective KO mouse models^10,12,41^. Contraction under these conditions represents the maximum Ca^2+^-induced contraction and was used to estimate the Ca^2+^-dependent contractility (Δcircularity/initial circularity). None of the stressors affected contractility significantly. Thus, our results seem to not confirm the bioinformatics prediction of altered Ca^2+^-dependent contractility. However, the fact that there is no clear indication for a loss of contractile characteristics is in accordance with the concept of our study, i.e. investigation of the early phase of diabetic stressor exposure, when transdifferentiation has not yet reduced contractility to a measurable extend under our experimental conditions. The same holds true for spontaneous random motility that was also not affected by the stressors. However, more detailed investigations are required in the future.

At present, our study provides an extensive phenotypic analysis and thereby substantial evidence for a sex- and EGFR-dependent stressor synergy on VSMC during T2DM. Future studies will need to further investigate specific phenotypic parameters (e.g., migration, contractility) and delve deeper into mechanistic aspects. This will include, among other things, illuminating synergy-related changes in intracellular signaling networks and identifying mechanistic reasons for the different sensitivity of female and male VSMCs. Our preliminary results indicate that in female VSMC EGFR-mediated information transfer from the surrounding milieu into the cell and nucleus (e.g. SRF) is weaker, possibly explaining in part the different responsiveness. Furthermore, the type of arterial vessel should be taken into consideration in future studies, because VSMC from conduction arteries can show a different responsiveness compared to VSMC from small resistance arteries.

Our results describe alterations of VSMC in the early phase of obesity/T2DM elicited by the synergistic impact of relevant metabolic and humoral stressors in male as well as female cells. Furthermore, we can conclude that this early phase synergistic impact depends on EGFR expression and is most probably mediated in part by EGFR-induced signaling. This study was performed with primary murine vascular cells. It is now important to compare the results obtained with murine cells to the responses of primary human vascular cells, in order to enable a translation to human pathophysiology.

## Methods

### Animals

We have complied with all relevant ethical regulations for animal use. All mouse experiments were approved by the local government (Landesverwaltungsamt Sachsen-Anhalt, Germany, Az.: 505.6.3-42502-2-1389 MLU_G; Veterinäramt Stadt Halle, Germany; Bescheid T16/2019) and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals, the ARRIVE guidelines and under consideration of the 3R-principle. Mice were kept at constant temperature of 22 ± 2°C, relative humidity of 30–60%, under a 12/12 h light-dark cycle with *ad libitum* access to water and standard chow. Recently, we generated and described a conditional knock out for EGFR in VSMC via the Cre/loxP system in combination with *EGFR*^*flox/flox*^ C57BL/6 J mice (originally provided by Maria Sibilia, Vienna, Austria). C57BL/6 mice containing floxed *EGFR* alleles (*EGFR* ^f/f^) after removal of the *neo* cassette were used for further breeding^42^. *EGFR* was inactivated tissue-specifically in vascular smooth muscle cells (VSMC) by using *SM22*-*cre* transgenic mice, in which the CRE recombinase is under the control of the VSMC-specific SM22 promoter^43^. Genotyping of the mice was performed on ear punch biopsies by PCR against the floxed EGFR allele as well as CRE^10,44^. Mice were kept in the facilities of the University of Halle-Wittenberg in accordance with institutional policies and federal guidelines. Anesthesia and Euthanasia was performed with pentobarbital (400 mg per kg body weight) followed by cervical dislocation.

We are aware of the ongoing debate regarding housing conditions for animals, including housing temperature for mice on this issue (e.g.^45–48^). The thermoneutral zone for mice is above the usual and legally enforced housing temperatures. Thus, the majority of studies are performed under similar conditions as ours that are demanded by the regulatory authorities. Also, The Jackson Laboratory recommends 10-23°C (https://www.jax.org/jax-mice-and-services/customer-support/technical-support/breeding-and-husbandry-support). Since humans sojourn mainly in environments 2-3 °C below their thermoneutral zone the usual animal housing temperature seems to be adequate when biomedical questions are addressed. Furthermore, in many parts of the world free-living mice are also exposed to ambient temperatures below their thermoneutral zone, i.e. this is a natural condition. Finally, as our study was performed with isolated primary vascular cells (i.e. ex vivo) it is not directly influenced by the housing conditions.

### Murine vascular smooth muscle cell culture

Primary culture of murine VSMC were obtained from knock-out (KO) and wild-type (WT) mice, according to Ray et al.^49^ and as described before^10,44,50^. Thoracic and abdominal aorta was excised in 0.9% sterile NaCl, cleared from blood as well as surrounding tissue and rinsed several times. Subsequently the aorta was transferred to DMEM-Medium ( + 10% fetal calf serum, FCS), dissected mechanically to small pieces and digested in collagenase 2 (in DMEM, 4–6 h at 37 °C, 5% CO_2_). Thereafter, cells were gently dispersed and rinsed with medium. After 5 min centrifugation at 300xg at room temperature the cell pellet was resuspended in 5 ml fresh medium and centrifuged a second time. Finally, the cells were seeded in plastic dishes in DMEM, containing 10% FCS and incubated for 5 days at 37 °C, 5% CO_2_. The VSMC purity achieved by our protocol was previously tested^10,44,50^.

VSMC were cultivated in DMEM media (low-glucose media powder diluted in H_2_O, with 2 g/L NaHCO_3_, pH 7.4) supplemented with 10% FCS and 10 ng/ml bFGF. Before all experiments, the cells were synchronized by incubation in serum and supplement-free DMEM media for 24 h. The latter was also used for further incubations with obesity-associated stressors (see below). All experiments were performed on cells that underwent up to 7 passages.

### Murine endothelial cell culture

Heart and lungs were removed from the thorax and placed in a 60 mm Petri dish with Krebs-buffer (NaCl 6.9 g/l, KCl 0.35 g/l, CaCl_2_ 0.26 g/l, MgSO_4_ 0.296 g/l, NaH_2_PO_4_ 0.144 g/l). Hearts were carefully separated from the lungs, perfused and transferred to a separate 60 mm Petri dish with 6 ml enzyme solution (35 ml DMEM + 0.1 U/ml collagenase B + 0.8 U/ml Dispase + 20 µg/ml DNase). The organ was cut into small pieces, placed in the incubator at 37 °C / 5% CO_2_ for 60 minutes with intermediate mixing. Subsequently the material was placed on 70 µm filter, rinsed with 8 ml DMEM-medium and centrifuged for 5 minutes at 300 g and 20°C. Cells were then suspended in 1 ml 150 mM NH_4_Cl + 10 mM KHCO_3_ + 0.1 mM EDTA at pH 7.3. After 30 seconds 9 ml medium were added and the entire solution centrifuged for 5 minutes at 300 g and 20 °C. Cells were then suspended in 90 µl MCS buffer (0.5% BSA + 2 mM EDTA in PBS, pH 7.2),

20 µl CD45 magnetic beads (Miltenyi Biotec) were incubated for 15 min at 4 °C and after the addition of 1 ml MCS buffer centrifuged for 5 min at 300 g and 20 °C. A size M column was placed on the magnet, rinsed with 1 ml MCS buffer followed by the addition of the cell pellet in 500 µl MCS buffer. Columns were washed three times with 500 µl MCS buffer and the flow-through was collected (CD45^-^ cells). After centrifugation for 5 min at 300 g and 20 °C the pellet was resuspended in 90 µl MCS buffer, 20 µl CD31 magnetic beads added and the whole was incubated for 15 min at 4 °C. After addition of 1 ml MCS buffer and centrifugation for 5 minutes at 300 × *g* and 20 °C the cell pellet (resuspended in 500 µl MCS buffer) was added to a M-size column placed on a magnet. Columns were washed 3 times with 500 µl MCS buffer. Thereafter columns were removed from the magnet, placed on a new 15 ml tube, 2 ml MCS buffer added and the cells pressed out with the plunger squeeze (CD45^-^/CD31^+^ cells). After centrifugation for 5 min at 350 g and 20 °C the cell pellet was dissolved in 1 ml of medium, placed on a fibronectin-coated 35 mm Petri dish in 1 ml of fresh DMEM medium and incubated at 5% CO_2_ and 37°C. After reaching 80-90% confluence cells were washed with EDTA, detached with 0.5 ml of trypsin (3-5 min in the incubator) followed by stopping with 1.2 ml DMEM medium. After centrifugation for 5 min at 350 × *g* and 20 °C the cell pellet was dissolved in 90 µl of MCS buffer and 20 µl of CD31 beads were added for a second round of clean-up (see above).

### Obesity associated stressors

Metabolic stressors consisted of high glucose concentration (20 mmol/l) and the addition of free fatty acids (100 µmol/l sodium oleat and 100 µmol/l sodium palmitate). Humoral stressors consisted of 30 nM angiotensin II and 300 nM norepinephrine (these concentration leads to maximum isometric contraction of murine aortic rings as determined in own preliminary tests^27^). To enable solubility of the free fatty acids 16.5 µM bovine serum albumin (fatty acid free) was added to all incubation solutions^26^. Stressors were applied for up to 48 h.

### RNA sample preparation

Total RNA was isolated with BluZol Reagent, following the manufacturer’s instructions. To remove eventual DNA contamination traces, RNA samples were cleaned-up with NEB Monarch Total RNA mini prep kit (#T2010S), following the procedure for “TRIZOL extracted samples”. RNA concentration was determined by NanoDrop (Biochrom, Germany). The quality of the to-be-sequenced RNA samples was assessed using a 2100 Bioanalyzer System (Agilent Technologies, Germany) and all samples had a RNA Integrity Number (RIN) above 7 (with 10 as maximal possible value).

### Bulk RNA sequencing

Novogene Co., Ltd (Cambridge, United-Kingdom) carried out the sequencing libraries preparation (poly(A) enrichment) and the paired-end sequencing (2 × 150 bp) runs on a NovaSeq6000 Illumina system (*N* = 4–10 for each condition, from 4–9 different male animals). Adaptor clipping and data quality control was provided by the service company as well. Read mapping to the mouse genome (mm39) was done with HISAT2^51^ (v. 2.1.0) and featureCounts^52^ (2.0.0, –M –t exon) was used to count the mapped reads. Gene annotation was done using BiomaRt^53^ (v.2.60.0) to access Ensembl archive v109.

### Differential expression analysis

Differential expression analysis was performed using edgeR^54^ (4.2.0) and DESeq2^55^ (1.44.0). Due to a major influence on the data caused by the cell type, analyses were performed independently for each of them (WT VSMC, EGFR-KO VSMC, EC). For each of these analyses, based on the multiple variables influencing overall gene expression, the design with strict sample pairing of animal + treatment was applied. Genes with sufficient counts to be considered in the statistical analyses were filtered using the filterByExpr edgeR function and the independent filtering parameter (*a* = 0.05) of the DESeq2 results function. In the edgeR analysis, normalization factors were calculated with the “trimmed mean of M value” (TMM) method, and the data fitting and testing were performed with the glmGLFit and glmQLFTest functions, respectively. Significantly “differentially expressed genes” (DEG) were defined as genes with a false discovery rate (FDR) below 0.05 in both DESeq2 and edgeR outputs (overlap of the respective results), with at least 3 FPM on average in one of the sample groups considered for a given comparison and with |log2 Fold Change| ≥ 0.64 (threshold based on the inherent variation in control samples: threshold = 3 × [average coefficient of variation] from all RNAs).

### Clustering of regulated protein-coding genes

The STRING database (https://string-db.org/) and its associated tools were used to identify association networks, as well as functional clusters, among the regulated genes. For each group of genes, a full STRING network was built, with a minimum required interaction score set at 0.7 (high confidence). The edge thickness indicates the strength of the data supporting the association between two nodes, and the dotted lines represent edges between clusters. Disconnected nodes were not displayed. “K-means clustering” method served to identify clusters within the network, and enriched Gene Ontology terms and (Reactome-, KEGG-, Wiki-) pathways were automatically returned for each of them.

### Gene ontology enrichment analysis

Gene Ontology (GO) term enrichment analysis was performed with the web server g:profiler2 (https://biit.cs.ut.ee/gprofiler/orth)^31,56^. Single and multiple queries were performed. For each condition, a list of regulated genes served as input. Only GO terms comprising less than 5000 genes were considered and those were simultaneously filtered for an adjusted *p* value below 0.05 for all datasets. The enrichment score E of the filtered GO terms was calculated, with *E* = (intersection size/query size)/(term size/effective domain size).

### Ingenuity pathway analysis

The lists of differentially expressed genes were uploaded in the Ingenuity Pathway Analysis (IPA) application (Qiagen, Germany) to perform enrichment analysis. Core analyses were performed in order to predict which molecular and biofunctions, regulatory pathways or canonical pathways (filtered to not include overrepresented cancer-related terms) may be regulated by metabolic and humoral stressors, but also to predict which factors may be involved in the regulation of these genes (i.e. upstream regulators). Based on the IPA internal database, predicted activation states were returned for each as Z-scores (positive and negative Z-scores corresponding to putative activation and inhibition, respectively). The outputs of these analyses were aligned with the incorporated “Comparison analysis” tool. The thresholds were set at |Z-score| ≥ 2 and a Benjamini Hochberg (BH) *p* value ≤  0.01.

### Caspase-3 activity

Caspase-3 activity was measured as described previously^56^. Shortly, the cell culture media was removed and all wells were washed once with 1xPBS before pipetting 30 µL lysis buffer (20 mM MOPS (Merck), 0.1% Triton X-100 (Sigma) in H_2_O, pH 7.4) per well to lyse the cells. The plates were incubated 30 min on ice. 1.5 µL of caspase substrate Ac-DEVD-AFC (AAT Bioquest) were then pipetted in each well. 30 µL MOPS-Triton and 1.5 µL Ac-DEVD-AFC were also pipetted in wells without cells (blank). The plates were incubated at 37°C and the fluorescence (excitation/emission wavelengths: 400/505 nm) was measured after 30 and 60 min with a plate reader (Infinite M200, Tecan, Germany). The caspase-3 activity development (slope between 30 and 60 min) was normalized to the protein content of the concerned well after protein concentration determination as described below.

### Necrosis measurement by Trypan blue integration

The necrotic level of the primary cells was measured using Trypan blue integration, as described before^56^. Shortly, cells were cultivated in 96-well plates and incubated for 48 h with the different substance combinations (6 wells per condition). The cell culture media was removed and all wells were incubated with 50 µL 0.2% Trypan blue (Gibco) for 5 min at 37 °C. Wells with no cells but in which Trypan blue added served to determine the blank. After washing the plates three times with 1xPBS, 100 µL 1% Triton X-100 (Sigma) was added to each well and the plates were incubated for 10 min at room temperature. The absorbance at 560 nm was measured with a plate reader (Infinite M200, Tecan, Germany). Protein concentration was determined for each well as described below so that each Trypan Blue-incorporation value was normalized to the protein content of the well.

### Protein concentration determination in 96 well-plates

Protein concentration was determined using BCA assay, as previously reported^56^. After mixing the 50 parts BCA-reagent (Thermo Scientific) with 1 part 4% CuSO_4_, 200 µL were added to each well containing cell lysate (e.g. after caspase or necrosis measurement) or known-protein amounts (standard curve). The plates were incubated for 30 min at 37 °C, and the absorbance measured at 562 nm with a plate reader (Infinite M200, Tecan, Germany).

### Cell cycle analysis and BrdU-incorporation measurement by digital microscopy

Cells were cultivated in 96-well plates and incubated with control media or stressor-containing media (6 wells per condition). The evening before reaching 48 h incubation, Bromodeoxyuridine (BrdU) was added to each well, at a final concentration of 10 µM (24 h incubation). On the day of the measurement, the cell culture media was removed and cells were fixed with 4% Formaldehyde (Fischer). The plates were washed three times with permeabilization buffer (0.1% Triton X-100 in 1xPBS) and 2 N HCl was added to each well for 30 min at room temperature. After repeating the washing steps with permeabilization buffer, the plates were incubated for 1 h at room temperature with blocking solution (10% FCS in permeabilization buffer). The plates were incubated overnight with anti-BrdU antibodies (Becton Dickinson #347580—diluted 1:200 in 5% BSA solution). One column of wells was incubated with 5% BSA solution without antibody (blank). On the next day, the plates were washed three times with permeabilization buffer and all wells were then incubated with a red fluorescent secondary antibody (Invitrogen #A10037 - 1:250 in 5% BSA solution) for 1 h at room temperature. After repeating the washing steps, DNA was stained by incubating the plates with DAPI (Molecular Probes – final concentration: 2 µg/mL in permeabilization buffer). The plates were washed three times again and then blue- and red-fluorescence signals were acquired by digital microscopy (10× objective, Cytation3 imaging reader, BioTek, Germany). Images were analyzed with the Gene 5 Image Prime 3.16 software (BioTek, Bad Friedrichshall, Germany) and in-build routines after adjusting the necessary parameters (background, threshold, object size, rolling ball size)^57,58^. The sequence for single cell analysis was the following: 1. Identify nuclei by blue fluorescence ( =  DAPI fluorescence). 2. Determine nuclear count, mean nuclear area, mean DAPI fluorescence intensity. 3. Calculate the integral of DAPI-fluorescence, as a relative marker for nuclear DNA-content, for each nucleus ( = nuclear area × mean DAPI fluorescence for each individual nucleus, after background subtraction). 4. Determine the mean nuclear red fluorescence ( =  incorporated BrdU marked by AlexaFluor568-labelled antibody). 5. Calculate the integral of red fluorescence for each nucleus ( = nuclear area × mean red fluorescence for each individual nucleus, after background subtraction). 6. Identify count of BrdU-positive nuclei using a threshold value derived from the negative control. The distribution of the nuclear DAPI-integral was subsequently used to determine the relative number of nuclei in G1, S and G2 phases of the cell cycle.

### Lipid measurement

Cells were split in 96 well plates and incubated with the stressors (6 wells per condition on each plate). After the incubation period, the cells were fixed with 4% formaldehyde, washed twice with 1xPBS. 50 µL of diluted neutral lipid stain LipidTOX (Invitrogen – 1:200 in 1xPBS) supplemented with DAPI (Molecular Probes – final concentration: 2 µg/mL in 1xPBS) was added to each well and the plates were incubated for 30 min at room temperature. The blue- and red-fluorescence signals (for DNA and lipid, respectively) were acquired by digital microscopy (Cytation3 imaging reader, BioTek, Germany). Using the software Gen5 Image Prime 3.16 (BioTek, Germany), blue (nuclei) and red (cells or part of cells) objects were identified. The amount of lipids per well was estimated as follow: (mean red intensity of the red objects × area of the red objects × number of red objects) / number of blue objects. For further analysis of the type of lipid accumulated we used the Multi Lipid Detection Assay Kit (EA-7013) from Signosis (Santa Clara, CA). Cells were detached with trypsin, washed twice with cold PBS, resuspend in 1 mL of PBS and homogenized using a sonicator. Subsequently, 2 mL of chloroform and 1 mL of methanol were added to the homogenized cell sample and mixed thoroughly by vortexing for 30 s. 0.5 mL of ddH_2_O were added to the mixture and vortexed again for 30 s to induce phase separation. Sample were then centrifuged at 1500 x *g* for 10 min at room temperature to separate the phases. The lower chloroform phase was collected carefully and transferred to a new tube. Samples were vacuum dried until all of the chloroform was evaporated, reconstituted in PBS and assayed immediately according the manufacturer’s instructions.

### Contractility assay

The cell culture media was removed after preincubation (in 96-well plate, with 6 wells per condition), and replaced by a staining solution (2 µM Calcein-AM (AAT Bioquest) and 1 µg/mL bisBenzimide H 33342 trihydrochloride (Hoechst–Sigma) diluted in Hepes-Ringer Buffer at 37 °C for 30 min, containing 1 mg/mL D-Glucose (Sigma)). The staining solution was removed and the plate was washed once with HEPES-Ringer buffer with D-Glucose. 50 µL of HEPES-Ringer buffer (37 °C) with D-Glucose were added to each well and the blue- and green-fluorescent signals (corresponding to DNA and cytoplasm staining, respectively) were acquired with a pre-heated (37 °C) Cytation3 digital microscope (BioTek, Germany). 50 µL of 20 µM ionomycin (Merck – diluted in HEPES-Ringer buffer with D-Glucose) were then added to all wells. After 5 min incubation in the pre-heated microscope, the fluorescent signals were acquired a second time. The analysis was performed using the software Gen5 Image Prime 3.08 (BioTek, Germany). Blue and green objects were identified, corresponding to cell nuclei and whole cells, respectively. The latter were filtered for objects containing only one nucleus and an area comprised between 400 µm² and 4000 µm² (to remove identified artefacts and cell clumps). Using the calculated circularity as a cell shape indicator (42), the circularity of the filtered green objects before the addition of ionomycin was used to determine the initial contractile state of the cells. On the other hand, the ratio of their circularity before and after addition of ionomycin was used to estimate the induced contraction of the smooth muscle cells. Cell circularity (*C*) was determined from cell area (*A*) and perimeter (*P*) as *C*  =  4 × π × *A*/*P*^2^. Theoretically, circularity can range from 0 to 1, representing perfectly linear to completely circular morphology, respectively. An acute increase in circularity results from cell contraction.

### Estimation of random motility

Random motility was estimated from the displacement over time (µm/h) of cell nuclei. For this purpose, 0.5 µg/mL bisBenzimide H 33342 trihydrochloride (Hoechst–Sigma) was added to the media for 60 min at time t = 0 h. Thereafter the cells were incubated with control media or media containing stressors (in 96-well plate, with 6 wells per condition). After 24 h the x-y-position (µm) of each nucleus in its well was determined with a Cytation3 digital microscope and using the software Gen5 Image Prime 3.08 (BioTek, Germany). X-y-positions were determined again after 3 and 5 h, and the net displacement (µm/h) calculated ( = [Δx^2^ + Δy^2^]^0.5^), after appropriate mapping. Displacement rates (µm/h) between 0 and 3 h or 3 and 5 h were not different for the individual nuclei.

### Determination of oxygen consumption rate (OCR)

Oxygen consumption rate (OCR) was determined in 96-well Seahorse XF96 V3 PS Cell Culture Microplates (Agilent Technologies, Waldbronn, Germany). Real-time OCR was assessed using the Seahorse XF Cell Mito Stress Test Kit and Seahorse XFe96 Analyzer (Agilent Technologies, Waldbronn, Germany), following the manufacturer’s instructions^26,59^. The mitochondrial stress test involved measuring OCR under basal conditions, followed by the sequential addition of inhibitors. Oligomycin (2 µM) was first added to inhibit complex V (ATP Synthase) of the electron transport chain (ETC). Subsequently, FCCP (4 µM) was introduced to collapse the proton gradient and disrupt the mitochondrial membrane potential. Finally, rotenone and antimycin A (0.5 µM each) were injected to inhibit complexes I and III, respectively. Hoechst 33342 (6 µM) was added during the final injection to normalize OCR to the cell number, and its induced nuclear staining was detected using digital fluorescence microscopy (Cytation3, BioTek, Bad Friedrichshall, Germany). From these measurements, the following parameters were calculated: non-mitochondrial respiration (NMOC, OCRmin_Rotenone/AntimycinA), basal respiration rate (OCRinitial value - OCRmin_Rotenone/AntimycinA), mitochondrial ATP production-linked oxygen consumption rate (OCRinitial value - OCRmin_Rotenone/AntimycinA), proton leak (OCRmin Oligomycin- OCRmin_Rotenone/AntimycinA) and coupling efficiency (((basal respiration+NMOC)-(proton leak+NMOC))/(basal respiration + NMOC)).

### Glucose consumption and lactate production

Cell culture media was used to measure glucose consumption and lactate production over the 48 h incubation. To do so, cell culture media of each well were directly transferred from the 96-well plate used for cell culture to two flat bottom 96-well plates (10 µL for lactate, or 5 µl for glucose in each plate, 6 wells per condition). For each of them, appropriate standard solutions with known concentrations, H_2_O and medium incubated at 37 °C for 48 h without cells, were pipetted in remaining empty wells. To the plate including glucose standard solutions, 100 µL of “Glucose-reagent” (4.4 mM ATP (Sigma), 1.6 mM NADP (Sigma), 2 U/mL Hexokinase and Glucose-6-phosphate-dehydrogenase (Sigma), in TEA Buffer) were added to each well, and the absorbance was measured at 340 nm with a plate reader (Infinite M200, Tecan, Germany) after 15 min incubation at room temperature. For the second plate, containing also lactate standard solutions, 200 µL of “Lactate-reagent” (50 µg/mL Lactate-dehydrogenase (Sigma), 3.2 mM NAD (Sigma), 0.4 M Hydrazin, 0.5 M Glycin) were added to each well, and the absorbance was measured at 340 nm with a plate reader (Infinite M200, Tecan, Germany) after 30 min incubation at 37 °C. The remaining cell culture media was removed from the cell culture plate and, after washing all wells once with 1x PBS, MOPS-Triton was used to lyse the cells. Protein concentration was determined as described hereinabove and was used as cell density estimator to normalize the obtained values. Thereby, the glucose consumption and lactate production of the cells were defined as ([Glu]_without cells_ – [Glu]_treatment_)/Protein amount and ([Lactate]_without cells_ –  [Lactate]_treatment_)/Protein amount, respectively. Their glycolytic index was determined using the ratio of produced lactate/2 × consumed glucose.

### In-Cell fluorescence immunoassay (In-Cell FIA): Single cell immunofluorescence imaging by digital microscopy

After fixation with 4% formaldehyde for 24 h at 4 °C, cells were permeabilized (0.1% Triton X-100 in TBS; 37 mg/l Na-orthovanadate) and non-specific antibody binding was blocked using 10% fetal calf serum in permeabilization buffer. Primary antibodies (from Cell Signaling Technologies, Frankfurt, Germany: SRF #5147, 1:2000; phospho-SRF^S103^ #4261, 1:1000; ELK-1 #9182, 1:500; phospho-ELK1^S383^ #9186, 1:500; MRTF-A #14760, 1:1000; MRTF-B #14613, 1:1000; EGFR #4267, 1:1000; phospho-EGFR^Y1068^ #3777, 1:1000; from abcam, Cambridge, UK: HB-EGF #ab192545 1:1000) were diluted in 1% BSA in permeabilization buffer and incubated overnight at 4 °C. Anti-rabbit AlexaFluor568 secondary antibody (#A10042, Invitrogen Life Technologies, Darmstadt, Germany) was then diluted 1:500 in 1% BSA in permeabilization buffer and incubated for 1 hour in the dark at room temperature. Nuclei were stained by diluting DAPI in PBS at 1 µg/ml and applied for 10 minutes in the dark at room temperature. Digital microscopy was performed using a 40x objective. Subsequently the images were analysed with the Gene 5 3.16 software (BioTek, Bad Friedrichshall, Germany) and in-build routines after adjusting the necessary parameters (background, threshold, object size, rolling ball size). The sequence of single nucleus analysis for was the following: 1. Identify nuclei by DAPI fluorescence. 2. Determine nuclei number, mean nuclear area, mean fluorescence intensity and nuclear blue fluorescence integral. 3. Determine nuclear mean red fluorescence and nuclear red fluorescence integral ( = protein of interest marked by AlexaFluor568-labelled antibody). The sequence of nuclear-to-perinuclear ratio estimation for was the following: 1. Determination of nuclear mean red fluorescence ( = protein of interest marked by AlexaFluor568-labelled antibody) as described. 2. Define a ring area of the width = 5 µm) around each nucleus and measure the min this perinuclear compartment. 3. Calculate the ratio of mean nuclear red fluorescence and mean perinuclear red fluorescence after background subtraction.

### Immunoblotting

For protein expression level determination, cells were lysed with CST lysis buffer (20 mM Tris, pH 7.5 (Illinois Tools Works companies), 150 mM NaCl (Roth), 1% Triton X-100 (Sigma-Aldrich), 1 mM EDTA (Merck), 1 mM EGTA (Sigma-Aldrich), 184 mg/L Na-orthovanadate (Sigma-Aldrich), 2.5 mM Na-pyrophosphate (Sigma-Aldrich), 1 mM β-glycerolphosphate (Sigma-Aldrich)), centrifuged at 13.000 g for 10 minutes and protein amount was determined with Bradford assay. Equal amounts of the proteins were denaturated with 6x Laemmli buffer (0.5 M Tris pH 6.8 (Roth GmbH), 10% SDS (Roth), 10% Glycerol (Sigma-Aldrich)) at 95 °C for 5-10 minutes. Proteins were separated by 10% sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred onto a nitrocellulose membrane. After blocking with 5% nonfat dry milk powder in Tris-buffered saline with Tween20 (TBS-Tween) (20 mM Tris base, pH 7.4 (Illinois Tools Works companies), 150 mM NaCl, 0.05% Tween-20 (Sigma-Aldrich)) membranes were incubated with first antibody (see below) diluted in 5% bovine serum albumin (BSA) in TBS-Tween over-night. Horse radish peroxidase (HRP)-coupled secondary antibodies, Anti-Rabbit IgG HRP, Cell Signaling #7074, 1:1000 in 5% non-fat dry milk powder in TBS-Tween) were used. After removal of unbound secondary antibody three washing steps in TBS-TWEEN were performed. Finally, Clarity™ Western ECL Substrate (Bio-Rad, Munich, Germany) was added and the peroxidase activity-based light emission was recorded by an imaging system (Image Quant LAS4000, GE Health care, Buckinghamshire, GB). The antibodies used are described below. Densitometry analysis was per-formed with Quantity One® software from BioRad (Feldkirchen, Germany) and the relative expression values calculated under consideration of membrane protein staining signal (Ponceau) or GAPDH expression.

### Statistics and Reproducibility

Data are presented either as box plots or as mean ± 95% confidence intervals. ANOVA on rank test followed by post hoc testing or Wilcoxon rank sum tests were used because pre-test data analysis by SigmaPlot 12.5 indicated that most of the data were not normally distributed. Biometrical planning was performed under consideration of the 3R-principle with *α* = 0.05 and *β* = 0.8. For cell culture experiments, cells from at least 4 different animals were used. Supplementary Fig. SF1 shows the detailed numbers. Data from all experiments that proceeded technically according to plan were included into the analyses.

Our experimental design provided strictly connected sets of samples for control, metabolic stressors, humoral stressors and combined stressors originating from the same animal, at the same cell passage, treated at exactly the same time (Supplementary Fig. SF1). Thus, each set was biologically independent. This design allowed us to calculate the relative effects of the stressors in a paired way (stressor effect_i_ =  value_i,stressors_/value_i,control_ for *i *∈ [1 − N], with *N* the final number of replicates), which greatly reduced effects of passage or animal. Subsequently, we could calculate the 95% or 99% confidence intervals and test the exclusion of the value = 1 (corresponding to a difference from controls with *α* < 0.05 or 0.01, respectively). This procedure was applied in part to the analysis of gene expression as well as to the functional assays. The final number of independent biological replicates is given in each figure legend or in the text.

### Ethics approval and consent to participate

We have complied with all relevant ethical regulations for animal use. All mouse experiments were approved by the local government (Landesverwaltungsamt Sachsen-Anhalt, Germany, Az.: 505.6.3-42502-2-1389 MLU_G; Veterinäramt Stadt Halle, Germany; Bescheid T16/2019) and conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals, the ARRIVE guidelines and under consideration of the 3R-principle.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Material availability

The RNASeq datasets generated during and/or analysed during the current study are available in the **gene expression omnibus database** with the study identity GSE294868 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE294868). All other data sets are provided in the supplementary data files of this publication. Numerical source data are provided in Supplementary Data 24.

## Supplementary information

Supplementary material

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Supplementary Data 14

Supplementary Data 15

Supplementary Data 16

Supplementary Data 17

Supplementary Data 18

Supplementary Data 19

Supplementary Data 20

Supplementary Data 21

Supplementary Data 22

Supplementary Data 23

Supplementary Data 24

Reporting Summary

Transparent Peer Review file

## Data Availability

The RNASeq datasets generated during and/or analysed during the current study are available in the *gene expression omnibus database* with the study identity GSE294868 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE294868). All other data sets are provided in the Supplementary Data files of this publication. Numerical source data are provided in Supplementary Data 24.

# Supplementary material for: Early-phase impact of obesity-associated stress on murine vascular smooth muscle cells depends on EGFR and sex
**Source:** Commun Biol. 2025 Dec 22;8:1834. doi: 10.1038/s42003-025-09416-7
**Supplement:** Supplementary file 1 — Supplementary material

Supplementary material for

**Early-phase impact of obesity-associated stress on murine vascular smooth muscle cells depends on EGFR and sex**

*Authors:*

V.D.\* , S.R.\* , N.N.-A., M.K., S.M., G.S., B.S.#, M.G.#

\* equal contribution

# equal contribution

*Address of correspondence:*

Prof. Dr. Michael Gekle, MD

Julius-Bernstein-Institute of Physiology

Martin-Luther-University Halle-Wittenberg

Magdeburger Strasse 6

06112 Halle (Saale)

Germany

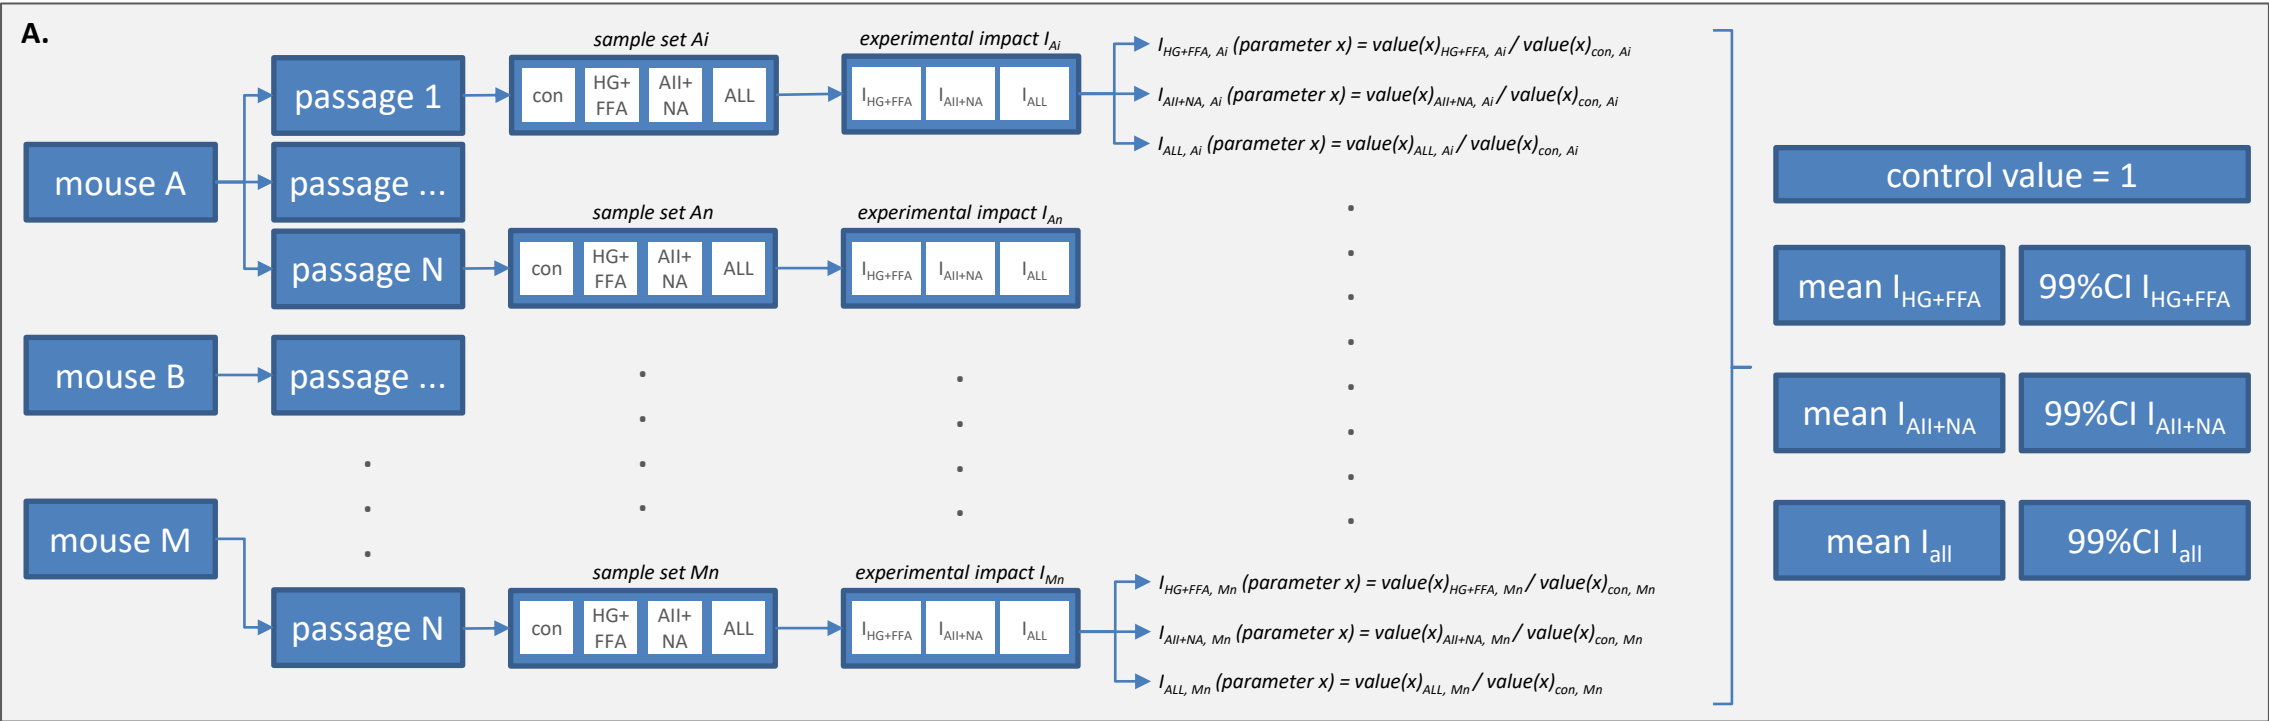

**B.**

| animal & cell culture inventory |           |                     |                                       |
|---------------------------------|-----------|---------------------|---------------------------------------|
| experiments                     | cell type | number of mice used | independent sets (animals × passages) |
| RNASeq<br>(male animals)        | EC        | 9                   | 10                                    |
|                                 | WT VSMC   | 4                   | 8                                     |
|                                 | KO VSMC   | 4                   | 8                                     |
| validation<br>experiments       | EC        | 12                  | >19                                   |
|                                 | WT VSMC   | 11                  | >23                                   |
|                                 | KO VSMC   | 8                   | >16                                   |

**SF1.** A) Our experimental design provided strictly connected sets of samples for control, metabolic, humoral or combined stressors originating from the same animal, at the same passage, treated at exactly the same time. This design allowed us to calculate the relative effects of the stressors in a paired way (stressor effect =  $\text{value}_{\text{stressor}} / \text{value}_{\text{control}}$ ). Subsequently, we could the 95% or 99% confidence intervals were used to test for significance at the level of  $\alpha < 0.05$  or  $0.01$ ). B) Number of animals and independent sets.

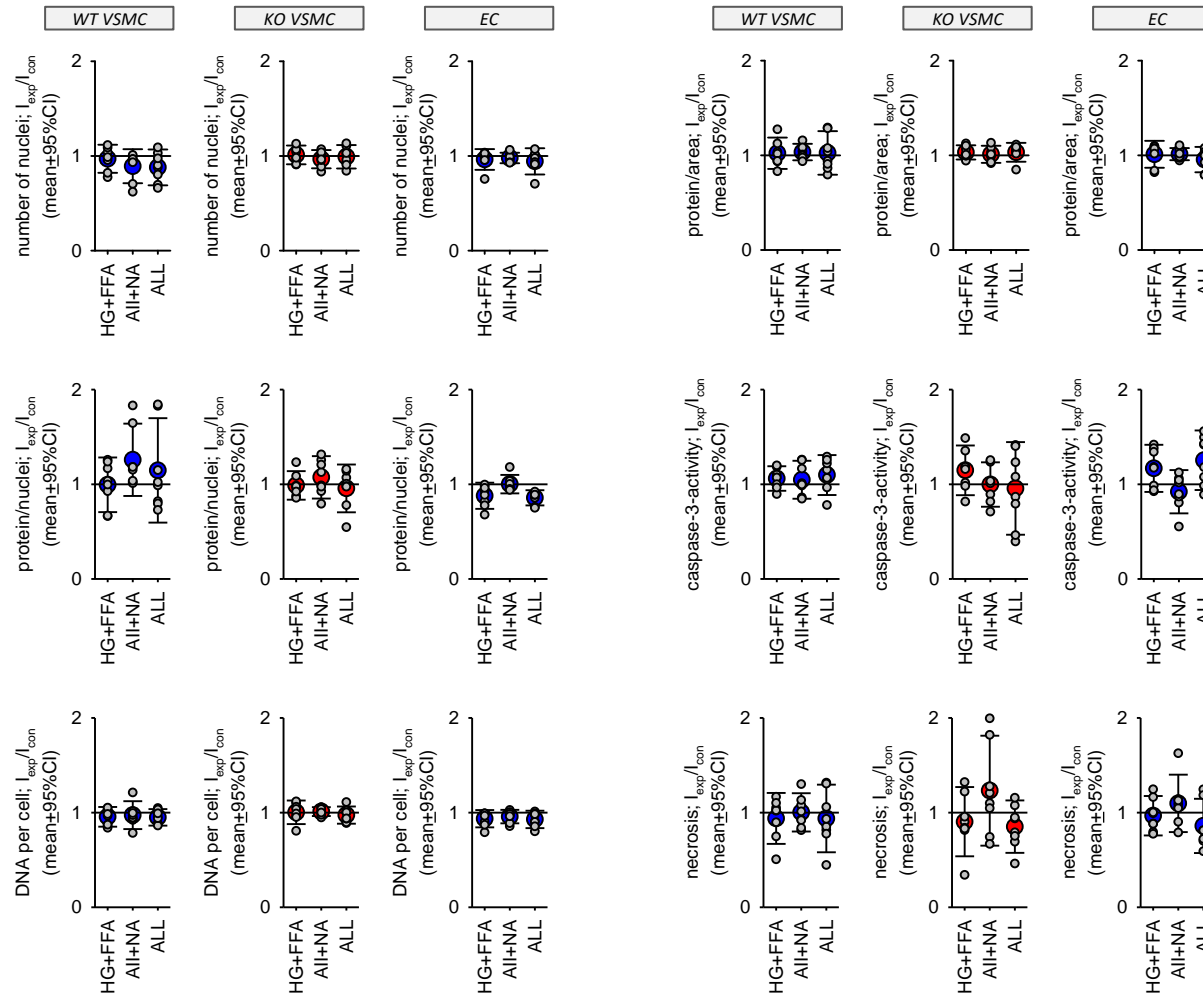

**SF2.** Effect of the stressors on the number of nuclei (i.e. number of cells), nuclear DNA content, cellular protein, the apoptosis marker caspase-3-activity and necrosis (determined by trypan blue exclusion). N = 8 plates with up to 6 wells for each condition and each cell type.

|           |                                                 |        |        |       |
|-----------|-------------------------------------------------|--------|--------|-------|
| WT VSMC   | Con                                             | HG+FFA | All+NA | ALL   |
| ∅ rel. sd | 0.19                                            | 0.20   | 0.19   | 0.17  |
|           | FC ∉ [0.64; 1.56] ➔ $ \log_2 \text{FC}  > 0.64$ |        |        |       |
| KO VSMC   | Con                                             | HG+FFA | All+NA | ALL   |
| ∅ rel. sd | 0.263                                           | 0.208  | 0.208  | 0.186 |
|           | FC ∉ [0.61; 1.63]                               |        |        |       |
| EC        | Con                                             | HG+FFA | All+NA | ALL   |
| ∅ rel. sd | 0.35                                            | 0.32   | 0.34   | 0.33  |
|           | FC ∉ [0.50; 2.00]                               |        |        |       |

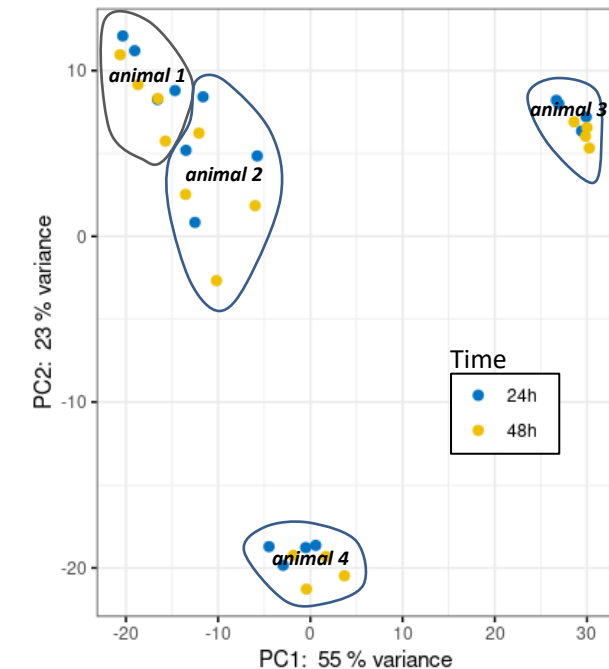

**SF3.** The tables show the average relative standard deviation ( $\emptyset$  rel. sd =  $\sum \text{sd FPM}_{\text{RNAi}} / \text{number of RNAs}$ ; for  $i=1$  to  $n$ ) of FPM for all protein coding RNAs and lncRNAs. Fold change threshold were derived from the average relative sd x 3. Upper FC threshold =  $1 + (\text{average relative sd} \times 3)$ . Lower FC threshold =  $1 / \text{upper threshold}$ . The  $\log_2 \text{FC}$  thresholds were then derived from the FC threshold values. The right panel shows as an example the PC analysis for WT VSMC control samples from 4 animals, harvested after 24 or 48 h. The data clearly show the strong clustering determined by the donor (animal).

Early-phase impact of obesity-associated stress on murine vascular smooth muscle cells depends on EGFR and sex

| Cell type            |         | WT VSMC           |                   |      |                   |                   |      |                   |                   |      |                   |                   |      | KO VSMC           |                   |      |                   |                   |      |                   |                   |         |                   |                   |      | EC    |      |       |    |      |      |      |   |       |      |       |    |
|----------------------|---------|-------------------|-------------------|------|-------------------|-------------------|------|-------------------|-------------------|------|-------------------|-------------------|------|-------------------|-------------------|------|-------------------|-------------------|------|-------------------|-------------------|---------|-------------------|-------------------|------|-------|------|-------|----|------|------|------|---|-------|------|-------|----|
| Process              | GOI     | HG+FFA            |                   |      | All+NA            |                   |      | ALL               |                   |      | HG+FFA            |                   |      | All+NA            |                   |      | ALL               |                   |      | HG+FFA            |                   |         | All+NA            |                   |      | ALL   |      |       |    |      |      |      |   |       |      |       |    |
|                      |         | 99%CI upper limit | 99%CI lower limit | mean | 99%CI upper limit | 99%CI lower limit | mean | 99%CI upper limit | 99%CI lower limit | mean | 99%CI upper limit | 99%CI lower limit | mean | 99%CI upper limit | 99%CI lower limit | mean | 99%CI upper limit | 99%CI lower limit | mean | 99%CI upper limit | 99%CI lower limit | mean    | 99%CI upper limit | 99%CI lower limit | mean |       |      |       |    |      |      |      |   |       |      |       |    |
| adrenergic signaling | ADRA1B  | 1.89              | 1.14              | 1.52 | -1                | 2.24              | 1.04 | 1.64              | -1                | 2.61 | 1.60              | 2.10              | -1   | 1.54              | 0.94              | 1.24 | 0                 | 1.56              | 0.87 | 1.22              | 0                 | 1.51    | 0.97              | 1.24              | 0    | 2.00  | 0.53 | 1.26  | 0  | 1.11 | 0.27 | 0.69 | 0 | 1.17  | 0.45 | 0.81  | 0  |
| adrenergic signaling | ADR83   | 1.83              | 1.10              | 1.47 | -1                | 1.81              | 0.89 | 1.35              | 0                 | 1.97 | 1.15              | 1.56              | -1   | 1.75              | 1.00              | 1.38 | 0                 | 1.07              | 0.69 | 0.88              | 0                 | 1.71    | 0.73              | 1.22              | 0    | 1.45  | 0.30 | 0.88  | 0  | 1.42 | 0.15 | 0.79 | 0 | 1.99  | 0.29 | 1.14  | 0  |
| All-signaling        | AGTR1A  | 1.27              | 0.77              | 1.02 | 0                 | 2.08              | 1.26 | 1.67              | -1                | 2.26 | 1.14              | 1.70              | -1   | 2.24              | 0.34              | 1.29 | 0                 | 3.36              | 0.51 | 1.93              | 0                 | 2.89    | 0.11              | 1.50              | 0    | 1.26  | 0.07 | 0.67  | 0  | 1.26 | 0.07 | 0.67 | 0 | 2.32  | 0.13 | 1.22  | 0  |
| All-signaling        | AGTR1B  | 1.19              | 0.79              | 0.99 | 0                 | 3.14              | 1.68 | 2.41              | -1                | 2.97 | 1.08              | 2.03              | -1   | 1.43              | 0.49              | 0.96 | 0                 | 2.07              | 1.21 | 1.64              | -1                | 1.10    | 0.51              | 0.81              | 0    | #NV   | #NV  |       |    | #NV  | #NV  |      |   | #NV   | #NV  |       |    |
| All-signaling        | AGTR2   | 1.67              | 0.51              | 1.09 | 0                 | 0.75              | 0.14 | 0.45              | -1                | 0.48 | -0.02             | 0.23              | -1   | 1.46              | 0.30              | 0.88 | 0                 | 0.89              | 0.14 | 0.52              | -1                | 1.45    | 0.05              | 0.75              | 0    | #NV   | #NV  |       |    | #NV  | #NV  |      |   | #NV   | #NV  |       |    |
| differentiation      | CD34    | 0.65              | 0.40              | 0.52 | -1                | 0.87              | 0.58 | 0.72              | -1                | 0.46 | 0.28              | 0.37              | -1   | 0.97              | 0.66              | 0.82 | -1                | 0.96              | 0.78 | 0.87              | -1                | 1.03    | 0.70              | 0.86              | 0    | 1.64  | 0.38 | 1.01  | 0  | 1.25 | 0.53 | 0.89 | 0 | 1.22  | 0.54 | 0.88  | 0  |
| differentiation      | CDH5    | 1.33              | 0.14              | 0.74 | 0                 | 1.17              | 0.12 | 0.65              | 0                 | 0.45 | -0.07             | 0.19              | -1   | 1.79              | 0.21              | 1.00 | 0                 | 3.91              | 0.09 | 2.00              | 0                 | #DIV/OI | #DIV/OI           |                   |      | 1.76  | 0.63 | 1.19  | 0  | 1.25 | 0.49 | 0.87 | 0 | 1.38  | 0.75 | 1.07  | 0  |
| differentiation      | MYL12B  | 1.16              | 0.98              | 1.07 | 0                 | 1.87              | 1.24 | 1.55              | -1                | 2.01 | 1.25              | 1.63              | -1   | 1.11              | 0.86              | 0.98 | 0                 | 1.27              | 0.92 | 1.10              | 0                 | 1.11    | 0.80              | 0.96              | 0    | 1.67  | 0.53 | 1.10  | 0  | 1.20 | 0.49 | 0.84 | 0 | 1.27  | 0.61 | 0.94  | 0  |
| differentiation      | MYLIP   | 0.79              | 0.47              | 0.63 | -1                | 1.11              | 0.93 | 1.02              | 0                 | 0.69 | 0.48              | 0.59              | -1   | 0.72              | 0.50              | 0.61 | -1                | 1.17              | 1.01 | 1.09              | -1                | 0.69    | 0.44              | 0.57              | -1   | 0.71  | 0.20 | 0.45  | -1 | 1.21 | 0.52 | 0.87 | 0 | 0.62  | 0.30 | 0.46  | -1 |
| differentiation      | MYLK    | 1.58              | 0.89              | 1.24 | 0                 | 2.63              | 1.52 | 2.07              | -1                | 3.25 | 1.39              | 2.32              | -1   | 1.95              | 0.66              | 1.30 | 0                 | 2.34              | 0.72 | 1.53              | 0                 | 1.65    | 0.78              | 1.21              | 0    | 1.57  | 0.52 | 1.05  | 0  | 1.37 | 0.51 | 0.94 | 0 | 1.43  | 0.58 | 1.00  | 0  |
| differentiation      | TAGLN   | 1.45              | 0.74              | 1.10 | 0                 | 2.51              | 1.21 | 1.86              | -1                | 2.39 | 1.27              | 1.83              | -1   | 1.13              | 0.79              | 0.96 | 0                 | 1.30              | 0.79 | 1.04              | 0                 | 1.29    | 0.65              | 0.97              | 0    | 4.53  | 0.34 | 2.44  | 0  | 1.23 | 0.45 | 0.84 | 0 | 1.99  | 0.69 | 1.34  | 0  |
| fibrosis             | ANGPTL4 | 4.49              | 1.46              | 2.98 | -1                | 1.19              | 0.87 | 1.03              | 0                 | 4.39 | 1.42              | 2.90              | 1    | 8.61              | 2.51              | 5.56 | -1                | 0.89              | 0.59 | 0.74              | -1                | 10.56   | 3.11              | 6.83              | -1   | 23.56 | 3.44 | 13.50 | -1 | 1.29 | 0.43 | 0.86 | 0 | 19.28 | 4.34 | 11.81 | -1 |
| fibrosis             | COL8A1  | 1.48              | 1.12              | 1.30 | -1                | 1.87              | 0.95 | 1.41              | 0                 | 2.23 | 1.20              | 1.72              | -1   | 1.44              | 0.90              | 1.17 | 0                 | 1.37              | 1.01 | 1.19              | -1                | 1.67    | 0.94              | 1.30              | 0    | 1.52  | 0.69 | 1.11  | 0  | 1.35 | 0.59 | 0.97 | 0 | 1.37  | 0.75 | 1.06  | 0  |
| fibrosis             | COL8A2  | 0.80              | 0.44              | 0.62 | -1                | 1.12              | 0.61 | 0.87              | 0                 | 0.87 | 0.31              | 0.59              | -1   | 0.68              | 0.41              | 0.55 | -1                | 1.21              | 0.70 | 0.95              | 0                 | 0.48    | 0.30              | 0.39              | -1   | 1.10  | 0.21 | 0.65  | 0  | 1.69 | 0.49 | 1.09 | 0 | 0.88  | 0.12 | 0.50  | -1 |
| fibrosis             | LY6A    | 0.87              | 0.55              | 0.71 | -1                | 1.00              | 0.74 | 0.87              | 0                 | 0.80 | 0.43              | 0.61              | -1   | 1.03              | 0.73              | 0.88 | 0                 | 0.93              | 0.71 | 0.82              | -1                | 0.97    | 0.65              | 0.81              | -1   | 1.08  | 0.25 | 0.66  | 0  | 1.37 | 0.48 | 0.92 | 0 | 1.17  | 0.52 | 0.85  | 0  |
| inflammation         | CCL7    | 1.31              | 0.45              | 0.88 | 0                 | 2.19              | 0.58 | 1.39              | 0                 | 0.92 | 0.33              | 0.62              | -1   | 1.86              | 0.70              | 1.28 | 0                 | 0.92              | 0.68 | 0.80              | -1                | 0.99    | 0.66              | 0.82              | -1   | 1.57  | 0.49 | 1.03  | 0  | 1.62 | 0.55 | 1.09 | 0 | 1.59  | 0.68 | 1.13  | 0  |
| inflammation         | FLT1    | 1.19              | 0.85              | 1.02 | 0                 | 2.39              | 1.35 | 1.87              | -1                | 2.49 | 1.19              | 1.84              | -1   | 1.02              | 0.54              | 0.78 | 0                 | 1.78              | 1.17 | 1.47              | -1                | 1.49    | 0.58              | 1.03              | 0    | 1.31  | 0.40 | 0.86  | 0  | 1.27 | 0.51 | 0.89 | 0 | 0.97  | 0.54 | 0.76  | -1 |
| inflammation         | LGALS3  | 0.73              | 0.51              | 0.62 | -1                | 1.23              | 0.79 | 1.01              | 0                 | 0.73 | 0.52              | 0.63              | -1   | 0.77              | 0.48              | 0.63 | -1                | 1.08              | 0.80 | 0.94              | 0                 | 0.84    | 0.38              | 0.61              | -1   | 1.55  | 0.38 | 0.97  | 0  | 1.11 | 0.37 | 0.74 | 0 | 1.17  | 0.53 | 0.85  | 0  |

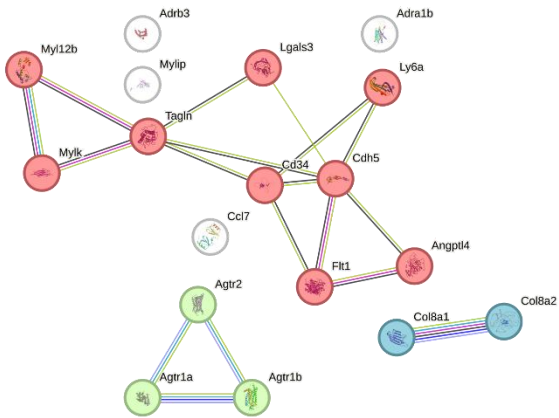

| #clustering method | cluster number | cluster color | gene count | primary description                                                   | protein names                                                |
|--------------------|----------------|---------------|------------|-----------------------------------------------------------------------|--------------------------------------------------------------|
| kmeans             | 1              | Red           | 9          | Myosin II complex, and Mesenchyme migration                           | Fit1, Cdh5, Tagln, Myl12b, Mylk, Lgals3, Cd34, Ly6a, Angptl4 |
| kmeans             | 2              | Green         | 3          | Maintenance of blood vessel diameter homeostasis by renin-angiotensin | Agtr2, Agtr1a, Agtr1b                                        |

**SF4.** DEG analysis by a directed approach. Investigation of potential changes in RNA abundance for genes known to be typically affected during pathological vascular alterations (biomarker genes). The upper and lower limits of the confidence intervals for the respective stressors impact ( $FPM_{\text{stressor}}/FPM_{\text{control}}$ ) are shown. Exclusion of the value 1 from the confidence intervals was used as test criterium. For each cell type and each condition 4 independent biological replicates were included in the differential expression analysis. The lower panel show the result from STRING analysis using DEG identified for WT VSMC after exposure to all stressors.

WT VSMC ALL

WT VSMC HG+FFA

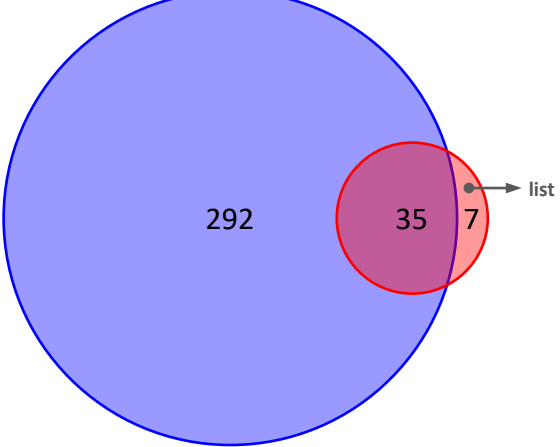

KO VSMC ALL

KO VSMC HG+FFA

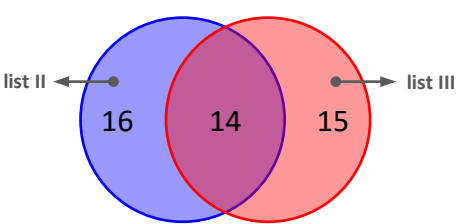

EC ALL

EC HG+FFA

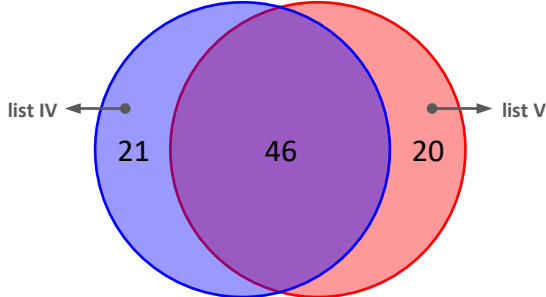

| list I  | HG+FFA |      | All+NA |      | ALL  |      |
|---------|--------|------|--------|------|------|------|
| 95% CI  | UL     | LL   | UL     | LL   | UL   | LL   |
| Ckap2   | 1,75   | 1,33 | 1,20   | 0,93 | 1,88 | 1,27 |
| Cldn15  | 2,42   | 1,71 | 1,21   | 0,66 | 2,49 | 1,13 |
| Gm14403 | 3,47   | 1,37 | 1,40   | 0,67 | 2,12 | 0,96 |
| Hsd17b7 | 1,84   | 1,37 | 1,40   | 1,02 | 1,91 | 1,31 |
| Lgals3  | 0,73   | 0,51 | 1,23   | 0,79 | 0,73 | 0,52 |
| Pals2   | 1,95   | 1,15 | 1,00   | 0,83 | 1,70 | 1,06 |
| Prss35  | 2,55   | 0,96 | 1,04   | 0,36 | 1,98 | 0,80 |

| list II | HG+FFA |      | All+NA |      | ALL  |      |
|---------|--------|------|--------|------|------|------|
| 95% CI  | UL     | LL   | UL     | LL   | UL   | LL   |
| Abat    | 0,86   | 0,55 | 1,30   | 0,99 | 0,75 | 0,44 |
| Aldh1a1 | 1,67   | 1,32 | 1,17   | 0,92 | 1,92 | 1,39 |
| Angptl4 | 9,02   | 1,20 | 0,95   | 0,51 | 9,91 | 2,36 |
| Ankrd1  | 1,89   | 0,91 | 1,37   | 1,19 | 2,44 | 1,28 |
| Cbs     | 0,95   | 0,48 | 1,02   | 0,84 | 0,61 | 0,21 |
| Dlk1    | 0,84   | 0,29 | 1,09   | 0,46 | 0,60 | 0,17 |
| Dusp27  | 5,47   | 1,33 | 2,37   | 1,03 | 7,00 | 1,40 |
| Gfra1   | 0,86   | 0,54 | 1,09   | 0,93 | 0,72 | 0,42 |
| Hmx1    | 1,58   | 1,19 | 1,20   | 0,85 | 1,87 | 1,80 |
| Hsd11b1 | 0,97   | 0,53 | 0,93   | 0,64 | 0,68 | 0,49 |
| Klf15   | 0,74   | 0,60 | 1,08   | 0,88 | 0,59 | 0,49 |
| Pde1b   | 2,09   | 0,98 | 1,41   | 0,87 | 2,23 | 1,52 |
| Plekha4 | 0,99   | 0,57 | 0,98   | 0,67 | 0,75 | 0,36 |
| Pparg   | 2,61   | 1,06 | 1,54   | 0,79 | 2,69 | 1,75 |
| Ppp1r3c | 0,76   | 0,35 | 0,99   | 0,84 | 0,67 | 0,27 |
| Siglecg | 1,67   | 0,87 | 1,61   | 0,77 | 2,09 | 1,98 |

| list III | HG+FFA |      | All+NA |      | ALL  |      |
|----------|--------|------|--------|------|------|------|
| 95% CI   | UL     | LL   | UL     | LL   | UL   | LL   |
| Arrdc4   | 0,75   | 0,37 | 1,14   | 0,93 | 0,58 | 0,55 |
| Ccdc148  | 0,74   | 0,09 | 1,27   | 0,90 | 0,67 | 0,44 |
| Cdon     | 2,45   | 1,01 | 1,55   | 0,89 | 1,88 | 1,37 |
| Gabre    | 1,99   | 1,53 | 1,16   | 0,55 | 1,82 | 1,31 |
| Gm8113   | 2,79   | 1,46 | 1,82   | 0,77 | 2,07 | 1,62 |
| Heg1     | 2,97   | 1,15 | 1,54   | 0,92 | 2,08 | 1,83 |
| Lgals3   | 0,72   | 0,46 | 1,10   | 0,69 | 0,79 | 0,47 |
| Lgals4   | 2,48   | 1,27 | 1,16   | 0,80 | 2,43 | 1,19 |
| Lypd1    | 0,84   | 0,40 | 1,21   | 0,79 | 0,87 | 0,28 |
| Mbd1     | 2,87   | 1,25 | 1,16   | 0,98 | 2,84 | 0,90 |
| S1pr3    | 1,92   | 1,40 | 1,07   | 0,82 | 2,31 | 1,47 |
| Scarb2   | 2,28   | 1,18 | 1,20   | 0,85 | 2,52 | 1,13 |
| Slc22a5  | 2,13   | 1,24 | 1,01   | 0,97 | 1,82 | 1,37 |
| Slc25a42 | 2,29   | 1,41 | 1,17   | 0,92 | 1,96 | 1,48 |
| Tnfrsf1b | 1,91   | 1,40 | 1,10   | 0,85 | 1,59 | 1,36 |

| list IV | HG+FFA |      | All+NA |      | ALL  |      |
|---------|--------|------|--------|------|------|------|
| 95% CI  | UL     | LL   | UL     | LL   | UL   | LL   |
| Baz1a   | 2,21   | 1,03 | 1,57   | 0,59 | 2,17 | 1,09 |
| Dbi     | 2,10   | 1,02 | 1,35   | 0,57 | 2,13 | 1,09 |
| Dhx58   | 0,94   | 0,44 | 1,44   | 0,55 | 0,93 | 0,41 |
| Garin5a | 1,10   | 0,50 | 1,20   | 0,39 | 0,77 | 0,37 |
| Gm26532 | 0,93   | 0,53 | 1,18   | 0,45 | 0,91 | 0,37 |
| Gramd1b | 0,82   | 0,43 | 1,46   | 0,60 | 0,74 | 0,35 |
| Hmx1    | 2,47   | 1,00 | 1,34   | 0,53 | 2,17 | 1,14 |
| Irf7    | 1,09   | 0,49 | 1,40   | 0,45 | 0,88 | 0,42 |
| Isg15   | 0,96   | 0,38 | 1,41   | 0,46 | 0,87 | 0,23 |
| Lgr6    | 1,20   | 0,08 | 1,87   | 0,14 | 1,15 | 0,04 |
| Mdga1   | 0,94   | 0,43 | 1,21   | 0,45 | 0,95 | 0,36 |
| Ndr1    | 0,88   | 0,48 | 1,18   | 0,51 | 0,86 | 0,47 |
| Neu3    | 2,05   | 1,13 | 1,49   | 0,62 | 2,10 | 1,12 |
| Oasl2   | 0,94   | 0,48 | 1,47   | 0,47 | 0,96 | 0,46 |
| Olfml2a | 0,93   | 0,31 | 1,41   | 0,44 | 0,93 | 0,27 |
| Rnft2   | 1,11   | 0,47 | 1,47   | 0,47 | 1,01 | 0,33 |
| Rrm2    | 2,98   | 0,76 | 2,15   | 0,31 | 3,38 | 0,68 |
| S100a7a | 0,97   | 0,44 | 1,13   | 0,35 | 0,95 | 0,41 |
| Slc16a6 | 0,98   | 0,49 | 0,92   | 0,34 | 0,73 | 0,39 |
| Snhg20  | 1,01   | 0,55 | 1,12   | 0,45 | 0,89 | 0,42 |
| X.1192  | 3,01   | 1,06 | 1,47   | 0,57 | 3,17 | 1,40 |

| list V   | HG+FFA |      | All+NA |      | ALL  |      |
|----------|--------|------|--------|------|------|------|
| 95% CI   | UL     | LL   | UL     | LL   | UL   | LL   |
| Ccdc74a  | 0,81   | 0,27 | 1,20   | 0,41 | 0,89 | 0,49 |
| Cfap126  | 1,04   | 0,38 | 1,46   | 0,46 | 1,23 | 0,34 |
| Crip1    | 0,82   | 0,31 | 1,26   | 0,50 | 0,91 | 0,44 |
| Cspg4    | 0,81   | 0,20 | 1,07   | 0,25 | 1,15 | 0,20 |
| Cxcl15   | 0,66   | 0,11 | 1,43   | 0,33 | 0,98 | 0,04 |
| Dgkh     | 2,63   | 1,21 | 1,78   | 0,66 | 2,11 | 0,98 |
| Dkk3     | 0,97   | 0,40 | 1,16   | 0,42 | 1,02 | 0,43 |
| Dnm1     | 1,20   | 0,32 | 1,18   | 0,42 | 1,03 | 0,51 |
| Egr2     | 0,76   | 0,16 | 1,48   | 0,50 | 1,01 | 0,29 |
| Gm43672  | 0,80   | 0,41 | 1,21   | 0,39 | 0,89 | 0,43 |
| Gm8113   | 4,20   | 0,69 | 2,01   | 0,62 | 3,61 | 0,54 |
| Heg1     | 2,08   | 1,09 | 1,40   | 0,57 | 1,89 | 1,02 |
| Hmgn2.ps | 0,92   | 0,41 | 1,87   | 0,40 | 1,43 | 0,60 |
| Lgals4   | 2,61   | 1,18 | 1,36   | 0,41 | 2,08 | 1,07 |
| Mpst     | 0,84   | 0,42 | 1,00   | 0,43 | 0,89 | 0,50 |
| Psm9     | 0,85   | 0,38 | 0,98   | 0,39 | 1,00 | 0,49 |
| Resf1    | 2,19   | 1,12 | 1,48   | 0,62 | 2,19 | 0,98 |
| Serpib9b | 2,35   | 0,94 | 1,50   | 0,58 | 2,21 | 0,89 |
| Sugct    | 0,85   | 0,40 | 1,13   | 0,35 | 0,97 | 0,43 |
| Zfp946   | 3,15   | 0,98 | 1,48   | 0,56 | 2,13 | 0,97 |

UL = upper limit of 95% confidence interval for  $\text{Impact}_{\text{stressor}} = \text{FPM}_{\text{exp}}/\text{FPM}_{\text{con}}$   
LL = lower limit of 95% confidence interval for  $\text{Impact}_{\text{stressor}} = \text{FPM}_{\text{exp}}/\text{FPM}_{\text{con}}$   
When UL and LL > 1 or UL and LL < 1 = significant  $\text{Impact}_{\text{stressor}}$

SF5A. Analysis of different overlaps. Expression of genes were checked according to the relative effects of the stressors determined in a paired way (see methods).

A) Comparison of the metabolic and ALL stressor effect in WT VSMC, KO VSMC and EC. For WT VSMC, KO VSMC and each condition 4 independent biological replicates were included in the differential expression analysis. For EC and each condition 10 independent biological replicates were included in the differential expression analysis. UL = upper limit of 95% confidence interval for  $\text{Impact}_{\text{stressor}} = \text{FPM}_{\text{exp}}/\text{FPM}_{\text{con}}$ . LL = lower limit of 95% confidence interval for  $\text{Impact}_{\text{stressor}} = \text{FPM}_{\text{exp}}/\text{FPM}_{\text{con}}$ . When UL and LL > 1 or UL and LL < 1 = significant  $\text{Impact}_{\text{stressor}}$

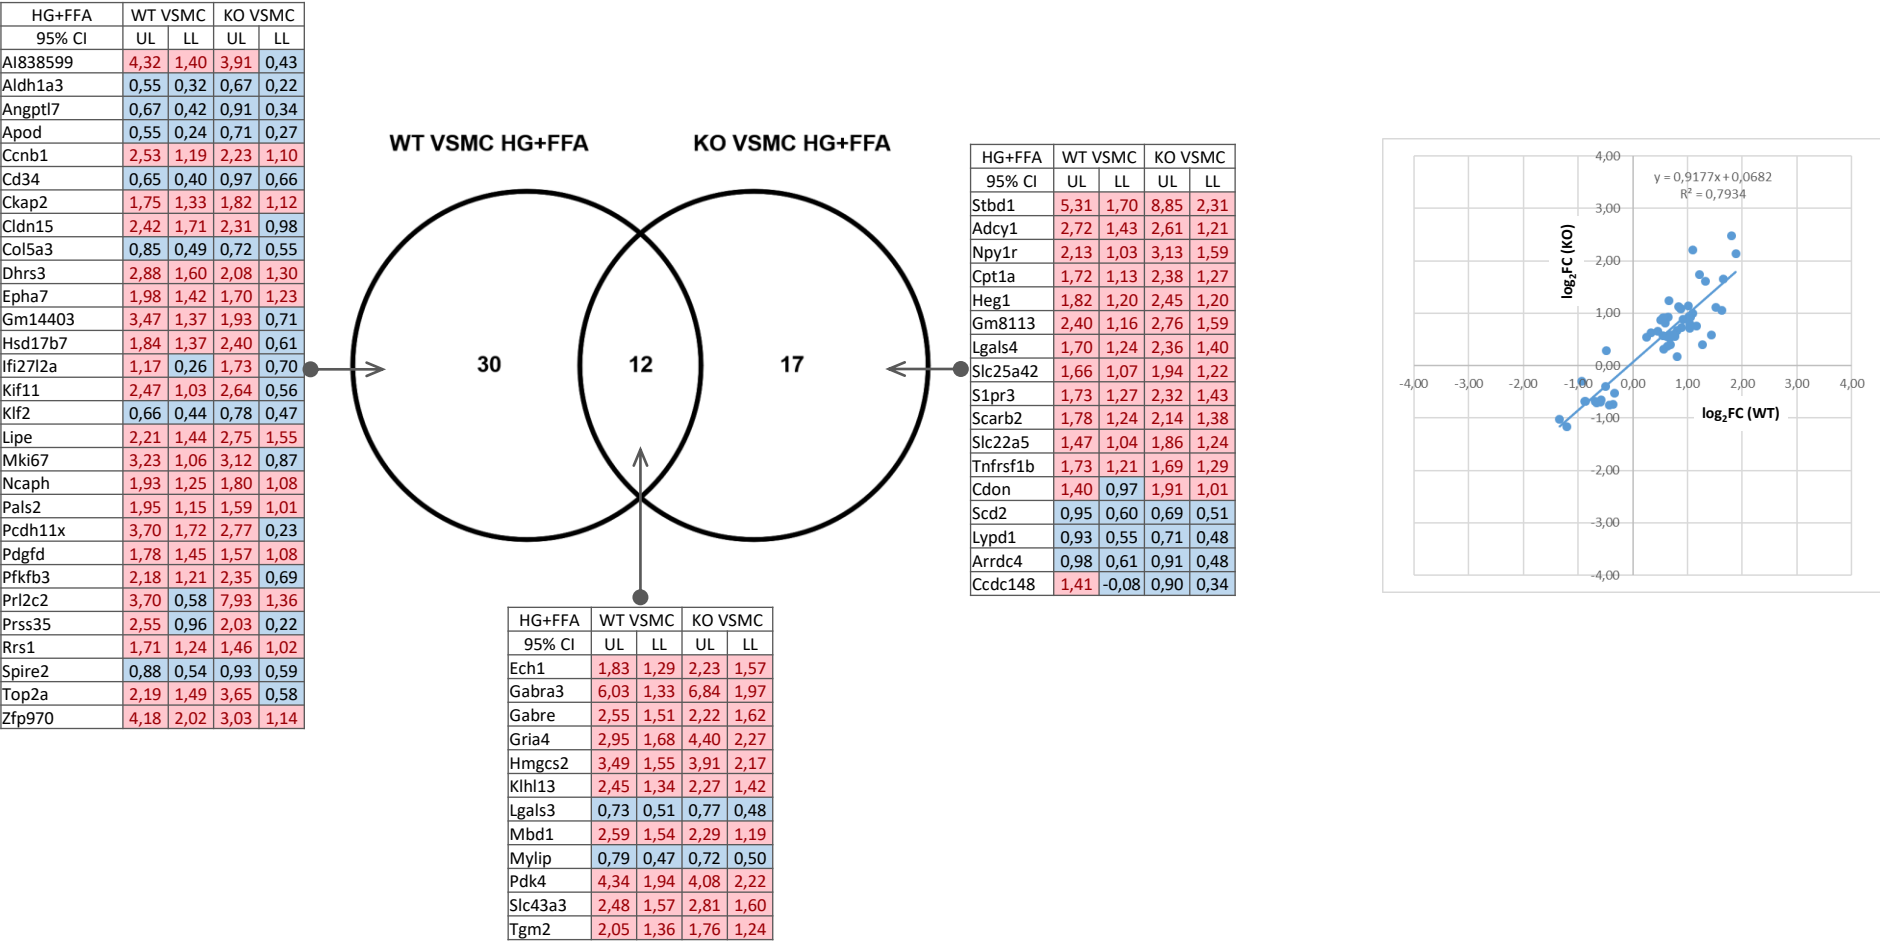

**SF5B.** Comparison of the metabolic stressor effect in WT VSMC and KO VSMC. For each cell type and each condition 4 independent biological replicates were included in the differential expression analysis. UL = upper limit of 95% confidence interval for  $\text{Impact}_{\text{stressor}} = \text{FPM}_{\text{exp}} / \text{FPM}_{\text{con}}$ . LL = lower limit of 95% confidence interval for  $\text{Impact}_{\text{stressor}} = \text{FPM}_{\text{exp}} / \text{FPM}_{\text{con}}$ . When UL and LL > 1 or UL and LL < 1 = significant  $\text{Impact}_{\text{stressor}}$ .

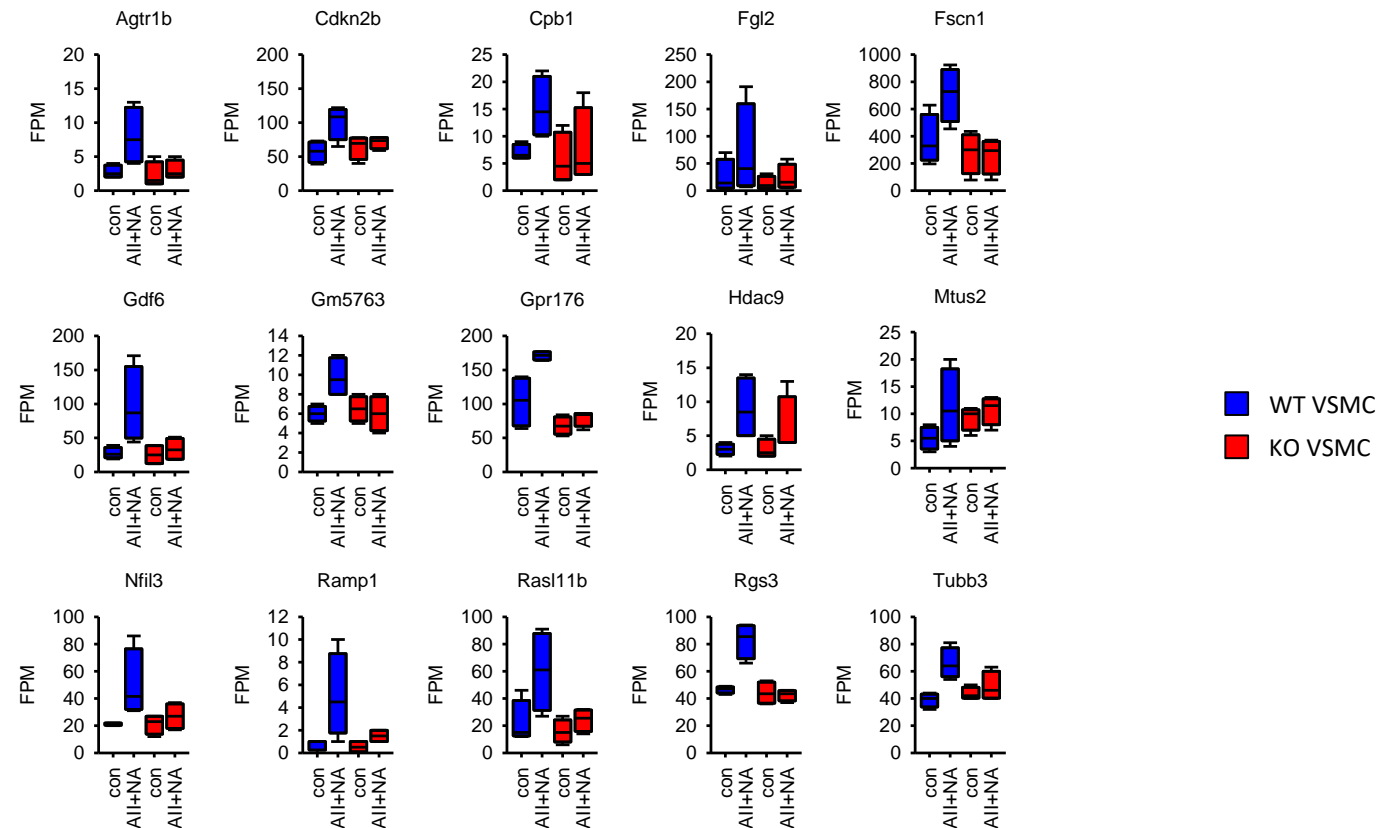

**SF5C.** FPM values for the 15 DEG affected by humoral stressors (angiotensin II + noradrenaline, AII+NA) in WT VSMC. These genes were not affected in KO VSMC. For each cell type and each condition 4 independent biological replicates were included in the differential expression analysis.

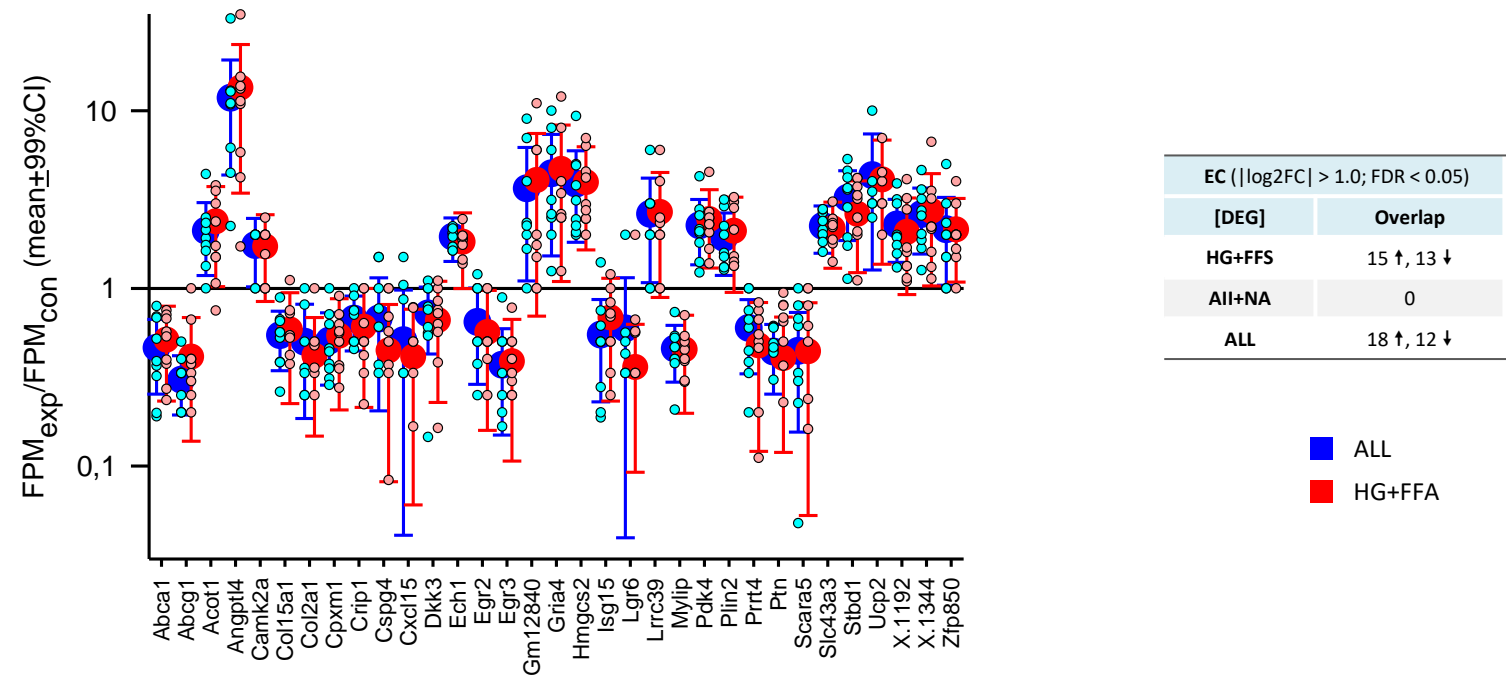

**SF6.** DEG affected by exposure of endothelial cells (EC) to metabolic stressors or all stressors with a  $\log_2FC$  threshold of 0.9 and an overlap of FDR thresholds = 0.05 for DESeq2 and edgeR. For each condition 7 independent biological replicates were included in the differential expression analysis.

15

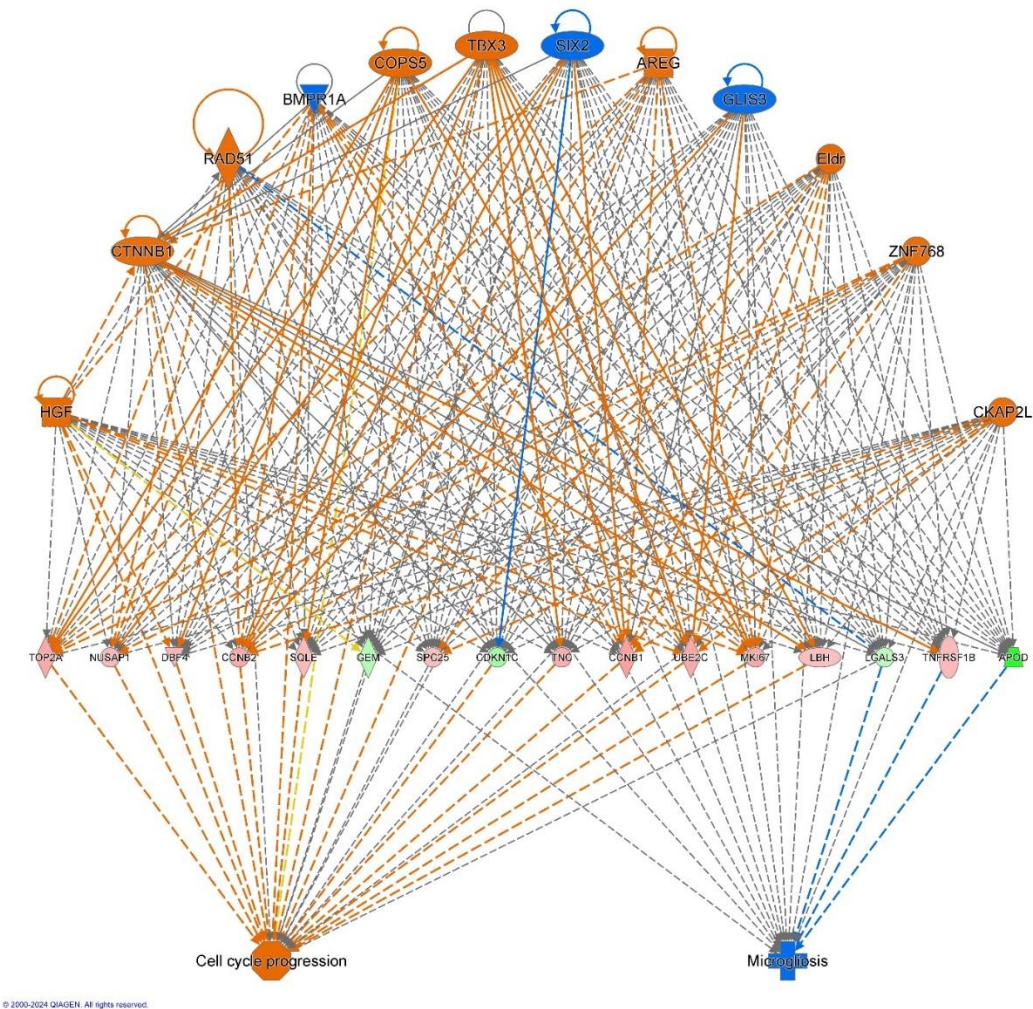

26

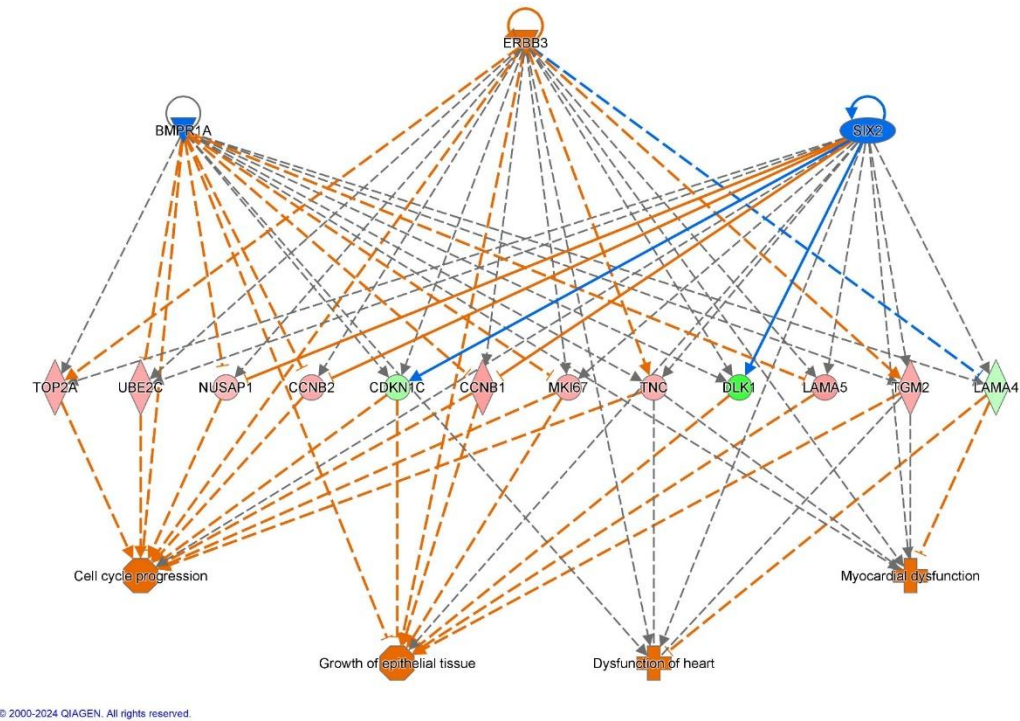

**SF7.** Two regulator effects networks (RE) predicted by IPA with high consistency scores, based on the results obtained for WT VSMC exposed to all stressors. These networks link the considered DEG with predicted upstream regulators and associated downstream events

| cluster | gene count | primary description                                                                                     |
|---------|------------|---------------------------------------------------------------------------------------------------------|
| 1       | 32         | Mixed, incl. Cellular response to interferon-beta, and Antiviral mechanism by IFN-stimulated genes      |
| 2       | 28         | Mixed, incl. Positive regulation of chromosome separation, and Kinesin motor, catalytic domain. ATPase. |
| 3       | 13         | ECM-receptor interaction                                                                                |
| 4       | 9          | Regulation of systemic arterial blood pressure by hormone                                               |
| 5       | 8          | RA biosynthesis pathway                                                                                 |
| 6       | 7          | Sterol biosynthesis                                                                                     |
| 7       | 7          | Assembly of collagen fibrils and other multimeric structures                                            |

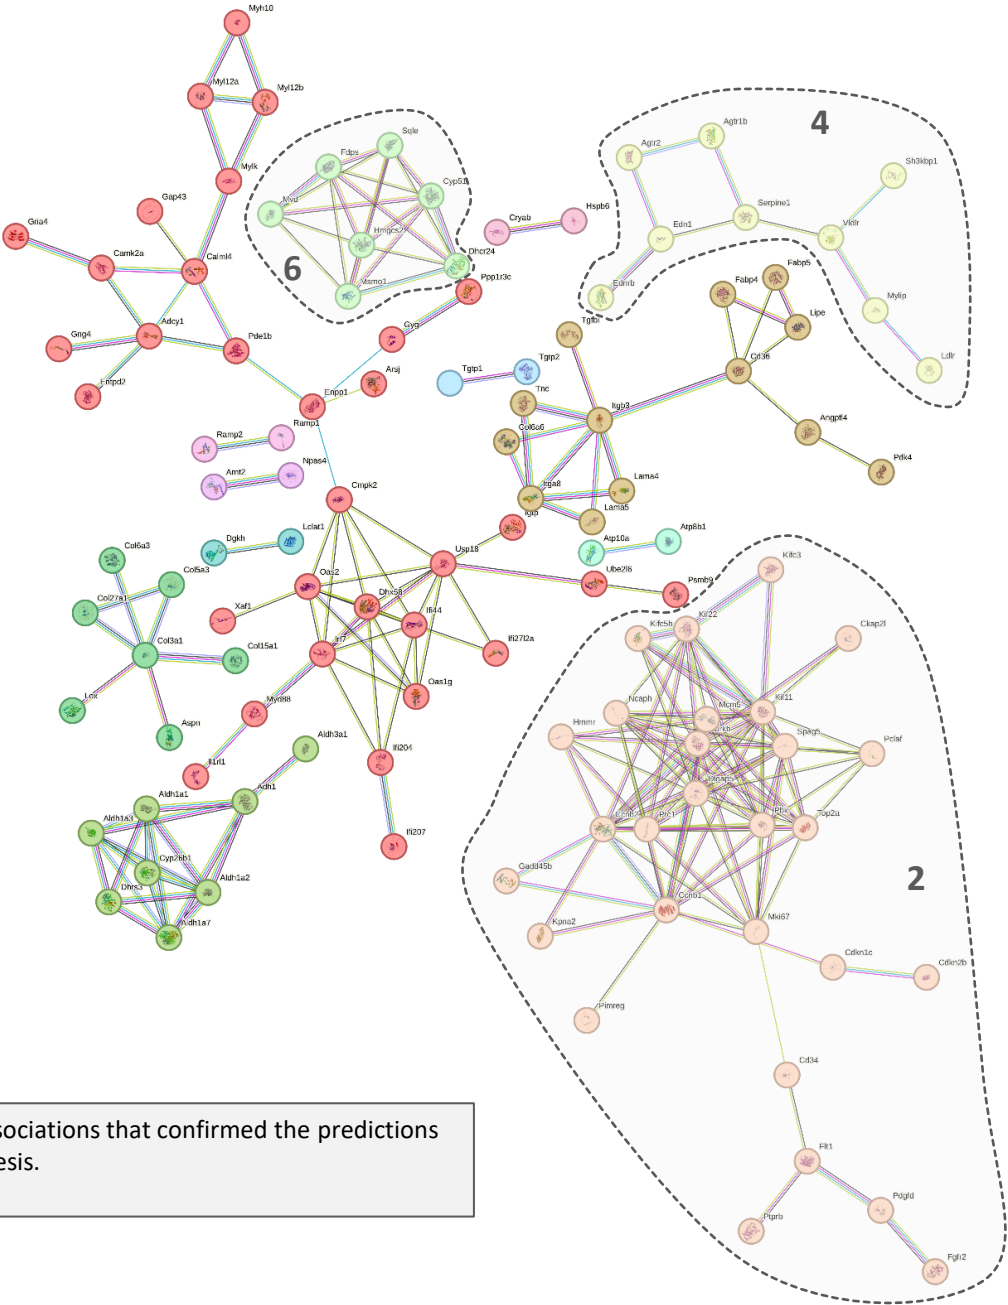

**SF8.** Protein network analysis by STRING (using DEG induced by all stressors in WT VSMC) predicted associations that confirmed the predictions of the IPA analysis, identifying clusters a.o. for cell proliferation, vessel contraction and sterol biosynthesis.

| Ingenuity Canonical Pathways | $-\log_{10}(\text{p-value})$ | z-score |
|------------------------------|------------------------------|---------|
| N/A                          |                              |         |

| Diseases and Bio Functions, Categories | Functions Annotation                  | $-\log_{10}(\text{p-value})$ | z-score |
|----------------------------------------|---------------------------------------|------------------------------|---------|
| Free Radical Scavenging                | Production of reactive oxygen species | 1,91                         | -2,56   |
| Free Radical Scavenging                | Synthesis of reactive oxygen species  | 2,32                         | -2,22   |
| Lipid Metabolism                       | Quantity of steroid                   | 4,05                         | -2,22   |

| Upstream Regulator | Molecule Type                     | $-\log_{10}(\text{p-value})$ | z-score |
|--------------------|-----------------------------------|------------------------------|---------|
| PPARA              | ligand-dependent nuclear receptor | 7,75                         | 3,04    |
| KMT2D              | transcription regulator           | 3,99                         | 2,63    |
| palmitic acid      | chemical - endogenous mammalian   | 3,13                         | 2,22    |
| linoleic acid      | chemical - endogenous mammalian   | 4,12                         | 2,19    |
| YAP1               | transcription regulator           | 4,56                         | 2,06    |
| oleic acid         | chemical - endogenous mammalian   | 5,90                         | 2,02    |
| D-glucose          | chemical - endogenous mammalian   | 3,98                         | -2,06   |
| STING1             | ion channel                       | 2,75                         | -2,13   |
| IFNB1              | cytokine                          | 2,77                         | -2,17   |
| PRL                | cytokine                          | 2,17                         | -2,22   |
| IL5                | cytokine                          | 2,36                         | -2,22   |
| PML                | transcription regulator           | 7,38                         | -2,81   |

**SF9.** Results of IPA analysis using DEG resulting from the exposure of EC to all stressors. IPA predicts in principle only the expected cellular reaction to metabolic stressors and no effect of humoral stressors. IPA analysis using DEG resulting from the exposure of EC to metabolic stressors gave similar results.

Early-phase impact of obesity-associated stress on murine vascular smooth muscle cells depends on EGFR and sex

| z-scores for<br>Canonical Pathways<br>(B-H p-value < 0.05) | WT VSMC, ALL | WT VSMC,<br>HG+FFA | KO VSMC, ALL | KO VSMC,<br>HG+FFA | EC, ALL | EC, HG+FFA |
|------------------------------------------------------------|--------------|--------------------|--------------|--------------------|---------|------------|
| Regulation of lipid metabolism by PPARalpha                | 1,34         |                    | 2,24         |                    | 1,34    | 1,34       |
| Pathogen Induced Cytokine Storm Signaling Pathway          | -2,31        |                    |              |                    | -2,00   |            |
| Wound Healing Signaling Pathway                            | -2,11        |                    |              |                    |         |            |
| Collagen biosynthesis and modifying enzymes                | -2,65        |                    |              |                    |         |            |
| Collagen chain trimerization                               | -2,65        |                    |              |                    |         |            |
| Collagen degradation                                       | -2,45        |                    |              |                    |         |            |
| Role of Osteoclasts in Arthritis Signaling Pathway         | -2,53        |                    |              |                    |         |            |
| GP6 Signaling Pathway                                      | -2,53        |                    |              |                    |         |            |
| CREB Signaling in Neurons                                  | 2,14         |                    |              | 2,00               |         |            |
| Superpathway of Cholesterol Biosynthesis                   | 2,65         |                    |              |                    |         |            |
| Cholesterol biosynthesis                                   | 2,45         |                    |              |                    |         |            |
| Cohesin Chromatin Regulation Pathway                       | 2,24         |                    |              |                    |         |            |
| Cardiac Hypertrophy Signaling (Enhanced)                   | 2,11         |                    |              |                    |         |            |
| Smooth Muscle Contraction                                  | 2,00         |                    |              |                    |         |            |
| Cholesterol Biosynthesis III (via Desmosterol)             | 2,00         |                    |              |                    |         |            |
| Activation of gene expression by SREBF (SREBP)             | 2,00         |                    |              |                    |         |            |
| Synaptic Long Term Potentiation                            | 2,00         |                    |              |                    |         |            |
| Cholesterol Biosynthesis II (via 24,25-dihydrostanosterol) | 2,00         |                    |              |                    |         |            |
| Activation of NMDA receptors and postsynaptic events       | 2,00         |                    |              |                    |         |            |
| Cholesterol Biosynthesis I                                 | 2,00         |                    |              |                    |         |            |

| z-scores for<br>Upstream Regulators<br>(B-H p-value < 0.05) | WT VSMC, ALL | WT VSMC,<br>HG+FFA | KO VSMC, ALL | KO VSMC,<br>HG+FFA | EC, ALL | EC, HG+FFA |
|-------------------------------------------------------------|--------------|--------------------|--------------|--------------------|---------|------------|
| PPARA                                                       | 1,25         | 2,18               | 2,90         | 2,36               | 3,04    | 2,88       |
| ERBB2                                                       | 2,58         | 1,28               | 0,88         | -1,18              | 0,16    | 0,30       |
| VEGF                                                        | 3,47         | 0,82               | 1,00         |                    | -0,44   | -1,01      |
| hydrogen peroxide                                           | 2,92         | 1,07               | 1,03         |                    | -0,04   | -0,26      |
| beta-estradiol                                              | 3,35         | 1,35               | -0,40        | 0,05               | 0,53    | -0,73      |
| TBX3                                                        | 3,59         | 2,22               |              |                    |         |            |
| Eldr                                                        | 3,00         | 2,00               |              |                    |         |            |
| KMT2D                                                       | 1,32         |                    |              |                    | 2,63    | 0,25       |
| NFAT5                                                       | 2,54         |                    |              |                    | 1,11    |            |
| F3                                                          | 3,09         |                    |              |                    | 1,26    |            |
| ACKR2                                                       | 2,83         |                    |              |                    | 2,00    |            |
| CEBPB                                                       | 2,53         | 1,10               | 1,70         |                    | 1,91    | 2,19       |
| l-asparaginase                                              | -3,50        |                    |              |                    |         |            |
| POR                                                         | -2,76        |                    |              |                    | 1,00    | 1,00       |
| PML                                                         | -1,72        |                    |              |                    | -2,81   | -2,24      |
| TCF7                                                        | -2,52        |                    |              |                    |         | -2,00      |
| IRF3                                                        | -3,52        |                    |              |                    | -1,99   |            |
| IRF7                                                        | -3,54        |                    |              |                    | -1,96   |            |
| STING1                                                      | -2,93        |                    |              |                    | -2,13   |            |
| MAVS                                                        | -2,63        |                    |              |                    | -1,95   |            |
| SRF                                                         | 2,68         |                    |              |                    | -1,93   | -1,94      |
| SREBF1                                                      | 2,54         |                    | -1,37        |                    | 0,31    | -0,36      |
| Ca2+                                                        | 2,55         |                    |              |                    | -1,11   |            |
| CREB1                                                       | 3,10         |                    | 0,49         |                    | 0,56    |            |
| QKI                                                         | 3,27         |                    |              |                    |         |            |
| MYOD1                                                       | 2,98         |                    |              |                    |         |            |
| HMG20A                                                      | 2,89         |                    |              |                    |         |            |
| TREX1                                                       | 3,07         |                    |              |                    |         |            |
| SREBF2                                                      | 3,10         |                    |              |                    |         |            |
| PNPT1                                                       | 3,13         |                    |              |                    |         |            |
| RXRA                                                        | 2,70         |                    |              |                    | -0,39   |            |
| PTGER4                                                      | 2,72         |                    |              |                    |         |            |
| SCAP                                                        | 2,75         |                    |              |                    |         |            |
| F2                                                          | 2,76         |                    |              |                    |         |            |
| RNASEH2B                                                    | 2,55         |                    |              |                    |         |            |
| TBK1                                                        | 2,54         |                    |              |                    |         |            |
| KLF5                                                        | 2,59         |                    |              |                    |         |            |
| TRIM24                                                      | 2,69         |                    |              |                    |         |            |
| TCR (complex)                                               | 2,62         |                    |              |                    |         |            |
| AREG                                                        | 2,63         |                    |              |                    |         |            |
| SMARCAL1                                                    | 2,65         |                    |              |                    |         |            |
| ETNPPL                                                      | 2,65         |                    |              |                    |         |            |
| RABL6                                                       | 2,65         |                    |              |                    |         |            |
| ATP7B                                                       | 2,65         |                    |              |                    |         |            |
| IFNAR                                                       | -2,55        |                    |              |                    |         |            |
| KDM5B                                                       | -2,67        |                    |              |                    |         |            |
| APP                                                         | -2,63        |                    |              |                    |         |            |
| ZBTB10                                                      | -2,76        |                    |              |                    |         |            |

SF10. IPA comparative analysis for the three cell types, exposed either to all stressors or to metabolic stressors for canonical pathways, disease and biofunctions and upstream regulators.

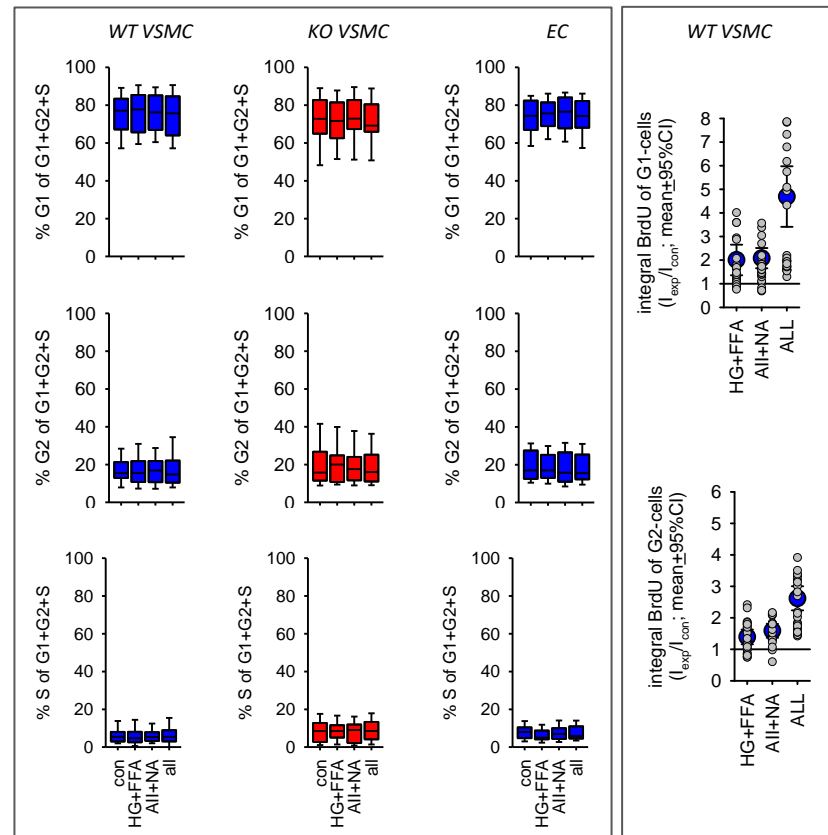

**SF11.** Relative distribution of cells to G1-, S- and G2-phase of the cell cycle under control conditions and after exposure to the different stressor conditions. The right panel shows the impact of the stressors on nuclear BrdU-incorporation in WT VSMC from G1- and G2-phase. N = 7 plates with 5 wells for each condition per cell type.

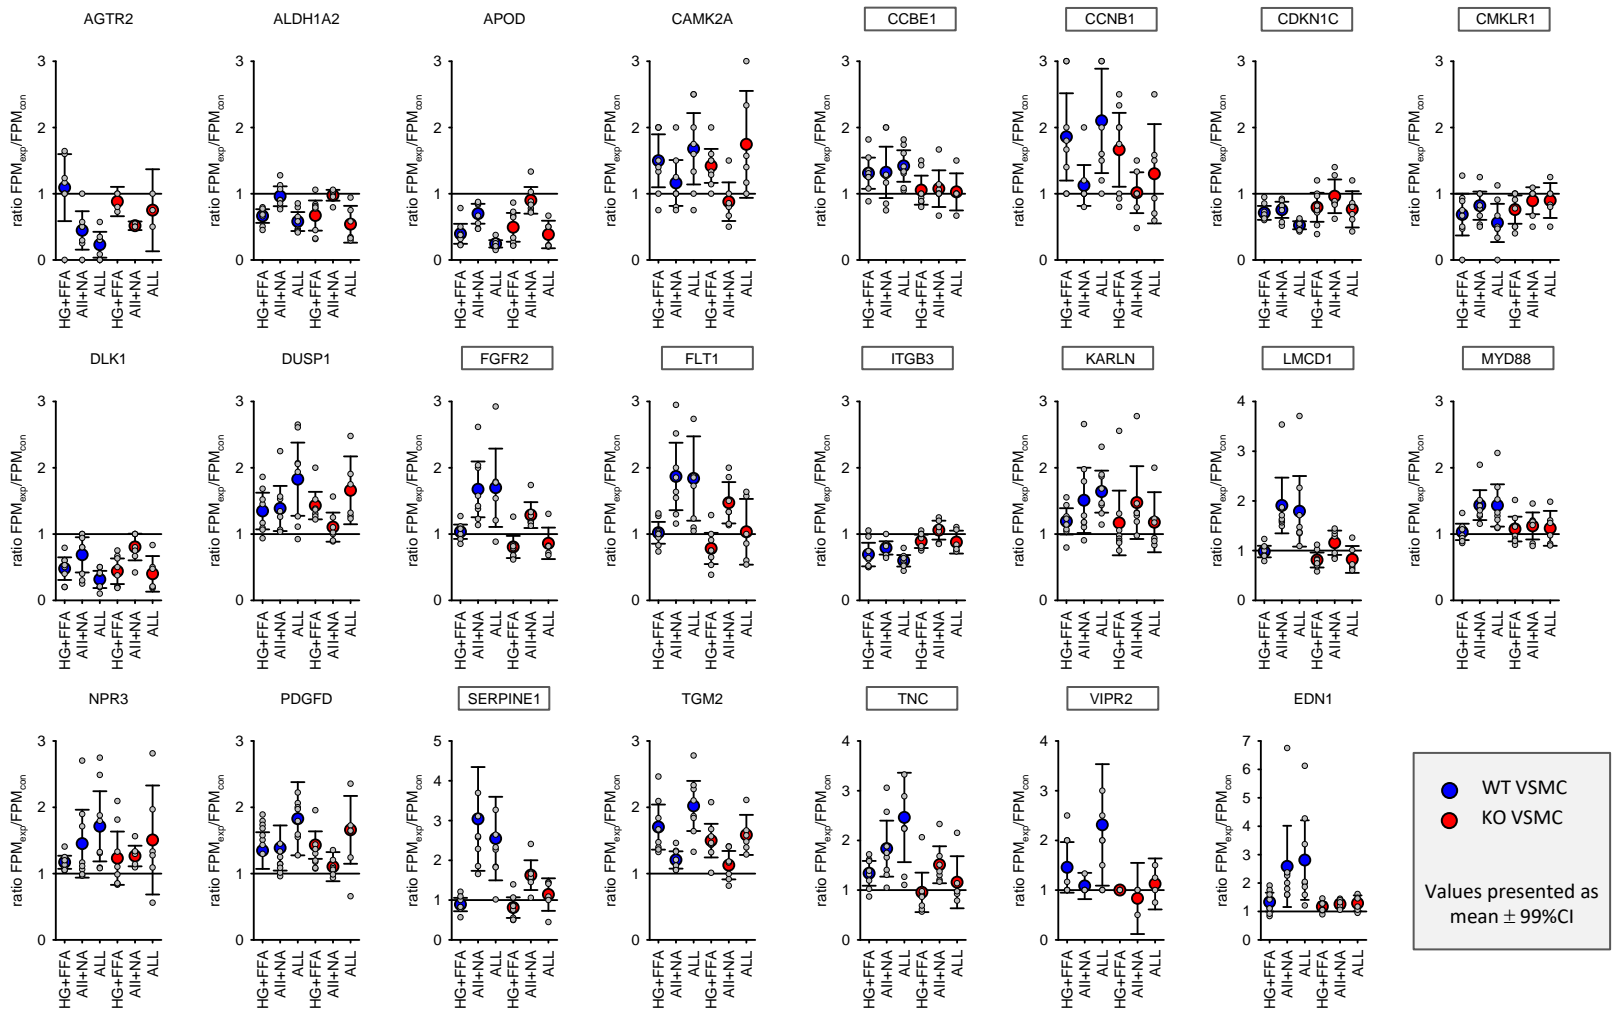

| DEG in DBF: proliferation of muscle cells<br>(expression log ratio: log <sub>2</sub> FC) |                                                      |         |            |              |                 |              |
|------------------------------------------------------------------------------------------|------------------------------------------------------|---------|------------|--------------|-----------------|--------------|
| Symbol                                                                                   | Entrez Gene Name                                     | EC, ALL | EC, HG+FFA | WT VSMC, ALL | WT VSMC, HG+FFA | KO VSMC, ALL |
| AGTR2                                                                                    | angiotensin II receptor type 2                       |         |            | -1,45        |                 |              |
| ALDH1A2                                                                                  | aldehyde dehydrogenase 1 family member A2            |         | -0,77      | -0,80        |                 |              |
| APOD                                                                                     | apolipoprotein D                                     |         |            | -1,96        | -1,67           |              |
| CAMK2A                                                                                   | calcium/calmodulin dependent protein kinase II alpha |         |            | 0,75         |                 |              |
| CCBE1                                                                                    | collagen and calcium binding EGF domains 1           |         |            | 0,68         |                 |              |
| CCNB1                                                                                    | cyclin B1                                            |         |            | 0,92         | 0,91            |              |
| CDKN1C                                                                                   | cyclin dependent kinase inhibitor 1C                 |         |            | -0,85        |                 |              |
| CMKLR1                                                                                   | chemerin chemokine-like receptor 1                   |         |            | -1,10        |                 |              |
| DLK1                                                                                     | delta like non-canonical Notch ligand 1              |         |            | -1,39        |                 |              |
| DUSP1                                                                                    | dual specificity phosphatase 1                       |         |            | 0,92         |                 | -1,68        |
| EDN1                                                                                     | endothelin 1                                         |         |            | 1,67         |                 |              |
| FGFR2                                                                                    | fibroblast growth factor receptor 2                  |         |            | 0,80         |                 |              |
| FLT1                                                                                     | fms related receptor tyrosine kinase 1               |         |            | 0,81         |                 |              |
| ITGB3                                                                                    | integrin subunit beta 3                              |         |            | -0,93        |                 |              |
| KALRN                                                                                    | kalirin RhoGEF kinase                                |         |            | 0,68         |                 |              |
| LMCD1                                                                                    | LIM and cysteine rich domains 1                      |         |            | 1,00         |                 |              |
| MYD88                                                                                    | MYD88 innate immune signal transduction adaptor      |         |            | 0,72         |                 |              |
| MYH10                                                                                    | myosin heavy chain 10                                |         |            | 1,16         |                 |              |
| NPR3                                                                                     | natriuretic peptide receptor 3                       |         | 0,65       | 0,67         | 0,74            |              |
| PDGFD                                                                                    | platelet derived growth factor D                     |         |            | 0,92         | 0,67            |              |
| SERPINE1                                                                                 | serpin family E member 1                             |         |            | 1,45         |                 |              |
| TGM2                                                                                     | transglutaminase 2                                   |         | 1,21       | 1,08         | 1,06            | 0,85         |
| TNC                                                                                      | tenascin C                                           |         |            | 1,49         |                 | 0,79         |
| VIPR2                                                                                    | vasoactive intestinal peptide receptor 2             |         |            | 1,01         |                 |              |

**SF12.** Impact of the stressors on the genes contained in the IPA terms for proliferation for WT VSMC and KO VSMC. For each cell type and each condition up to 8 independent biological replicates were included in the analysis.

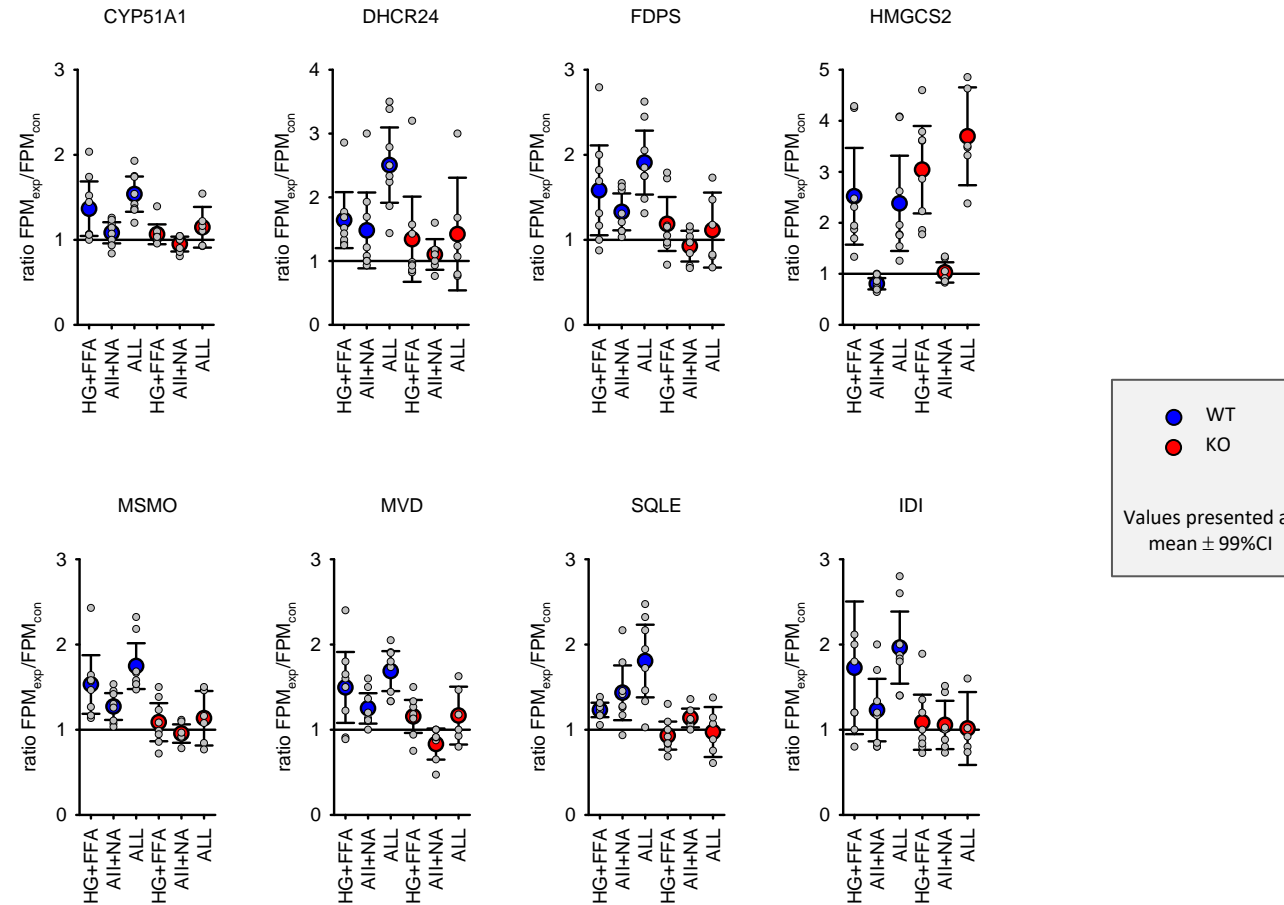

**SF13.** Impact of the stressors on the genes contained in the IPA terms for lipid metabolism for WT VSMC and KO VSMC. For each cell type and each condition up to 8 independent biological replicates were included in the analysis.

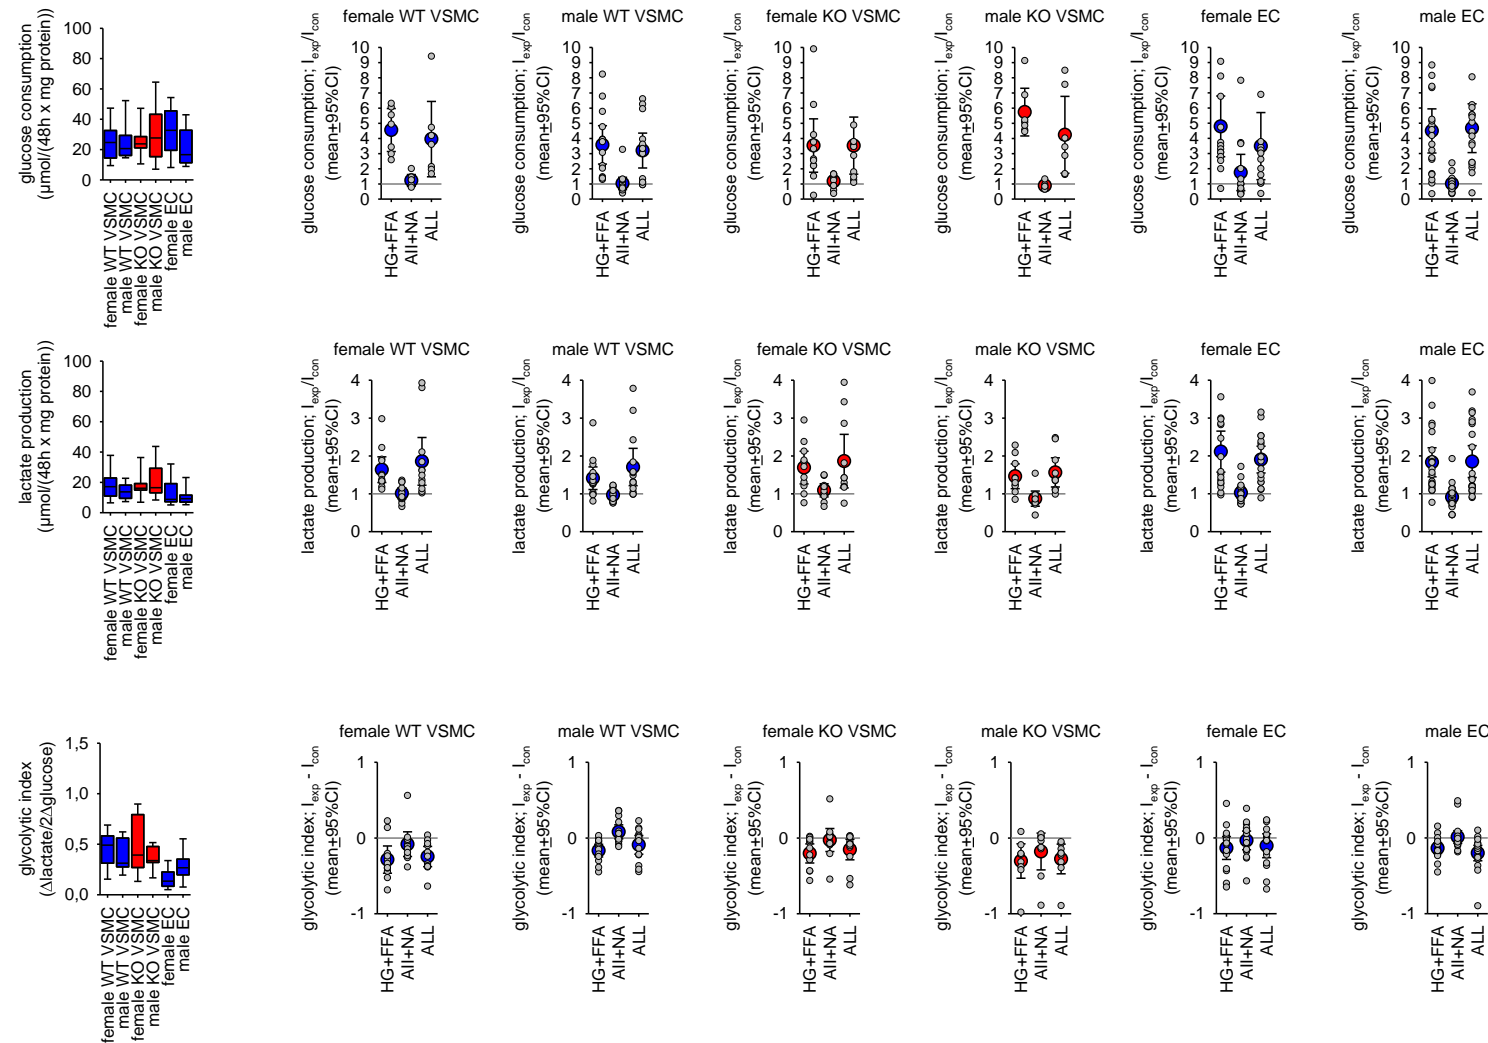

**SF14.** Impact of the stressors on glucose consumption, lactate production and the glycolytic index ( $\Delta\text{lactate}/2 \times \Delta\text{glucose}$ ) of male and female VSMC as well as EC.  $N \geq 7$  independent sets of samples.

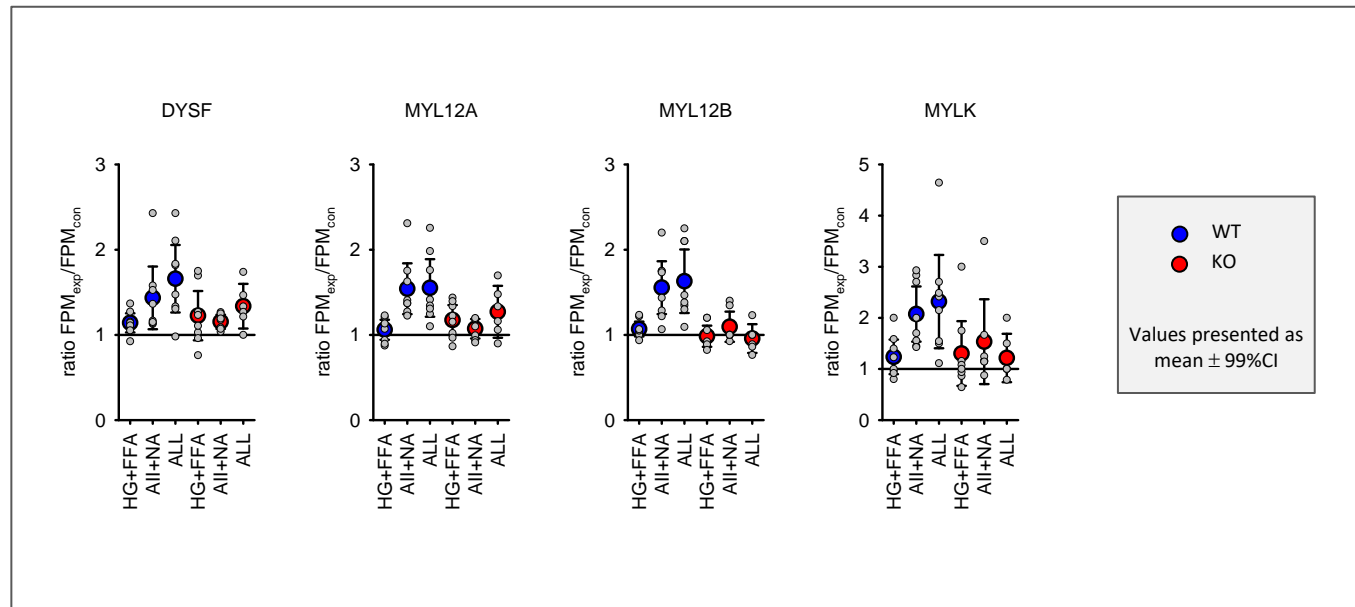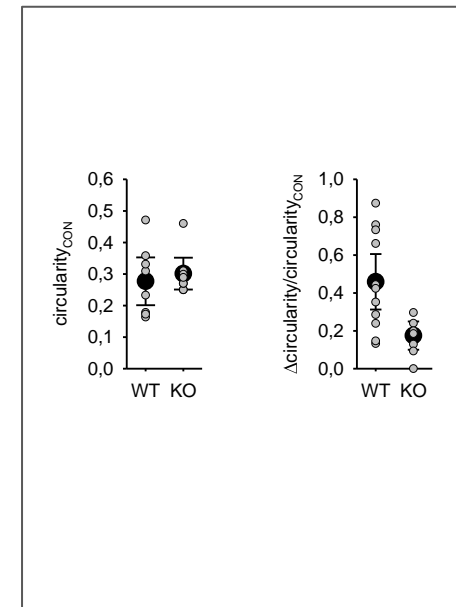

**SF15.** Impact of the stressors on the genes contained in the IPA terms related to cell contraction for WT VSMC and KO VSMC. For each cell type and each condition up to 8 independent biological replicates were included in the analysis. The right panel shows the comparison of control circularity and Ca<sup>2+</sup>-induced changes in circularity for WT VSMC and KO VSMC. N = 7-10 plates with 6 wells for each condition.

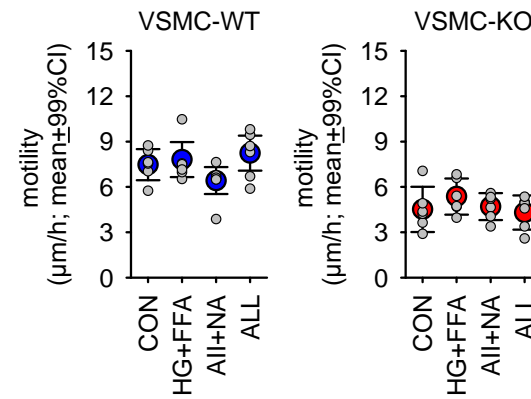

**SF16.** Spontaneous random motility of WT VSMC and VSMC-KO cells. N = 6 wells for each condition per cell type.

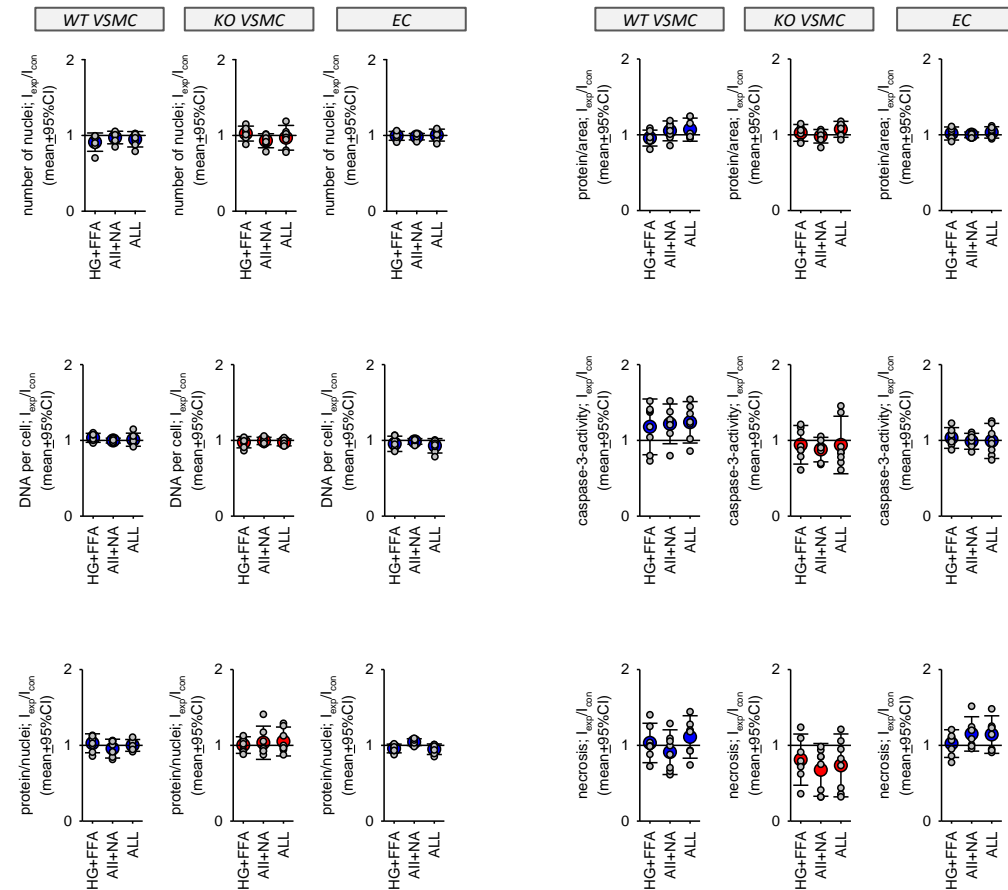

**SF17.** Effect of the stressors on the number of nuclei (i.e. number of cells), nuclear DNA content, cellular protein, the apoptosis marker caspase-3-activity and necrosis (determined by trypan blue exclusion) of female cells. N = 8 plates with up to 6 wells for each condition and each cell type.

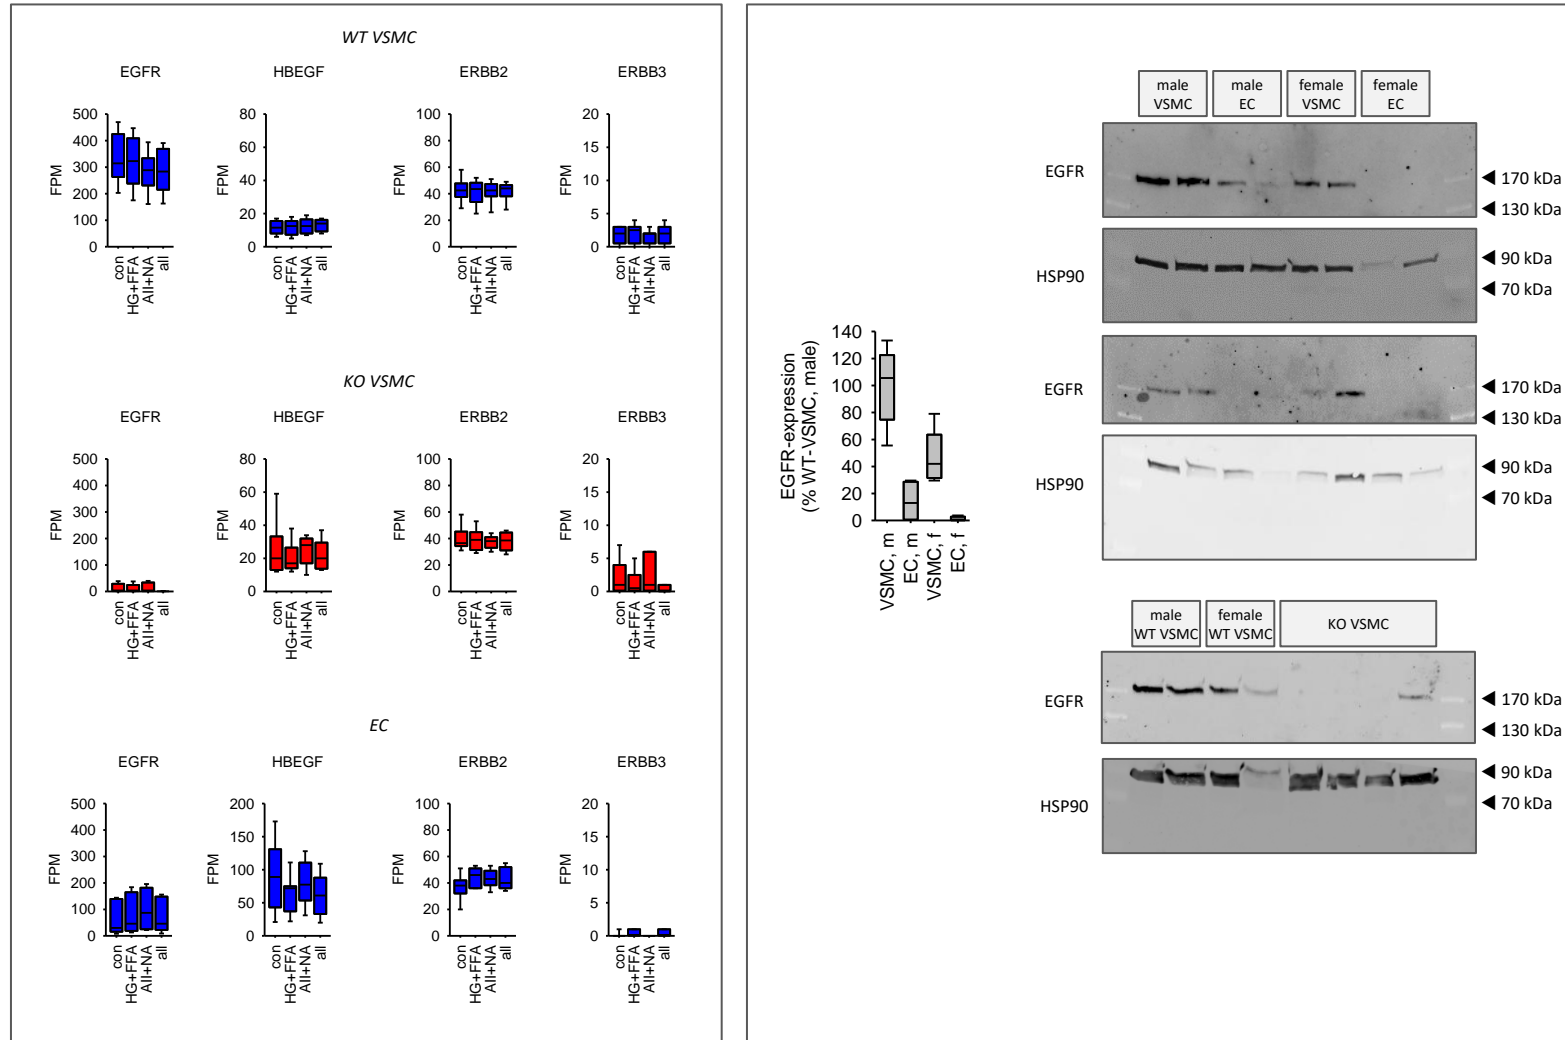

**SF18.** Left panel: Impact of the stressors on the RNA abundance of members of the EGFR family (EGFR, ERBB2, ERBB3) and the membrane-bound ligand HBEGF in male WT VSMC, KO VSMC and EC. For each cell type and each condition 4 independent biological replicates were included in the analysis. Right panel: EGFR protein abundance in male and female WT VSMC and EC.

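Egfr RNA in WT VSMC was 365 ± 93.6 FPM (SD, n = 4) in Control and 368 ± 107 FPM (SD, n = 4), 314 ± 75.8 FPM (SD, n = 4) and 308 ± 78.6 FPM (SD, n = 4) with HG + FFA, AII + NA and ALL stressors. None of these changes had an FDR under 0.05, and the log2FC under ALL stressors was -0.23 (SE 0.10, FDR 0.201). In KO VSMC, Egfr was 10.6 ± 19.3 FPM (SD, n = 4) in Control, where set 5 made up most of the mean, and 1.29 ± 0.339 FPM (SD, n = 3) under ALL stressors, where set 5 is not included. In EC it was 63 ± 62.7 FPM (SD, n = 9) in Control and 61.9 ± 61.3 FPM (SD, n = 10) under ALL stressors. Sets 15 and 16, at 7.6 and 2.26 FPM in Control, came from animals that also gave KO VSMC. Sets 9, 11 and 13 had the most, at 140, 147 and 147 FPM. Their mean log2 FPM over 10 endothelial markers was 0.441, 2 and 0.651, where set 12 had 6.26. The EC mean can therefore not be taken as a level of endothelial cells with intact Egfr. Erbb2 (ENSMUSG00000062312, chromosome 11, 98303203 to 98328542) had 40.7 ± 9.07 FPM (SD, n = 4) in WT VSMC, 40.5 ± 5.89 FPM (SD, n = 4) in KO VSMC and 46.1 ± 10.3 FPM (SD, n = 9) in EC, all in Control. Erbb3 (ENSMUSG00000018166, chromosome 10, 128403392 to 128425811) was low throughout, with 2.26 ± 1.5 FPM (SD, n = 4) in WT VSMC and 0.181 ± 0.173 FPM (SD, n = 9) in EC. Hbegf (ENSMUSG00000024486, chromosome 18, 36637980 to 36649677), of whose exonic bases 16.3% lay under exons of another gene, had 10.7 ± 4.25 FPM (SD, n = 4) in Control WT VSMC, 27.8 ± 22.7 FPM (SD, n = 4) in KO VSMC and 68.4 ± 51.4 FPM (SD, n = 9) in EC. The smallest FDR of the 4 genes over the 3 cell types and 3 stressor conditions was that of Hbegf in EC under ALL stressors, with a log2FC of -0.29 (SE 0.10, FDR 0.124). Erbb4 had too few counts in VSMC to be tested.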

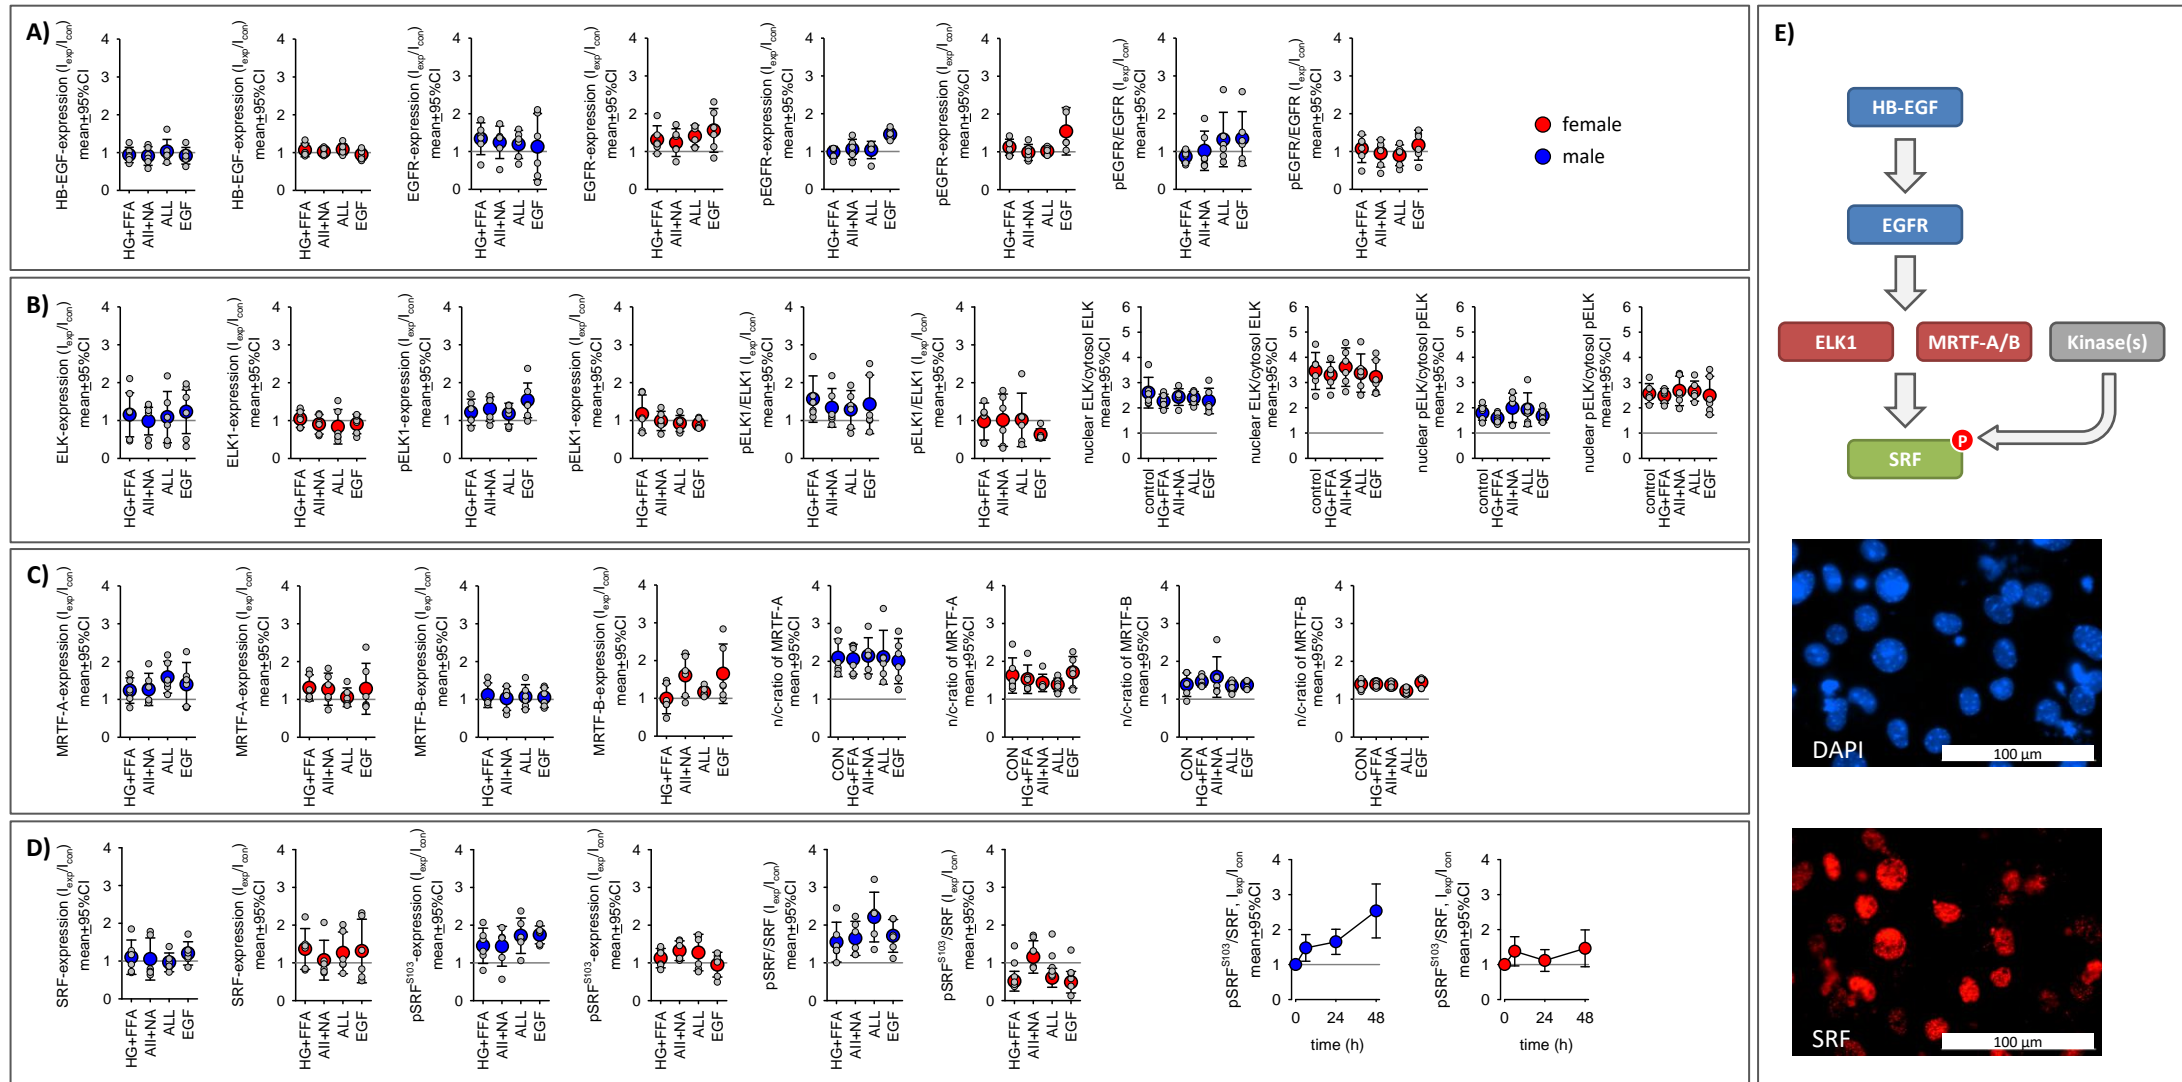

**SF19.** Expression of different components of the EGFR-SRF pathway in male and female WT VSMC. A) Ex-pression of HB-EGF, EGFR and phospho-EGFR<sup>Y1086</sup> after 48 h exposure to the stressors. B) Expression and nucleus-to-cytosol distribution of ELK1 and phosphor-ELK1<sup>S383</sup> after 48 h exposure to the stressors. C) Expression and nucleus-to-cytosol distribution of MRTF-A or MRTF-B after 48 h exposure to the stressors. D) Expression of SRF and phsopho-SRF<sup>S103</sup> after 48 h exposure to the stressors. The two panels on the right show the time course of enhanced phsopho-SRF<sup>S103</sup> in the presence of ALL stressors in male WT VSMC. N = 6 plates with 3 wells each. E) Scheme of SRF-activation and immunofluorescent image of nuclear SRF.

Supplementary figure SF20. Original blot images.

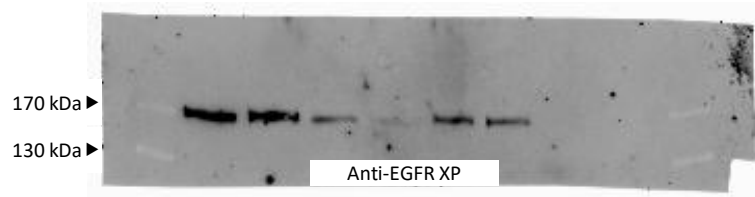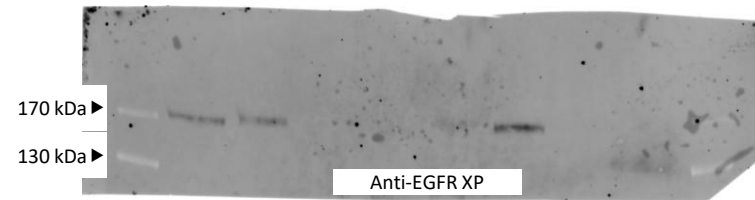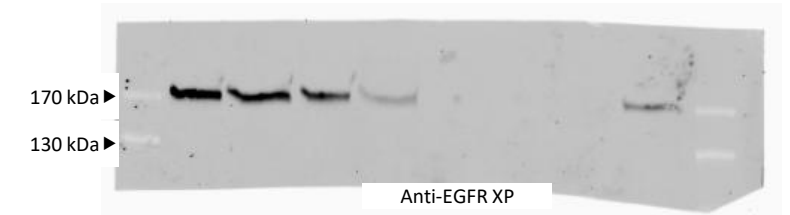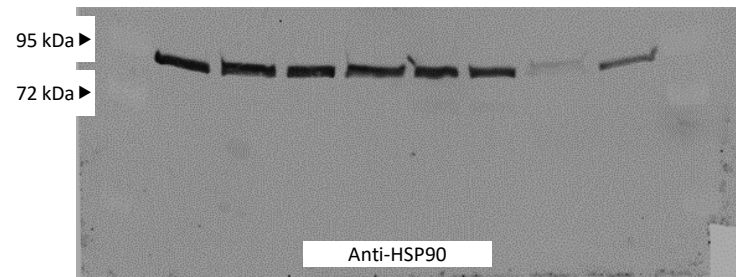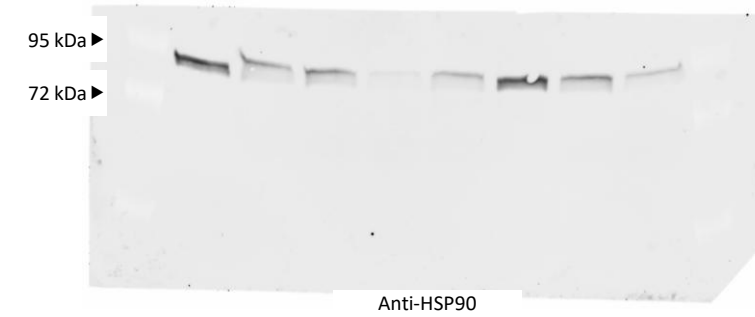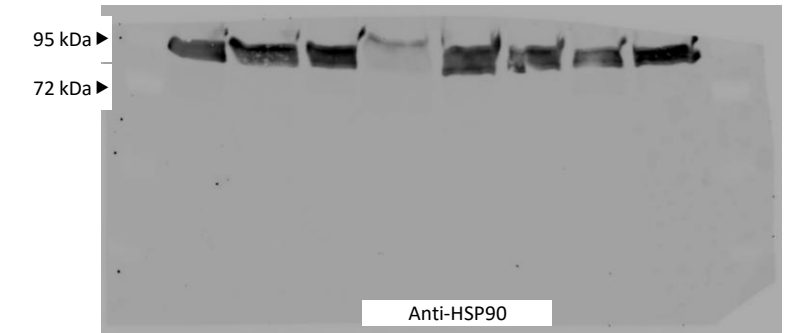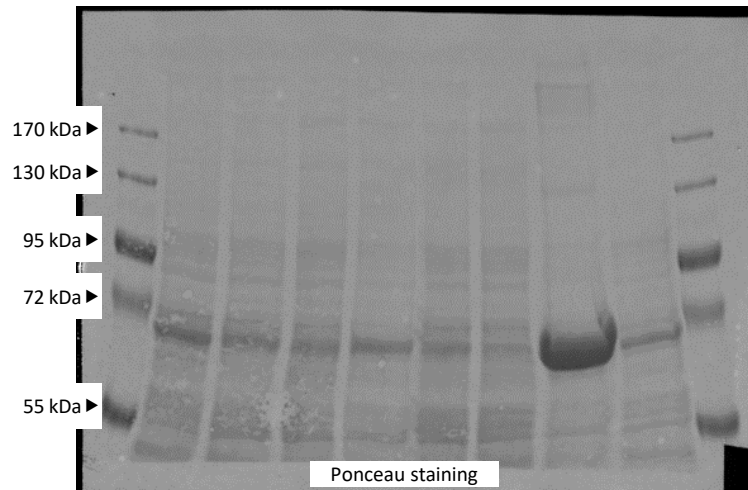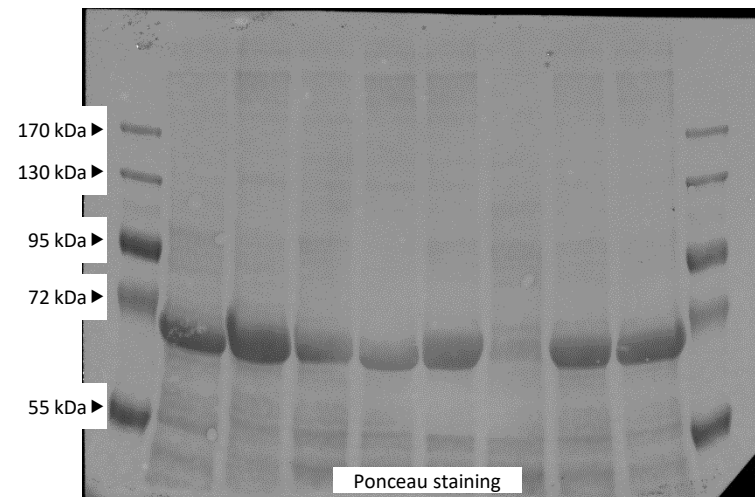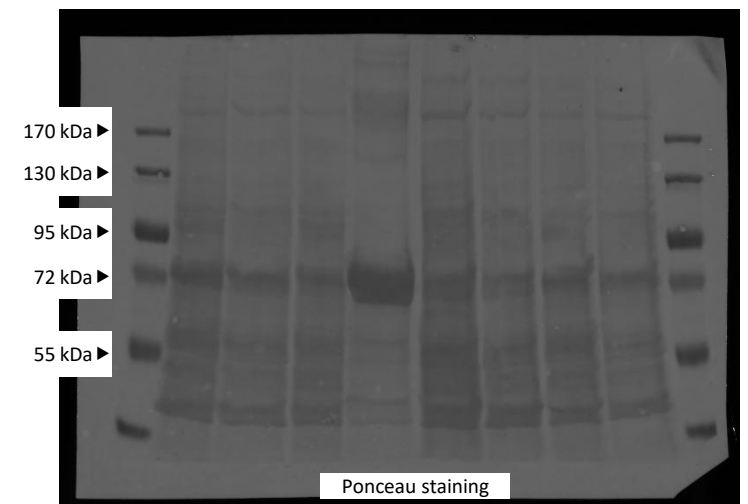

## Supplementary data

Supplementary Data 1

Effect of stressors on canonical biomarker expression in VSMC-WT, VSMC-KO or EC.

Supplementary Data 2

IPA analysis results for canonical pathways (CP) of cells exposed to all stressors. Comparison\_VSMC-WT\_VSMC-KO\_EC.

Supplementary Data 3

IPA analysis results for canonical pathways (CP) of cells exposed to all stressors. VSMC-WT.

Supplementary Data 4

IPA analysis results for canonical pathways (CP) of cells exposed to all stressors. VSMC-KO.

Supplementary Data 5

IPA analysis results for canonical pathways (CP) of cells exposed to all stressors. EC.

Supplementary Data 6

IPA analysis results for disease and biofunctions (DBF) of cells exposed to all stressors. Comparison\_VSMC-WT\_VSMC-KO\_EC.

Supplementary Data 7

IPA analysis results for disease and biofunctions (DBF) of cells exposed to all stressors. VSMC-WT.

Supplementary Data 8

IPA analysis results for disease and biofunctions (DBF) of cells exposed to all stressors. VSMC-KO.

Supplementary Data 9

IPA analysis results for disease and biofunctions (DBF) of cells exposed to all stressors. EC.

Supplementary Data 10

IPA analysis results for upstream regulator analysis (URA) of cells exposed to all stressors. Comparison\_VSMC-WT\_VSMC-KO\_EC.

Supplementary Data 11

IPA analysis results for upstream regulator analysis (URA) of cells exposed to all stressors. VSMC-WT.

Supplementary Data 12

IPA analysis results for upstream regulator analysis (URA) of cells exposed to all stressors. VSMC-KO.

Supplementary Data 13

IPA analysis results for upstream regulator analysis (URA) of cells exposed to all stressors. EC.

Supplementary Data 14

Results of gene ontology enrichment analysis with g:Profiler. VSMC-WT.

Supplementary Data 15

Results of gene ontology enrichment analysis with g:Profiler. VSMC-KO.

Supplementary Data 16

Masterfiles with all FPM values. VSMC.

Supplementary Data 17

Masterfiles with all FPM values. EC.

Supplementary Data 18

Lists of genes for enrichment analysis. VSMC-WT, ALL versus CON.

Supplementary Data 19

Lists of genes for enrichment analysis. VSMC-WT, HG+FFA versus CON.

Supplementary Data 20

Lists of genes for enrichment analysis. VSMC-KO, ALL versus CON.

Supplementary Data 21

Lists of genes for enrichment analysis. VSMC-KO, HG+FFA versus CON.

Supplementary Data 22

Lists of genes for enrichment analysis. EC, ALL versus CON.

Supplementary Data 23

Lists of genes for enrichment analysis. EC, HG+FFA versus CON.

Supplementary Data 24

Numerical source data of the figures, unless these data are already part of supplementary data.

# Supplementary material for: Early-phase impact of obesity-associated stress on murine vascular smooth muscle cells depends on EGFR and sex
**Source:** Commun Biol. 2025 Dec 22;8:1834. doi: 10.1038/s42003-025-09416-7
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary File

File name: Supplementary Data 1
Description: Effect of stressors on canonical biomarker expression in VSMC-WT, VSMC-KO or EC.

File name: Supplementary Data 2
Description: IPA analysis results for canonical pathways (CP) of cells exposed to all stressors. Comparison_VSMC-WT_VSMC-KO_EC.

File name: Supplementary Data 3
Description: IPA analysis results for canonical pathways (CP) of cells exposed to all stressors. VSMCWT.

File name: Supplementary Data 4
Description: IPA analysis results for canonical pathways (CP) of cells exposed to all stressors. VSMCKO.

File name: Supplementary Data 5
Description: IPA analysis results for canonical pathways (CP) of cells exposed to all stressors. EC.

File name: Supplementary Data 6
Description: IPA analysis results for disease and biofunctions (DBF) of cells exposed to all stressors. Comparison_VSMC-WT_VSMCKO_EC.

File name: Supplementary Data 7
Description: IPA analysis results for disease and biofunctions (DBF) of cells exposed to all stressors. VSMC-WT.

File name: Supplementary Data 8
Description: IPA analysis results for disease and biofunctions (DBF) of cells exposed to all stressors. VSMC-KO.

File name: Supplementary Data 9
Description: IPA analysis results for disease and biofunctions (DBF) of cells exposed to all stressors. EC.

File name: Supplementary Data 10
Description: IPA analysis results for upstream regulator analysis (URA) of cells exposed to all stressors. Comparison_VSMC-WT_VSMCKO_EC.

File name: Supplementary Data 11
Description: IPA analysis results for upstream regulator analysis (URA) of cells exposed to all stressors. VSMC-WT.

File name: Supplementary Data 12
Description: IPA analysis results for upstream regulator analysis (URA) of cells exposed to all stressors. VSMC-KO.

File name: Supplementary Data 13
Description: IPA analysis results for upstream regulator analysis (URA) of cells exposed to all stressors. EC.

File name: Supplementary Data 14
Description: Results of gene ontology enrichment analysis with g:Profiler. VSMC-WT.

File name: Supplementary Data15
Description: Results of gene ontology enrichment analysis with g:Profiler. VSMC-KO.

File name: Supplementary Data 16
Description: Masterfiles with all FPM values. VSMC.

File name: Supplementary Data 17
Description: Masterfiles with all FPM values. EC.

File name: Supplementary Data 18
Description: Lists of genes for enrichment analysis. VSMCWT, ALL versus CON.

File name: Supplementary Data 19
Description: Lists of genes for enrichment analysis. VSMCWT, HG+FFA versus CON.

File name: Supplementary Data 20
Description: Lists of genes for enrichment analysis. VSMCKO, ALL versus CON.

File name: Supplementary Data 21
Description: Lists of genes for enrichment analysis. VSMCKO, HG+FFA versus CON.

File name: Supplementary Data 22
Description: Lists of genes for enrichment analysis. EC, ALL versus CON.

File name: Supplementary Data 23
Description: Lists of genes for enrichment analysis. EC, HG+FFA versus CON.

File name: Supplementary Data 24
Description: Numerical source data of the figures, unless these data are already part of supplementary data.

# Supplementary material for: Early-phase impact of obesity-associated stress on murine vascular smooth muscle cells depends on EGFR and sex
**Source:** Commun Biol. 2025 Dec 22;8:1834. doi: 10.1038/s42003-025-09416-7
**Supplement:** Supplementary file 27 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

## Clustering of regulated protein-coding genes:

The STRING database (<https://string-db.org/>) and its associated tools were used to identify association networks, as well as functional clusters, among the regulated genes. For each group of genes, a full STRING network was built, with a minimum required interaction score set at 0.7 (high confidence). The edge thickness indicates the strength of the data supporting the association between two nodes, and the dotted lines represent edges between clusters. Disconnected nodes were not displayed. “K-means clustering” method served to identify clusters within the network, and enriched Gene Ontology terms and (Reactome-, KEGG-, Wiki-) pathways were automatically returned for each of them.

## Gene ontology enrichment analysis:

Gene Ontology (GO) term enrichment analysis was performed with the web server g:profiler2 (<https://biit.cs.ut.ee/gprofiler/orth>). Single and multiple queries were performed. For each condition, a list of regulated genes served as input. Only GO terms comprising less than 5000 genes were considered and those were simultaneously filtered for an adjusted p-value below 0.05 for all datasets. The enrichment score E of the filtered GO terms was calculated, with  $E = (\text{intersection size/query size}) / (\text{term size/effective domain size})$ .

## Ingenuity Pathway Analysis:

The lists of differentially expressed genes were uploaded in the Ingenuity Pathway Analysis (IPA) application (Qiagen, Germany) to perform enrichment analysis. Core analyses were performed in order to predict which molecular and biofunctions, regulatory pathways or canonical pathways (filtered to not include overrepresented cancer-related terms) may be regulated by metabolic and humoral stressors, but also to predict which factors may be involved in the regulation of these genes (i.e. upstream regulators). Based on the IPA internal database, predicted activation states were returned for each as Z-scores (positive and negative Z-scores corresponding to putative activation and inhibition, respectively). The outputs of these analyses were aligned with the incorporated “Comparison analysis” tool. The thresholds were set at  $|Z\text{-score}| \geq 2$  and a Benjamini Hochberg (BH) p-value  $\leq 0.01$ .

## Digital microscopy:

Images were analyzed with the Gene 5 Image Prime 3.16 software (BioTek, Bad Friedrichshall, Germany) and in-build routines after adjusting the necessary parameters (background, threshold, object size, rolling ball size).

## Statistical analysis:

Data are presented either as box plots or as mean  $\pm$  95% confidence intervals. ANOVA on rank test followed by post hoc testing or Wilcoxon rank sum tests were used because pre-test data analysis by SigmaPlot 12.5 indicated that most of the data were not normally distributed. Biometrical planning was performed under consideration of the 3R-principle with  $\alpha = 0.05$  and  $\beta = 0.8$ . For cell culture experiments, cells from at least 4 different animals were used.

Our experimental design provided strictly connected sets of samples for control, metabolic stressors, humoral stressors and combined stressors originating from the same animal, at the same cell passage, treated at exactly the same time (suppl. figure SF1). Thus, each set was biologically independent. This design allowed us to calculate the relative effects of the stressors in a paired way (stressor effect =  $\text{value}_i / \text{stressors}/\text{value}_i / \text{control}$  for  $i \in [1-N]$ , with N the final number of replicates), which greatly reduced effects of passage or animal.

Subsequently, we could calculate the 95% or 99% confidence intervals and test the exclusion of the value = 1 (corresponding to a difference from controls with  $\alpha < 0.05$  or 0.01, respectively). This procedure was applied in part to the analysis of gene expression as well as to the functional assays.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated during and/or analysed during the current study are available in the gene expression omnibus database with the study identity GSE294868. (Token: mxmpcimsldyvzmp).

Further data are provided in the supplementary tables ST01, ST02 a-d, ST03 a-d, ST04 a-d, ST05 a-b, ST06 a-b, ST07 a-f, which are part of the manuscript.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used.*

*Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.*

*Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).*

*Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)*

*Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic*

## Population characteristics

*(information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

## Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

## Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Sample size

For bulk RNA sequencing sample sets from 4-9 different male animals from each genotype were used.  
For cell culture experiments, cells from at least 4 different animals were used.  
Our experimental design provided strictly connected sets of samples for control, metabolic stressors, humoral stressors and combined stressors originating from the same animal, at the same cell passage, treated at exactly the same time. Thus, each set was biologically independent. This design allowed us to calculate the relative effects of the stressors in a paired way (stressor effect<sub>i</sub> = value<sub>i</sub>/stressors/value<sub>i</sub>, control for i E [1-N], with N the final number of replicates), which greatly reduced effects of passage or animal. Subsequently, we could calculate the 95% or 99% confidence intervals and test the exclusion of the value = 1 (corresponding to a difference from controls with alpha < 0.05 or 0.01, respectively). This procedure was applied in part to the analysis of gene expression as well as to the functional assays. One experimental set consisted of 5 to 6 wells for each of the four incubation conditions. 6 to 8 independent plates (different animals, different passages) were used for each parameter (i.e. 6 to 8 independent biological replicates). For statistical testing the results of 5-6 well from one plate were aggregated and the number of plates represents N during testing.

## Data exclusions

Only complete experimental set with technically approved values for each of the four conditions were included.

## Replication

Our experimental design provided strictly connected sets of samples for control, metabolic stressors, humoral stressors and combined stressors originating from the same animal, at the same cell passage, treated at exactly the same time. Thus, each set was biologically independent. This design allowed us to calculate the relative effects of the stressors in a paired way (stressor effect<sub>i</sub> = value<sub>i</sub>/stressors/value<sub>i</sub>, control for i E [1-N], with N the final number of replicates), which greatly reduced effects of passage or animal. Subsequently, we could calculate the 95% or 99% confidence intervals and test the exclusion of the value = 1 (corresponding to a difference from controls with alpha < 0.05 or 0.01, respectively). This procedure was applied in part to the analysis of gene expression as well as to the functional assays. One experimental set consisted of 5 to 6 wells for each of the four incubation conditions. 6 to 8 independent plates (different animals, different passages) were used for each parameter (i.e. 6 to 8 independent biological replicates). For statistical testing the results of 5-6 well from one plate were aggregated and the number of plates represents N during testing.

## Randomization

For each parameter values were obtained in parallel (i.e. in a paired manner) from cells of each donor at each passage. Thus, cells of each donor at each passage were exposed to all conditions at the same time.

## Blinding

Exposure of the cells and data acquisition/analysis were performed by two different persons.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- |                                     |                                                                 |

### Methods

- |                                     |                                                 |

## Antibodies used

From Cell Signaling Technologies, Frankfurt, Germany: Anti-EGFR XP #4267, 1:2000; SRF #5147, 1:2000; phospho-SRFS103 #4261, 1:1000; ELK-1 #9182, 1:500; phospho-ELK1S383 #9186, 1:500; MRTF-A #14760, 1:1000; MRTF-B #14613, 1:1000; phospho-EGFRY1068 #3777, 1:1000; Anti-HSP90 #4874, 1:2000; Anti-Rabbit IgG HRP #7074, 1:1000.

From abcam, Cambridge, UK: HB-EGF #ab192545 1:1000.

From Becton Dickinson: Anti-BrdU antibody #347580, 1:200.

From Invitrogen: Red fluorescent secondary antibody #A10037, 1:250.

## Validation

## Anti-BrdU:

The Anti-BrdU antibody, clone B44, is derived from hybridization of Sp2/0-Ag14 mouse myeloma cells with spleen cells from BALB/c mice immunized with iodouridine-conjugated ovalbumin. Bromodeoxyuridine (BrdU) is a uridine derivative that can be incorporated specifically into DNA in place of thymidine. Anti-BrdU identifies BrdU (but not thymidine) in single-stranded DNA, free BrdU, or BrdU coupled to a protein carrier. The antibody also reacts with iodouridine.

There are several publications describing the use of this antibody in murine cells or tissue. E.g.

Chemerin regulates normal angiogenesis and hypoxia-driven neovascularization.

In Angiogenesis on 1 May 2022 by Ben Dhaou, C., Mandi, K., et al.

Functional interplay between c-Myc and Max in B lymphocyte differentiation.

In EMBO Reports on 1 October 2018 by Perez-Olivares, M., Trento, A., et al.

HDAC1 and HDAC2 integrate checkpoint kinase phosphorylation and cell fate through the phosphatase-2A subunit PR130.

In Nature Communications on 22 February 2018 by Göder, A., Emmerich, C., et al.

Maternal Sevoflurane Exposure Causes Abnormal Development of Fetal Prefrontal Cortex and Induces Cognitive Dysfunction in Offspring.

In Stem Cells International on 4 November 2017 by Song, R., Ling, X., et al.

Mllt10 knockout mouse model reveals critical role of Af10-dependent H3K79 methylation in midfacial development.

In Scientific Reports on 20 September 2017 by Ogoh, H., Yamagata, K., et al.

## Anti-EGFR XP:

EGF Receptor (D38B1) XP® Rabbit mAb detects endogenous levels of total EGF receptor protein. The antibody does not cross-react with other proteins of the ErbB family. Species Reactivity: Human, Mouse, Monkey. Source / Purification: Monoclonal antibody is produced by immunizing animals with a fusion protein containing the cytoplasmic domain of human EGF receptor. Various data on the website of the supplier show the validation of the antibody. In more than 1000 publications this antibody is cited.

## Anti-SRF:

SRF (D71A9) Rabbit Monoclonal Antibody recognizes endogenous levels of total SRF protein. Species Reactivity: Human, Mouse, Rat. Source / Purification: Monoclonal antibody is produced by immunizing animals with a synthetic peptide corresponding to residues surrounding Ser375 of human SRF protein. Various data on the website of the supplier show the validation of the antibody. In more than 90 publications this antibody is cited.

## Anti-phospho-SRFS103:

Phospho-SRF (Ser103) Antibody detects endogenous levels of SRF only when phosphorylated at serine 103. Species Reactivity: Human, Mouse, Rat. Source / Purification: Polyclonal antibodies are produced by immunizing animals with a synthetic phosphopeptide corresponding to residues around serine 103 of human SRF. Antibodies are purified by protein A and peptide affinity chromatography. Various data on the website of the supplier show the validation of the antibody. In more than 20 publications this antibody is cited.

## Anti-ELK-1:

Elk-1 Antibody detects recombinant levels of total Elk-1 protein. This antibody may cross-react with other Elk/ETS-domain family members. Species Reactivity: Human, Mouse. Source / Purification: Polyclonal antibodies are produced by immunizing animals with a synthetic peptide corresponding to the sequence of human Elk-1. Antibodies are purified by protein A and peptide affinity chromatography. Various data on the website of the supplier show the validation of the antibody. In more than 20 publications this antibody is cited.

## Anti-phospho-ELK1S383:

Phospho-Elk-1 (Ser383) (2B1) Mouse Monoclonal Antibody detects less than 5 ng of phosphorylated Elk-1, and will not react with up to 1 µg of nonphosphorylated Elk-1 protein. Species Reactivity: Human, Mouse, Rat. Monoclonal antibody is produced by immunizing animals with a synthetic phosphopeptide corresponding to residues around Ser383 of human Elk-1. Various data on the website of the supplier show the validation of the antibody. In more than 30 publications this antibody is cited.

## Anti-MRTF-A:

How the deposited data were processed for this re-analysis (not part of the article)

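The libraries are poly(A) RNA-Seq of cultured primary murine WT VSMC, KO VSMC and EC under Control, HG + FFA, AII + NA and ALL stressors. The authors aligned the reads to the mouse genome with HISAT2, assigned them to genes with featureCounts and deposited the count of reads per gene for each library, without normalization or filtering. The options given for featureCounts count reads with several alignments (-M) over exons. The strand setting, the treatment of read pairs and whether such reads were counted as fractions are not stated. No reads were aligned here, and every value starts from the deposited counts.

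Counts of 69 libraries were used, with 16905 genes tested in WT VSMC, 17538 in KO VSMC and 17148 in EC after edgeR's filterByExpr. Gene symbols, types, positions and exon overlaps came from the GENCODE annotation of GRCm39, a different release from the Ensembl annotation the authors used, and 0.024% of the counts were on identifiers it does not hold. Exon overlaps include genes on either strand and are given for only some of the named genes. Among those without it in the text, the overlap was 28.3% for Cyp51 and 20.5% for Mvd. The median counts per library were 30093006 in WT VSMC, 29812564 in KO VSMC and 24355492 in EC.

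R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 and Python 3.11.15 with matplotlib 3.10.9 were used. In edgeR, libraries were normalized by TMM, and a quasi-likelihood model with the condition and the set number was fitted for each cell type. In DESeq2 the same model was fitted with its own size factors. P-values were adjusted by Benjamini-Hochberg over all genes tested, and DESeq2's independent filtering was left on. DEG had an FDR under 0.05 in both, a |log2FC| of at least 0.64, a mean of at least 3 FPM in one group and were protein-coding or lncRNA genes. A pseudocount of 0.1 FPM was added before single FPM values were put on the log2 scale.

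The pairing of libraries comes from the set numbers in the sample titles, which the paper describes as cells of the same animal and passage treated at the same time. Departure from additivity was tested as ALL minus HG + FFA minus AII + NA plus Control on the log2 scale, the gain over HG + FFA as ALL minus HG + FFA, and the difference between genotypes as the stressor effect in WT VSMC minus that in KO VSMC in a joint model of both. Slopes are least-squares lines across DEG. To free the comparison with additivity from the choice of genes, genes were chosen without a set and their effects measured in that set.

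The biomarker approach used the paper's mean ratio to the Control library of the same set, its 99% confidence interval and the limits of Supplementary Data 1. The paper names no quantile, and the normal quantile was chosen here. The relative standard deviation is the SD divided by the mean of FPM over the libraries of a condition, averaged over genes.

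The alternatives were edgeR alone, DESeq2 alone, DESeq2's size factors in edgeR, no count filter, no set number as a block, only the 2 groups compared, no FPM minimum, other log2FC thresholds, all gene types, complete sets only, each VSMC set left out, the animal as the block in EC, and 4 EC sets drawn at random. The models were tested on simulated data, with the library sizes and dispersions of the real libraries. Each gene had the same mean in all sets of a cell type, and AII + NA had no effect. The changed genes were chosen among those with at least 3 FPM in WT VSMC or EC. Responses that differ between sets were not simulated. In the real test of additivity in WT VSMC, 290 genes had an unadjusted p under 0.05 where chance gives 845. The shares called below may therefore be too high for the real libraries. Of 200 genes simulated with a log2FC of 0.75 under HG + FFA, 81% were called in WT VSMC, 74% in KO VSMC and 84.5% in EC. Of 200 genes with a departure from additivity of 0.75, 68.5% were called in WT VSMC, and of 200 genes with a genotype difference of 0.75 under ALL stressors, 51.5%.

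Genes named in the text are those that the paper's results, Figs. 1 to 4 or the supplementary figures on these samples name and that a conclusion needs, and for each comparison up to 5 higher and 5 lower DEG with the largest |log2FC| among those changed the same way in every set. Genes that differ by genotype or between ALL stressors and HG + FFA are named in addition, after their values were seen. The IPA analyses, the functional assays and the protein data of the paper were not analysed here. Some of the genes that the paper names are not reported here. A grouping of EC sets by their marker RNA was tried and dropped, because it grouped samples by a measured outcome, and relations over all EC animals took its place. The number of random label exchanges in EC was reduced to 40 to keep within the time for the calculation, after a run with more draws had been seen.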

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

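The tests on the values in this part were chosen after the values were seen, apart from the search for outliers, the label exchanges and the tests of genotype and of ALL stressors against HG + FFA, which were planned.

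Of 55 groups of libraries, 8 held a value outside the range that the others allow, where 2.8 are found by chance, as by chance about 1 in 20 groups holds one. The library of EC Control set 14 had 43240489 counts, and the next largest of the 9 had 30219726. No biological explanation was tested for this, and library size is taken into account by the normalization.

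Egfr RNA in KO VSMC set 5 was 39.6 FPM in Control, 33.1 FPM with HG + FFA and 34.9 FPM with AII + NA, where the nearest other sets had 1.73, 1.95 and 1.94 FPM. Erbb3 RNA was higher in the same set as well, with 7.72, 5.32 and 5.85 FPM against 1.09, 0.732 and 0.646 FPM. If WT VSMC material were in these libraries, no gene that WT VSMC express could lie far below the share of 10.2% that Egfr has. Of 8555 genes with at least 10 FPM in every WT VSMC library, 0 lay below the limit of 5.11% in set 5, and the lowest was Fabp4 with 10%. In sets 6, 7 and 8, 22, 9 and 6 genes other than Egfr lay below the same limit, so that the test could have come out otherwise. Material with intact Egfr in set 5, from other cells or from incomplete recombination, may therefore explain the higher Egfr RNA, and these 2 cannot be told apart. Set 5 stood apart in other RNA too. Myh11 had a set mean of 234 FPM there against 2.69 to 10.3 FPM in the other VSMC sets, and Cnn1 373 FPM against 9.44 to 61.5 FPM. WT VSMC material at a share of 10.2% does not give these values, so it would not account for all differences of set 5. These values do not decide between other cells and incomplete recombination. Erbb3 was not tested further.

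Erbb3 RNA in WT VSMC set 3 with HG + FFA was 0.161 FPM, and the nearest other set had 2.91 FPM. No explanation was tested for this value, which rests on few counts.

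Anxa8 (ENSMUSG00000021950, chromosome 14, 33807936 to 33822528) and Aldh3a1 (ENSMUSG00000019102, chromosome 11, 61098363 to 61109247) differed between WT VSMC and KO VSMC in the effect of ALL stressors. The difference in log2FC was -0.73 for Anxa8 (SE 0.122, edgeR FDR 0.0303) and -1.48 for Aldh3a1 (SE 0.243, edgeR FDR 0.0303). Anxa8 had a log2FC of -0.88 in WT VSMC, lower in 4 of 4 sets, and of -0.16 in KO VSMC, and Aldh3a1 had -1.06 in WT VSMC, lower in 4 of 4 sets, and 0.42 in KO VSMC, higher in 3 of 3. With a set left out, the edgeR FDR ranged from 0.00631 to 0.775 for Anxa8 and from 0.0269 to 0.181 for Aldh3a1, and it was under 0.05 in 2 of 8 fits for each. As 3 of the 35 splits of the 8 VSMC sets gave as many genes, the genotype cannot be told apart from other differences between sets for this number.

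In WT VSMC, 5 genes differed between ALL stressors and HG + FFA, a comparison that the paper does not report for single genes. The log2FC was -1.73 for Agtr2 (ENSMUSG00000068122, chromosome X, 21350763 to 21355403, SE 0.257, edgeR FDR 0.0297), 1.35 for Agtr1b (SE 0.201, edgeR FDR 0.0297), 0.72 for Bmp3 (ENSMUSG00000029335, chromosome 5, 99002268 to 99032255, SE 0.113, edgeR FDR 0.039), 0.65 for Dmpk (ENSMUSG00000030409, chromosome 7, 18817406 to 18827746, SE 0.106, edgeR FDR 0.0395) and 1.15 for Atp10a (ENSMUSG00000025324, chromosome 7, 58305914 to 58479478, SE 0.189, edgeR FDR 0.0395). Each had the same direction in 4 of 4 sets. With a set left out, the highest edgeR FDR of each lay between 0.161 and 0.21. With AII + NA alone, the log2FC had the same direction, from -1.04 for Agtr2 to 1.44 for Agtr1b. Other genes covered 5.8% of the exonic bases of Bmp3 and 7.7% of those of Dmpk. Of the 8 ways to exchange ALL and HG + FFA labels within sets, 1 gave as many genes, the real one, and a design with 8 ways cannot give a share under 0.05.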

How the results depend on the processing

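The alternatives in this part were set before the data were examined. The cause was not tested for any of the movements given here, except where a test is named, and the tests named were chosen after the result was seen. No log2FC of the single genes followed here changed its sign under the alternatives run for it, while the balance of higher and lower DEG in EC and the order of the DEG numbers in KO VSMC reversed as given below.

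Without the replicate block, that is unpaired, the number of DEG was 0 for HG + FFA, 0 for AII + NA and 0 for ALL stressors in WT VSMC, in place of 48, 7 and 360. In KO VSMC it was 0, 0 and 0 in place of 50, 0 and 55, and in EC it was 2, 0 and 2 in place of 111, 0 and 110. ALL stressors against HG + FFA gave 0 in place of 5 in WT VSMC and 0 in KO VSMC and EC as with the block. The genotype difference under ALL stressors gave 0 genes without the block in place of 2, and departure from additivity 0 in all cell types. No slope was calculated without the block, as there were at most 2 DEG in any comparison.

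For HG + FFA in WT VSMC, 76 genes were DEG with only the 2 groups compared, 19 at a |log2FC| of at least 1, 83 without a log2FC threshold and 19 to 56 with a set left out. For AII + NA in WT VSMC, DESeq2 alone gave 61, no count filter 56, only the 2 groups compared 48, and leaving out a set 0 to 13. All 7 genes were among those of the first 3 of these alternatives. For ALL stressors in WT VSMC, 128 genes passed a |log2FC| of at least 1, 1077 passed without a threshold, and 245 to 377 with a set left out, of which 215 to 286 were shared with the 360. Of the 360, 202 were higher and 158 lower, and with DESeq2's size factors 206 of 359 were higher and 355 were shared.

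For HG + FFA in KO VSMC, DESeq2 alone gave 87, no count filter 85, only the 2 groups compared 0, a |log2FC| of at least 1 gave 17, and complete sets, which leaves out set 5, gave 293, of which 48 were among the 50. This number exceeded that for ALL stressors, while all sets gave fewer DEG for HG + FFA than for ALL stressors. Leaving out a set gave 0 to 293. For AII + NA, DESeq2 alone and no count filter gave 13 each in place of 0, and 1711 genes had an unadjusted p under 0.05. For ALL stressors, DESeq2 alone and no count filter gave 130 each, only the 2 groups compared 87, a |log2FC| of at least 1 gave 19, complete sets 124, of which 53 were among the 55, and leaving out a set 0 to 124.

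In EC, HG + FFA gave 31 DEG at a |log2FC| of at least 1, 592 without a threshold, 49 with the animal as a replicate block and a median of 20 with 4 sets drawn at random (6 to 160 over 20 draws). ALL stressors gave 66 with only the 2 groups compared, 32 at a |log2FC| of at least 1, 527 without a threshold, 72 with complete sets, 44 with the animal as a replicate block and a median of 30 with 4 sets (5 to 133). Of the DEG for HG + FFA, 43 of 111 were higher, but 46 of 91 with complete sets, 40 of 79 with only the 2 groups compared and 28 of 49 with the animal as a replicate block. For ALL stressors 38 of 110 were higher, but 37 of 72 with complete sets and 27 of 44 with the animal as a replicate block. With only the 2 groups compared, 29 of 66 were higher, so that the excess of lower genes was kept there.

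Departure from additivity, with 0 genes in each cell type and 290, 1155 and 1444 genes at an unadjusted p under 0.05, was found by DESeq2 alone for 80 genes in WT VSMC, 95 in KO VSMC and 105 in EC, and without a count filter for 70, 20 and 78. In DESeq2, 100% of the 80 genes in WT VSMC had a mean under 3 FPM, which suggests that these calls rest on genes with few counts. ALL stressors against HG + FFA in WT VSMC gave 65 with DESeq2 alone, 155 without a count filter and 0 to 11 with a set left out, and 32 in EC without a count filter in place of 0 (881 at an unadjusted p under 0.05).

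The genotype difference gave 193 genes for HG + FFA, 207 for AII + NA and 232 for ALL stressors with DESeq2 alone, and 34, 350 and 323 without a count filter, in place of 0, 0 and 2 (564, 2182 and 1361 genes at an unadjusted p under 0.05). For ALL stressors 71.55% of the DESeq2 genes had a mean under 3 FPM, which is consistent with calls on genes with few counts for most but not for the other 66. Complete sets gave 7, and leaving out a set 0 to 7.

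The slope of HG + FFA on ALL in KO VSMC was 0.83, and 0.87 for a line through the origin, 0.93 for complete sets and 0.78 for genes chosen without set 8 and measured in it, the only left-out set for which it could be calculated. It could be calculated for 2 of the 4 fits with a set left out, 0.84 to 0.93. In WT VSMC it stayed between 0.37 and 0.68 with a set left out, and in EC between 0.86 and 0.97 over the alternatives. The slope of KO VSMC on WT VSMC for HG + FFA was 1.34 with complete sets and 0.71 to 1.34 with a set left out, and that for ALL stressors was 0.39 to 0.58.

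Of the biomarker genes, 4 in place of 19 were affected in WT VSMC with a quantile of the t distribution, 41 with the interval alone, and 9 to 19 with a set left out. In KO VSMC the numbers were 0, 20 and 4 to 15 in place of 7, and 4 with at least 1 FPM in Control. In EC the interval alone gave 18 and the mean of log2 ratios gave 3 in place of 5. The average relative standard deviation was 0.214, 0.250 and 0.392 in WT VSMC, KO VSMC and EC over genes with a mean of at least 3 FPM and 0.286, 0.351 and 0.503 over genes passing filterByExpr, in place of 0.599, 0.629 and 1.04.

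The log2 difference of Egfr between KO VSMC and WT VSMC lay between -7.99 and -6.27 with a set left out. Without a WT VSMC set (3 against 4) it was -6.96, -6.84, -6.70 and -6.70, and the exact permutation p was 0.0571 in each, the smallest that this design allows, in place of 0.0286.

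For single genes, 139 results were followed through the alternatives, of which 126 had an FDR under 0.05. Of these 126, 125 had an FDR under 0.05 in DESeq2 and 1 without the replicate block. Of the 104 among them from VSMC, 46 kept it with every single set left out in turn, which was not run for the genes in EC. DESeq2's size factors changed the side of the threshold for none of the 139. With 4 sets per condition, a gene with a log2FC of 0.75 was called in 81% of the simulated cases in WT VSMC, so that a part of the smaller effects is missed at this depth and number of sets.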

Differences from the paper's values

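The tests behind this part were set before the data were examined, and none was chosen after the result was seen. A value counts as different here when one is more than 1.5 times the other and the gap exceeds the SD between replicates, where there is one.

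In KO VSMC, 55 genes were DEG for ALL stressors against the paper's 31, and 50 for HG + FFA against the paper's 30. Of the alternatives set before the data were examined, leaving out set 8 gave 34 and 30, and the other alternatives did not close the gap. Of the paper's genes, 29 of 31 and 29 of 30 were among the DEG here.

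In EC, 110 genes were DEG for ALL stressors against the paper's 67. With only the 2 groups compared the number was 66 and with complete sets 72, and the other alternatives did not close the gap. For HG + FFA, 111 genes were DEG against the paper's 66, and only the 2 groups compared gave 79, complete sets 91 and the animal as a replicate block 49. Of the paper's genes, 60 of 67 and 62 of 66 were among the DEG here.

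In WT VSMC, 7 genes were DEG for AII + NA against the paper's 15. Leaving out set 3 gave 13 genes, and the other alternatives did not close the gap. Of the 15 genes that the paper names, 4 were DEG here. DESeq2 alone called 13 of the 15, no count filter 13 and only the 2 groups compared 11. Leaving out set 3 called 5, while leaving out set 1, 2 or 4 called 0.

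The average relative standard deviation was larger than the paper's in every condition over all expressed genes. In WT VSMC Control it was 0.594 against the paper's 0.19, and 0.213 over genes with a mean of at least 3 FPM and 0.284 over genes passing filterByExpr. In WT VSMC HG + FFA it was 0.604 against the paper's 0.20, and 0.228 over genes with a mean of at least 3 FPM and 0.297 over genes passing filterByExpr. In WT VSMC AII + NA it was 0.607 against the paper's 0.19, and 0.218 over genes with a mean of at least 3 FPM. In WT VSMC ALL it was 0.592 against the paper's 0.17, and 0.196 over genes with a mean of at least 3 FPM.

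In KO VSMC Control it was 0.681 against the paper's 0.263, and 0.297 over genes with a mean of at least 3 FPM. In KO VSMC HG + FFA it was 0.639 against the paper's 0.208, and 0.236 over genes with a mean of at least 3 FPM. In KO VSMC AII + NA it was 0.636 against the paper's 0.208, and 0.237 over genes with a mean of at least 3 FPM. In KO VSMC ALL it was 0.559 against the paper's 0.186, and 0.229 over genes with a mean of at least 3 FPM.

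In EC Control it was 1.04 against the paper's 0.35, and 0.409 over genes with a mean of at least 3 FPM and 0.52 over genes passing filterByExpr. In EC HG + FFA it was 1.03 against the paper's 0.32, and 0.376 over genes with a mean of at least 3 FPM and 0.478 over genes passing filterByExpr. In EC AII + NA it was 1.03 against the paper's 0.34, and 0.396 over genes with a mean of at least 3 FPM and 0.507 over genes passing filterByExpr. In EC ALL it was 1.06 against the paper's 0.33, and 0.387 over genes with a mean of at least 3 FPM. With FPM by total counts or by DESeq2 size factors the gap was not closed in any condition.

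For WT VSMC, 307 of the paper's 327 DEG for ALL stressors and 37 of its 43 for HG + FFA were DEG here, and every gene of the paper's 6 lists had the paper's direction. Of the 20 genes of the paper's list for ALL stressors that were not DEG here, edgeR alone called 4, DESeq2 alone 2, DESeq2's size factors in edgeR 2, no count filter 2, only the 2 groups compared 5, no FPM minimum 3, no log2FC threshold 5, and leaving out sets 1 to 4 called 6, 1, 7 and 3. Of the 6 genes for HG + FFA, DESeq2 alone called 4, no count filter 5, only the 2 groups compared 5, no log2FC threshold 1, and leaving out set 2 or set 4 called 4 and 2.

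For KO VSMC, the 2 genes of the paper's list for ALL stressors that were not DEG here were both called by DESeq2 alone, without a count filter and with complete sets, and 1 with only the 2 groups compared. The 1 gene for HG + FFA was called by DESeq2 alone, without a count filter and with complete sets. For EC, of the 7 genes for ALL stressors, no log2FC threshold called 5, DESeq2 alone 2, only the 2 groups compared 2, and DESeq2's size factors in edgeR, no count filter, no FPM minimum, complete sets and the animal as a replicate block 1 each. Of the 4 genes for HG + FFA, no log2FC threshold called 4, only the 2 groups compared 2, and DESeq2 alone, DESeq2's size factors in edgeR, no count filter, complete sets and the animal as a replicate block 1 each.

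Single genes that the paper shows as affected were not DEG here, and those of EC are given for the condition in which the paper does not call them. Lmcd1 for ALL stressors in WT VSMC had an edgeR FDR of 0.054 and was called by none of the alternatives. Idi1 for ALL stressors in WT VSMC had an FDR of 0.0434 in edgeR and of 0.112 in DESeq2, and was called by edgeR alone, with only the 2 groups compared and without set 3. Pparg for ALL stressors in KO VSMC had an edgeR FDR of 0.123, and was called by DESeq2 alone, without a count filter and with complete sets. In EC, Cspg4 (edgeR FDR 0.0573) and Egr2 for ALL stressors and Lgr6 for HG + FFA were called by DESeq2 alone. Cspg4 and Lgr6 were called without a count filter as well. The paper's lists hold Cspg4 and Egr2 for HG + FFA only and Lgr6 for ALL stressors only. For these genes the calls here therefore do not depart from those of the paper. Of list I, Hsd17b7 was called for HG + FFA without set 4 alone, and Ckap2 without a count filter, with only the 2 groups compared, without a log2FC threshold and without set 2. Siglecg of list II and Cdon of list III were called by DESeq2 alone, without a count filter and with complete sets, and Siglecg also with only the 2 groups compared.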

Other observations

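The tests in this part were chosen after the results were seen, apart from the exchanges of labels, and for all but those on EC the expected outcome was written down before the test was run.

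In WT VSMC, 1 of the 8 ways to exchange Control and stressor labels within sets gave as many DEG, the real one, for HG + FFA, AII + NA and ALL stressors alike, and the others gave at most 0. A design with 8 ways cannot give a share under 0.05. In KO VSMC, 2 of 8 gave as many for HG + FFA, as exchanging the labels of sets 6, 7 and 8, and not of set 5, gave 162 genes. For ALL stressors 1 of 4 did. In EC, 1 of 40 random exchanges gave as many DEG for HG + FFA and 1 of 40 for ALL stressors, the real one. Where the real labels gave 0 genes, every exchange gives as many by definition, so that these exchanges were not fitted and carry no information. This holds for AII + NA in KO VSMC (8 of 8, with 1711 genes at an unadjusted p under 0.05) and EC (40 of 40, with 1143), for the tests of additivity in WT VSMC (8 of 8, with 290), KO VSMC (4 of 4, with 1155) and EC (40 of 40, with 1444), and for ALL stressors against HG + FFA in KO VSMC (4 of 4, with 510) and EC (40 of 40, with 881).

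When the 8 VSMC sets were split into 4 and 4 in all 35 ways, the real split gave 0 genes with a different effect of HG + FFA and 0 for AII + NA (564 and 2182 at an unadjusted p under 0.05), so that all 35 gave as many by definition. The difference in the number of DEG for ALL stressors, by edgeR 376 in WT VSMC and 55 in KO VSMC, was 321, and 1 of the 35 splits, the real one, gave a difference as large, with 257 as the next. The difference between the slopes of HG + FFA on ALL was 0.32, and 8 of the 35 splits gave one as large, up to 0.55. The lower DEG number in KO VSMC therefore goes with the genotype more than with other splits, while the difference in slopes cannot be told apart from differences between sets.

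KO VSMC had 3 libraries for ALL stressors. WT VSMC with 3 sets gave 245 to 377 DEG, and KO VSMC with its 3 complete sets 124, so that the number of libraries does not account for all of the gap between 360 and 55, while the gap was smaller between fits with 3 complete sets. The common biological coefficient of variation of KO VSMC was 1.23 times that of WT VSMC, and this larger spread may contribute to the lower number. In the simulated data with these dispersions, 68% of 200 genes with a log2FC of 0.75 under ALL stressors were called with the KO VSMC libraries, so that for effects of this size the spread costs only a part of the calls. A set that responds unlike the others was not simulated.

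ALL stressors gave more DEG in WT VSMC than both single stressors together. In the set left out of the gene choice, the mean ALL effect was 1.01 times the sum of the single effects, which is consistent with additive effects on the log2 scale that pass the thresholds only together. The slope of HG + FFA on ALL in the left-out sets was 0.551, so that the choice of genes on the ALL effect does not account for a slope far below 1.

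Leaving out KO VSMC set 5 raised the number of DEG for HG + FFA. If Control and HG + FFA were exchanged in set 5, the genes called in WT VSMC would change the other way there. Their mean signed log2 ratio was 0.569 in set 5 and 0.443, 0.980 and 1.14 in sets 6 to 8, so that an exchange is not likely for these genes. Across 12107 genes, which are not independent replicates, the ratios of set 5 correlated with those of sets 6 to 8 with a Pearson r of 0.0659, -0.269 and -0.420.

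The EC sets differed in their marker RNA. Over 10 endothelial markers the mean log2 FPM of sets 9 to 18 was 0.441, 5.26, 2.00, 6.26, 0.651, 5.29, 5.70, 3.17, 1.50 and 4.62, and over 10 fibroblast markers it was 7.58, 7.68, 8.71, 5.54, 9.12, 4.32, 6.03, 7.36, 7.53 and 5.76. Col1a1 had 31.1 to 5890 FPM and Pecam1 18.3 to 1620 FPM. Over the 9 EC animals, both marker means were related with a Spearman rho of -0.75 (exact permutation p 0.025, 0.05 after Benjamini-Hochberg adjustment over 2 relations), and with -0.821 without the 2 farthest animals. All EC libraries have the same batch, so that no value within batches can be given. The source of the other RNA was not tested.

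Egfr RNA in EC had set means of 138, 41.2, 160, 33.3, 140, 37.8, 9.53, 2.71, 45.3 and 13.1 FPM in sets 9 to 18. Sets 15 and 16, from animals that also gave KO VSMC, had ranks 1 and 2 from the lowest of 10, which is consistent with an effect of the genotype of the animals, in cells of the culture in which the Cre was active. If other cells with more Egfr explained the differences between sets, Egfr would fall as the endothelial markers rise. Spearman's rho over the 9 EC animals was -0.583 (exact permutation p 0.11, also after adjustment), which does not establish this relation. The Pearson r was -0.508 over the 9 animals (exact permutation p 0.16) and -0.798 over 7 animals without those that gave KO VSMC. Without the 2 farthest animals rho was -0.571.

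Ddx3y RNA in WT VSMC set 3 was 12.4 FPM, against 54.2 to 83.2 FPM in the other WT VSMC sets. If part of the cells had lost the Y chromosome, the other Y-linked genes would be lower alike. Relative to the mean of the other WT VSMC sets, Eif2s3y was at 11.8%, Uty at 84.3% and Kdm5d at 123.7%, so that a loss of the whole chromosome in most cells does not account for the low Ddx3y RNA. The cause was not tested further. Tagln had few counts for a smooth muscle gene, and 66.7% of its exonic bases lie under exons of Gm48529, against 9.3% for Acta2 and 35.1% for Cnn1. These overlaps are all with genes on the opposite strand. They matter only if reads were counted without regard to strand, which is not stated. Reads that fall on both may have been left uncounted, which cannot be told apart from a low expression here.

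Over the genes tested in WT VSMC, the log2FC for ALL stressors and the exonic length had a Spearman rho of 0.00945 across genes, which are not independent replicates. The median exonic length was 6003.5 bases for higher and 5088 bases for lower DEG, a ratio of 1.18. Whether this difference exceeds chance was not tested.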
